# Early-adulthood spike in protein translation drives aging via juvenile hormone/germline signaling

**DOI:** 10.1038/s41467-023-40618-x

**Published:** 2023-08-18

**Authors:** Harper S. Kim, Danitra J. Parker, Madison M. Hardiman, Erin Munkácsy, Nisi Jiang, Aric N. Rogers, Yidong Bai, Colin Brent, James A. Mobley, Steven N. Austad, Andrew M. Pickering

**Keywords:** Ageing, Translation, Drosophila, Insect hormones

## Abstract

Protein translation (PT) declines with age in invertebrates, rodents, and humans. It has been assumed that elevated PT at young ages is beneficial to health and PT ends up dropping as a passive byproduct of aging. In *Drosophila*, we show that a transient elevation in PT during early-adulthood exerts long-lasting *negative* impacts on aging trajectories and proteostasis in later-life. Blocking the early-life PT elevation robustly improves life-/health-span and prevents age-related protein aggregation, whereas transiently inducing an early-life PT surge in long-lived fly strains abolishes their longevity/proteostasis benefits. The early-life PT elevation triggers proteostatic dysfunction, silences stress responses, and drives age-related functional decline via juvenile hormone-lipid transfer protein axis and germline signaling. Our findings suggest that PT is *adaptively* suppressed after early-adulthood, alleviating later-life proteostatic burden, slowing down age-related functional decline, and improving lifespan. Our work provides a theoretical framework for understanding how lifetime PT dynamics shape future aging trajectories.

## Abstract (web summary)

The transient elevation in protein translation during early-adulthood in Drosophila imposes long-lasting negative impacts on future aging trajectories by triggering proteostatic dysfunction at old ages.

## Introduction

Protein translation (PT) is an essential cellular process playing key roles in growth and development. PT occurs at a high level at young ages, but it then declines precipitously, remaining low throughout middle-old ages in multiple animal species, including humans^1–6^. One might expect that lowering PT would be detrimental to health because it might lead to a shortage of critical cellular proteins and slower protein turnover, allowing more protein damage to accumulate. However, life-long reduction in PT has been reported to slow down aging-related functional declines, prolong lifespan^7–10^, and ameliorate cellular senescence and age-related diseases^11–16^. We note that, across animal species, PT is elevated in *early*-adulthood^1–6^, implying that life-long PT suppression would impact this critical time window the greatest to promote longevity. Yet, it has been generally thought that high PT at young ages is beneficial to health while PT ends up dropping over time as a passive byproduct of aging. Whether this holds true and how dynamic fluctuations in PT over time impact aging remain unknown. We thus transiently modified PT at different life stages in *Drosophila* and investigated how these modifications impacted aging phenotypes.

We find that the transient PT elevation in early-adulthood disrupts protein homeostasis (proteostasis) late in life, triggers age-related protein aggregation, and drives age-related declines. Our findings also indicate that the rapid drop in PT after early-adulthood is critical to reducing proteostatic burden, slowing down age-related decline, and improving life-/health-span. This suggests that age-related decline in PT, instead of simply being a passive byproduct of aging, may help promote healthy aging. Our work provides a theoretical framework for understanding how lifetime PT dynamics shape future aging trajectories and proteostasis network.

## Results

### Blocking the transient PT elevation during early-adulthood improves life-/health-span

In both sexes of *Drosophila melanogaster*, we observed a PT elevation during early-adulthood (Fig. 1a female, Supplementary Fig. 1a male). PT increased ~5-fold from day 0 to day 2, declining markedly thereafter. This observation was consistent using three independent methods: ^35^S-methione incorporation (Fig. 1a, left), puromycin incorporation (Fig. 1a, middle), and in vitro luciferase mRNA reporter assay (Fig. 1a, right). The latter assay measures the capacity of lysates to translate introduced luciferase mRNA^17^. The luciferase assay was thus used to verify that low PT at day 0 was not an artifact of feeding labeled substrates to newly eclosed flies that may use larval acquired amino acids for PT. To investigate the impact of early-life PT rise on aging phenotypes, we transiently repressed PT in early-adulthood (day 0–10) with a widely-used PT inhibitor (cycloheximide, CHX) (Fig. 1b). We also fed flies CHX during late-adulthood (day 40–50) and the entire adult life (Fig. 1c). Consistent with previous studies, CHX treatment throughout the entire adult life significantly extended lifespan. Surprisingly, CHX treatment for only the first 10 days of adult life produced a similar lifespan extension (Fig. 1d). CHX treatment late in life, however, did not extend lifespan (Fig. 1d, Supplementary Fig. 1b). These results suggest that the transient PT elevation in early-adulthood may be an important driver of aging.

**Fig. 1:**
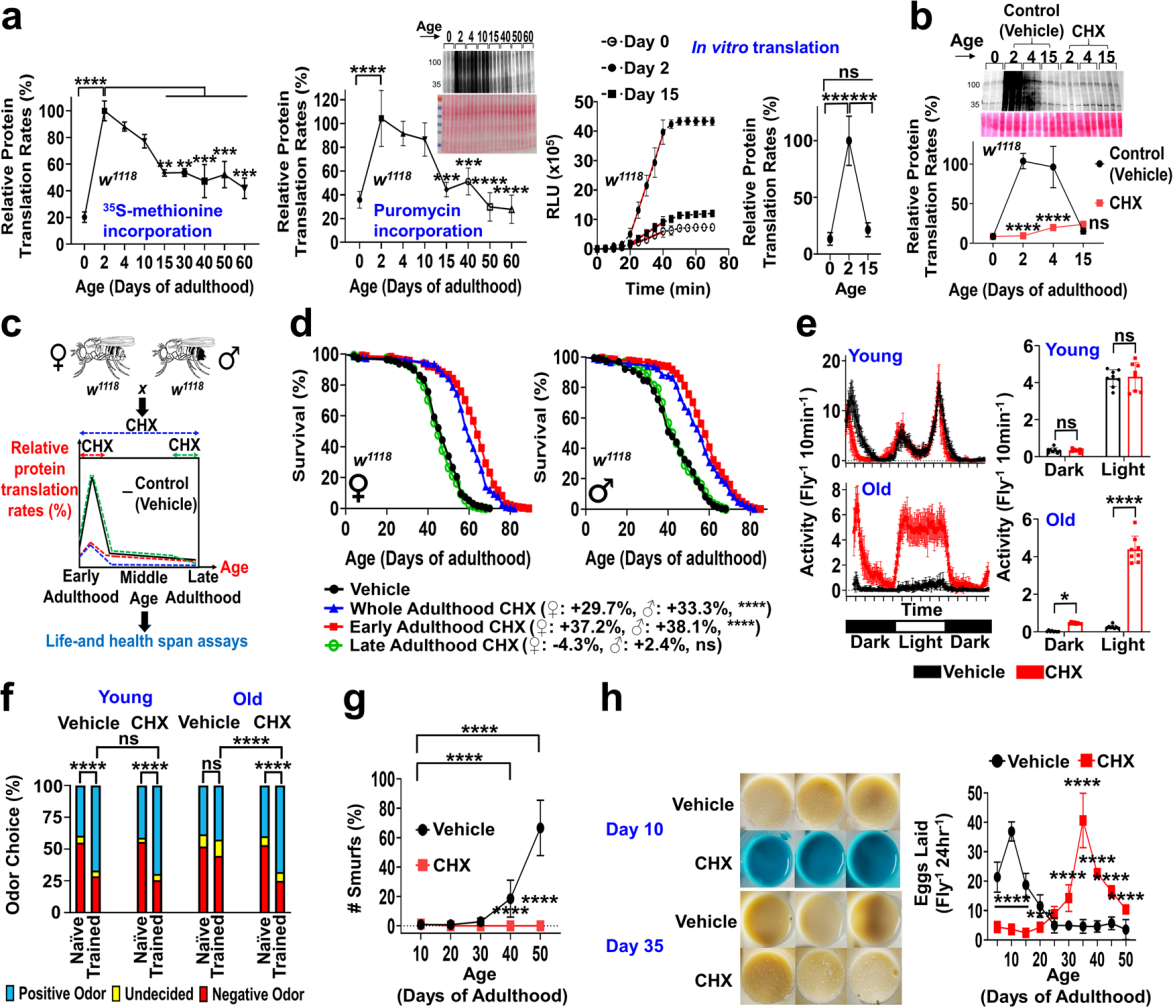
Blocking the transient PT elevation during early-adulthood improves lifespan and healthspan. **a** PT across ages, determined by (left) ^35^S-methionine incorporation normalized to protein content (*n* = 3) and (middle) puromycin incorporation normalized to Ponceau staining (*n* = 3). Analyses compare PT relative to day 2; one-way ANOVA with Dunnett’s post-hoc test. (Right) in vitro PT assay with luciferase mRNA reporter and fly extracts. Slope of linear part of luciferase activity curve is used to calculate the rate of PT. *n* = 12/group; one-way ANOVA with Tukey’s post-hoc test. **b** Early-adulthood PT after ± 1 µM CHX (day 0–10), determined by puromycin incorporation normalized to Ponceau staining. *n* = 3/group; two-way ANOVA with Sidak correction. **c** Experimental scheme to transiently manipulate PT in different life stages; 1 µM cyclohexamide (CHX) given to *w*^*1118*^ flies during early-adulthood (day 0–10), late-adulthood (day 40–50), or whole-adulthood. **d** Early-adulthood (day 0–10) CHX prolongs lifespan just like whole adulthood CHX. Late adulthood (day 40–50) CHX does not alter lifespan. Each sex: *n* = 250/group; log-rank test. **e** Early-adulthood (day 0–10) CHX reduces age-related deficits in spontaneous activity. Young=day 12, old=day 50. *n* = 200/group; two-way ANOVA with Sidak correction. **f** Early-adulthood (day 0–10) CHX reduces age-related cognitive deficits in olfaction aversion training. Young=day 12, old=day 50. *n* = 200/group; Chi-square test. **g** Early-adulthood (day 0–10) CHX prevents age-related deficits in gut-barrier integrity in Smurf assays. *n* = 250/group; two-way ANOVA with Sidak correction. **h** (Left) representative images of eggs laid on vials after CHX treatments during early-adulthood (day 0–10). (Right) Early-adulthood CHX impairs egg production at young ages, delays fertility peak, and improves egg production at old ages. *n* = 100/group; two-way ANOVA with Sidak correction. Data shown as mean ± SD. female data for PT assays and healthspan assays shown here. Male data in Supplementary Fig. 1. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001. Source data are provided as a Source Data file.

Healthspan was also robustly improved after preventing the early-adulthood PT elevation. For both sexes, early-adulthood CHX treatment abolished the normal age-related decline in spontaneous activity (Fig. 1e female, Supplementary Fig. 1c male) and learning and memory (Fig. 1f female, Supplementary Fig. 1d male). Cognitive function was assessed in flies with a well-established olfactory aversion training paradigm, where flies are trained to associate a particular odor with a negative sensation (electric shock)^18^. We confirmed that this result was not an artifact of early-life CHX treatment impacting sensorimotor responses to odors and electric shock at old ages (Supplementary Fig. 1f). We further evaluated gut health, specifically intestinal-barrier function, with the so-called “Smurf” assay^19^. Here, flies were fed non-absorbable blue dye, and loss of gut-barrier integrity was detected by counting the number of flies exhibiting blue dye outside the digestive tract and throughout the body (referred to as “Smurfs”). Early-life CHX treatment completely prevented age-dependent increases in Smurfs and drastically improved the gut-barrier integrity at old ages in both sexes (Fig. 1g female, Supplementary Fig. 1e male). Early-life CHX treatment also prevented reproductive senescence and significantly enhanced egg production at old ages (Fig. 1h); however, early-adulthood egg production was impaired and the fertility peak was delayed. These results imply a potential trade-off between early-adulthood fecundity and later health and longevity. As previously seen in lines selected for survival to reproduce at late ages^20^, early-life reproduction is reduced while late-life reproduction is enhanced. Still, total lifetime egg production was not significantly affected (Supplementary Fig. 1h). Together, our data indicate that early-adulthood PT elevation, although beneficial for maximizing early-life fecundity, exerts long-lasting negative impacts on aging trajectories in later-life.

Ribosomal S6 kinase (S6K) promotes PT by phosphorylating/activating translational machinery^21^. He hypothesized that during the early-adulthood PT elevation, S6K phosphorylation will be increased. We thus overexpressed a dominant-negative/kinase-dead form of S6K (*S6K*^*KQ*^)^22^ during early-adulthood by using the GeneSwitch (RU486-inducible expression) system, which entirely blocked the early rise in PT (Fig. 2a, b). Results were remarkably similar to our CHX experiments. Early-adulthood *S6K*^*KQ*^ overexpression increased lifespan to a similar extent as whole-adulthood *S6K*^*KQ*^ overexpression (Fig. 2c). Further, early-adulthood *S6K*^*KQ*^ overexpression also improved locomotor activity, cognitive function, gut-barrier integrity, and reproductive output at old ages in both sexes (Supplementary Fig. 2a–g, i, j). However, as with our CHX treatments, late-adulthood *S6K*^*KQ*^ overexpression, did not significantly alter lifespan (Fig. 2c, Supplementary Fig. 2k). The inducing agent RU486 did not affect our experimental endpoints. Specifically, RU486 itself did not significantly alter lifespan at any adult stages in *daughterless-GeneSwitch* GAL4 (*daGS*)>*w*^*1118*^ (control) flies (Supplementary Fig. 2l). Also, for *daGS* > *w*^*1118*^, RU486 did not significantly affect egg production across ages (Supplementary Fig. 2h), indicating that RU486 itself did not delay the fertility peak or enhance reproductive fitness at old ages.

**Fig. 2:**
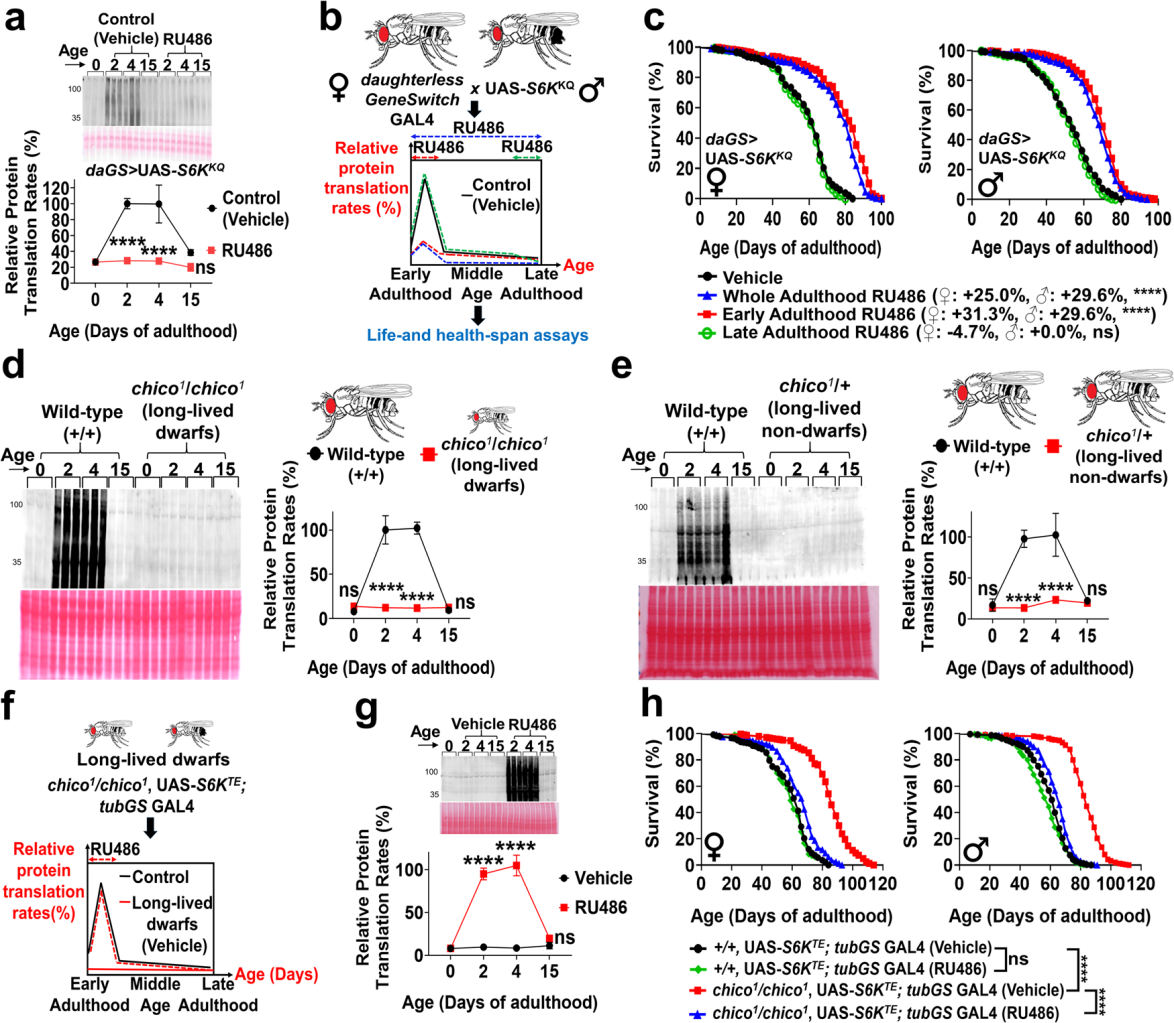
Transiently inducing PT elevation in early-adulthood abolishes longevity benefits of dwarf flies. **a** Early-adulthood PT in *daGS* > UAS-*S6K*^*KQ*^ flies after ± 200 µM RU486 (day 0–10), determined by puromycin incorporation normalized to Ponceau staining. *n* = 3/group; two-way ANOVA with Sidak post-hoc test. **b** Experimental scheme to transiently manipulate PT in different life stages; 200 µM RU486 given to *daughterless*-*GeneSwitch* GAL4 (*daGS*)>UAS-*S6K*^*KQ*^ flies during early-adulthood (day 0–10), late-adulthood (day 40–50), or whole-adulthood. **c** In *daGS* > UAS-*S6K*^*KQ*^ flies, early-adulthood (day 0–10) RU486 prolongs lifespan just like whole-adulthood RU486. Late-adulthood (day 40–50) RU486 does not alter lifespan. Each sex: *n* = 250/group; log-rank test. Puromycin incorporation in (**d**), *chico* homozygotes (female) and (**e**), *chico* heterozygotes (female) vs. wild-types. Absence of early-adulthood PT elevation in *chico* homozygotes and *chico* heterozygotes. *n* = 3/group; two-way ANOVA with Sidak post-hoc test. Male data in Supplementary Fig. 1. **f** Experimental scheme to induce the early-adulthood PT elevation in *chico* homozygotes; ± 200 µM RU486 given to *chico*^*1*^*/chico*^*1*^, UAS-*S6K*^*TE*^; *tubulin-GeneSwitch* (*tubGS*) GAL4 flies during early-adulthood (day 0–4). **g** Puromycin incorporation in *chico*^*1*^*/chico*^*1*^, UAS-*S6K*^*TE*^; *tubGS* GAL4 flies (±RU486, day 0–4). *n* = 3/group; two-way ANOVA with Sidak post-hoc test. **h** Early-adulthood *S6K*^*TE*^ overexpression shortens lifespan and largely abolishes longevity of *chico* homozygotes. *chico* flies without early-adulthood *S6K*^*TE*^ inductions vs. controls. Female: + 34.4%, male: + 37.7% (% change in median lifespan); *chico* flies with early-adulthood *S6K*^*TE*^ inductions vs. controls. Female: + 6.3%, male: + 8.2%. Early-adulthood *S6K*^*TE*^ overexpression does not significantly alter lifespan of +/+ controls. Each sex: *n* = 250/group; log-rank test. Data shown as mean ± SD. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001. Source data are provided as a Source Data file.

To further confirm that our findings are not from off-target effects of CHX, we used diazaborine (DAB) as our third method to prevent the early-adulthood PT elevation (Supplementary Fig. 1i, j). DAB is known to repress PT by blocking rRNA maturation and ribosomal biogenesis^8,23^. Consistent with our prior findings, early-adulthood DAB treatment significantly increased lifespan to a similar extent as whole-life treatment, with no longevity effects under late-life treatment (Supplementary Fig. 1k).

Life-/health-span benefits from blocking early-adulthood PT elevation were not due to dietary restriction. Neither early-life CHX treatment nor early-life *S6K*^*KQ*^ overexpression had significant effects on food intake and triglyceride/glycogen storage across ages (Supplementary Fig. 3d–i). Early-adulthood interventions also had no significant impacts on body size and size of internal organs such as muscle, gut, or fat body **(**Supplementary Fig. 3a–c). Unlike males, females treated with CHX/RU486 early in life did have lower body weight despite not eating less (Supplementary Fig. 3j, k), possibly due to impaired egg production during early-adulthood. However, since blocking the early rise in PT robustly prolonged lifespan in both sexes rather than just females, reduced body weight alone is unlikely a major factor contributing to the extended lifespan.

### Transiently inducing PT elevation in early-adulthood abolishes longevity benefits of insulin signaling mutants

Insulin/IGF signaling is a major growth-regulatory pathway, whose inhibition robustly extends lifespan and delays age-related diseases in multiple animal species^24^. We examined how PT dynamics are altered in insulin/IGF signaling-deficient dwarf flies (*chico* homozygotes). Mutations in *chico*, the *Drosophila* homolog of vertebrate insulin receptor substrate (IRS), have been shown to prolong life-/health-span and protect against neurodegeneration^25–27^. Long-lived *chico* homozygotes of both sexes, unlike wild-type counterparts, did not show the early-adulthood PT elevation (Fig. 2d, Supplementary Fig. 1l). Interestingly, *chico* heterozygotes, which are also long-lived but do not show dwarfism phenotypes seen in *chico* homozygotes^25^, likewise did not show the early-life PT elevation (Fig. 2e, Supplementary Fig. 1m). Therefore, the loss of early-adulthood PT elevation in long-lived *chico* flies is independent of dwarf phenotypes.

To examine whether *chico* homozygotes achieve longevity by preventing the rise in PT during early-adulthood, we experimentally induced the early-life PT elevation by transiently overexpressing a constitutively-active forms of S6K (*S6K*^*TE*^)^28^ during early-adulthood (day 0–4) with RU486 (Fig. 2f). We overexpressed S6K with a phosphomimetic T398E mutation because S6K phosphorylation at T398 was increased during early-adulthood (Fig. 3a) and crucial for the early-life PT elevation. Immediately after RU486 removal, PT was decreased and restored to basal levels (Fig. 2g), suggesting that we were able to transiently manipulate PT to be elevated only during the narrow time window of early-adulthood. *Chico* homozygotes had a robustly improved lifespan; however, S6K^TE^ overexpression for just 4 days significantly shortened their lifespan to that of controls and largely abolished their longevity benefits (Fig. 2h). These results suggest that loss of transient early-life PT elevation is critical for the longevity benefit of *chico* flies.

**Fig. 3:**
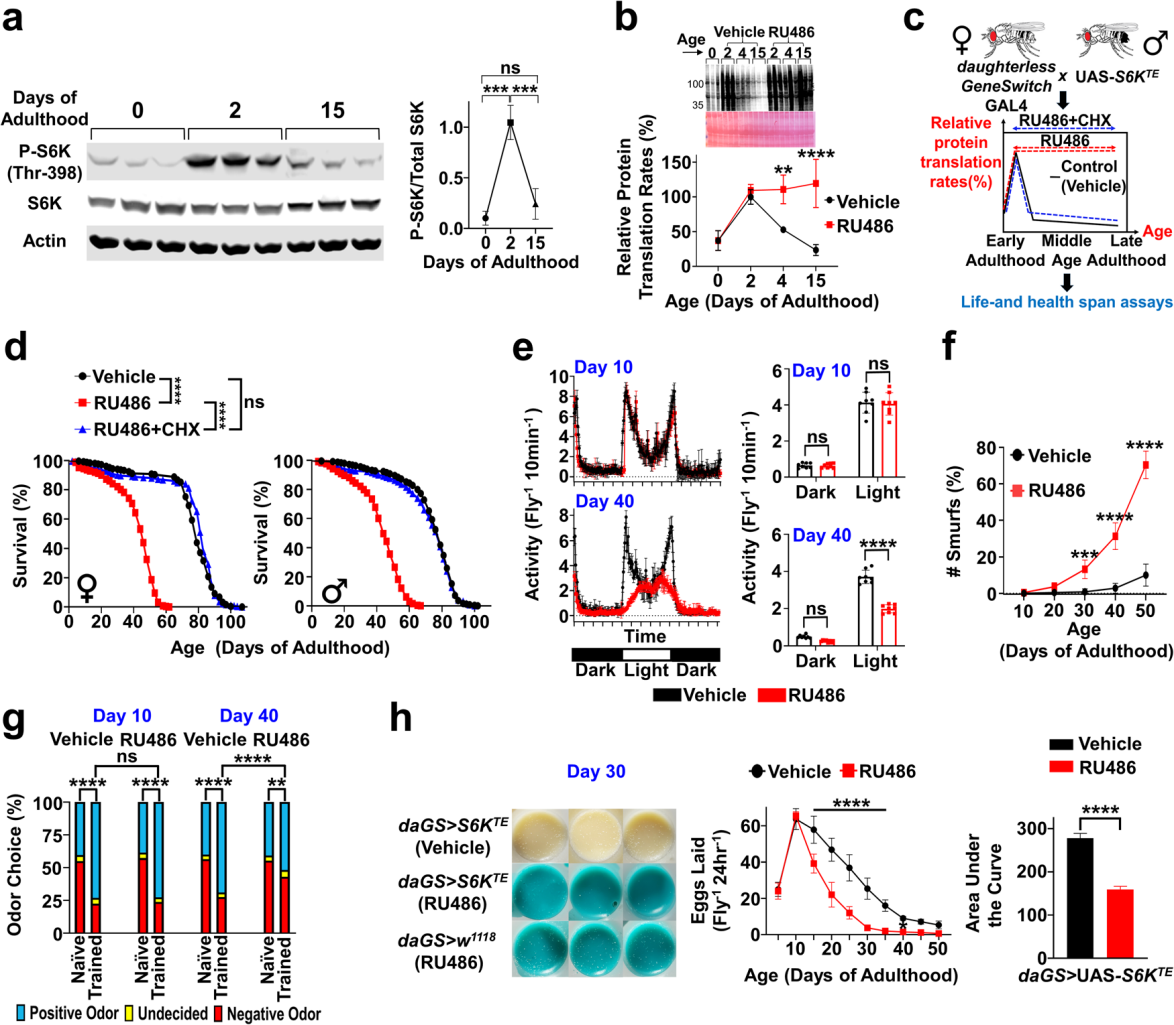
Preventing age-related decline in PT causes accelerated aging and shortens lifespan and healthspan. **a** Immunoblots of phospho-S6K and S6K. Actin was used as a loading control. *n* = 3; one-way ANOVA with Tukey’s post-hoc test. **b** Puromycin incorporation in *daGS* > UAS-*S6K*^*TE*^ flies (±RU486 after day 2). *n* = 3/group; two-way ANOVA with Sidak correction. **c** Experimental scheme to block age-related decline in PT; 200 µM RU486, 200 µM RU486 + 1 µM CHX, or vehicle given to *daughterless-GeneSwitch* GAL4 (*daGS*)>UAS-*S6K*^*TE*^ flies after day 2 (the PT peak). **d** *S6K*^*TE*^ overexpression after day 2 shortens lifespan (: −41.8%, male: −45.6%; % change in median lifespan), but concurrent CHX treatment restores lifespan comparable to that of controls. Each sex: *n* = 250/group; log-rank test. **e** *S6K*^*TE*^ overexpression after day 2 impairs locomotion at day 40. *n* = 200 female/group; two-way ANOVA with Sidak correction. **f** *S6K*^*TE*^ overexpression after day 2 causes premature defects in gut-barrier integrity in Smurf assays. *n* = 250 female/group; two-way ANOVA with Sidak correction. **g** *S6K*^*TE*^ overexpression after day 2 impairs cognition in olfaction aversion training at day 40. *n* = 200 female/group; Chi-square test. **h** (Left) representative images of eggs laid on vials at day 30 by *daGS* > UAS-*S6K*^*TE*^ flies and *daGS* > *w*^*1118*^ (control) flies treated with ± RU486 after day 2. (Middle) *S6K*^*TE*^ overexpression after day 2 causes faster age-related decline in egg production. *n* = 100/group; two-way ANOVA with Sidak correction. (Right) Area under the curve was calculated to determine lifetime egg production. *S6K*^*TE*^ overexpression after day 2 impairs lifetime egg production. Two-tailed Student’s t-test. Data shown as mean ± SD. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001. male healthspan data in Supplementary Fig. 4. Source data are provided as a Source Data file.

### Preventing age-related drop in PT causes accelerated aging

Together, our findings strongly suggest that the early-adulthood elevation in PT can cause age-related functional declines. We hypothesize that the repression of PT starting after day 2 is an adaptive process to reduce proteostatic burden and slow age-related functional decline. We found that T398 phosphorylation of S6K sharply declines after reaching a peak at day 2, maintaining low basal levels at day 15 (Fig. 3a). This implies that age-related decline in PT might be driven by loss of S6K phosphorylation at T398. Thus, to evaluate our hypothesis, we prevented the age-dependent decline in PT by overexpressing phosphomimetic *S6K*^*TE*^ starting at day 2. In control flies, PT was decreased by ~70% within 15 days, but flies overexpressing *S6K*^*TE*^ did not significantly reduce PT after the peak and maintained high levels of PT (Fig. 3b). Preventing the age-related drop in PT shortened lifespan by ~46% in both sexes (Fig. 3c, d). However, re-enabling flies to lower PT with age after early-adulthood and correcting PT dynamics via CHX (Fig. 3c, Supplementary Fig. 4a) completely restored lifespan to the control level (Fig. 3d). Inability to suppress PT after early-adulthood also significantly shortened healthspan in both sexes. Even at middle ages, flies overexpressing *S6K*^*TE*^ after the PT peak exhibited deteriorations in spontaneous activity (Fig. 3e, Supplementary Fig. 4b), intestinal integrity (Fig. 3f, Supplementary Fig. 4f), learning and memory (Fig. 3g, Supplementary Fig. 4c–e), and signs of accelerated reproductive aging with total egg productions decreased by ~50% (Fig. 3h). In contrast, control flies barely showed functional impairments at this time point. Together, our data suggest that age-related decline in PT may not simply be a passive byproduct of aging but potentially an adaptive response to maximize reproductive output, slow functional decline, and promote healthy aging.

### Early-adulthood elevation in PT triggers protein aggregations at old ages

Proteostasis deteriorates with age, causing accumulations of misfolded proteins and insoluble protein aggregates, which are heavily implicated in aging and age-related diseases^29^. We hypothesize that the early-adulthood PT surge and subsequent protein overload may overwhelm the cellular folding capacity, facilitating protein misfolding and impairing proteostasis. To examine whether the early-adulthood PT elevation triggers age-dependent proteostatic dysfunction, we treated flies with CHX during early-adulthood and assessed the buildup of insoluble protein aggregates across ages. Remarkably, transiently blocking the early-adulthood elevation in PT completely prevented age-related accumulation of insoluble ubiquitinated proteins (IUP) (Fig. 4a). Conversely, long-lived *chico* homozygotes, which maintain a constant level of PT during their whole life, showed no signs of age-dependent IUP accumulation. However, transiently inducing the early-life PT elevation caused *chico* homozygotes to exhibit the age-related buildup of IUP just like wild-types (Fig. 4b). This is consistent with our prior finding that inducing the early-adulthood PT rise shortened the lifespan of *chico* homozygotes to that of controls. Together, our data suggest that the transient early-adulthood surge in PT triggers IUP accumulation at old ages.

**Fig. 4:**
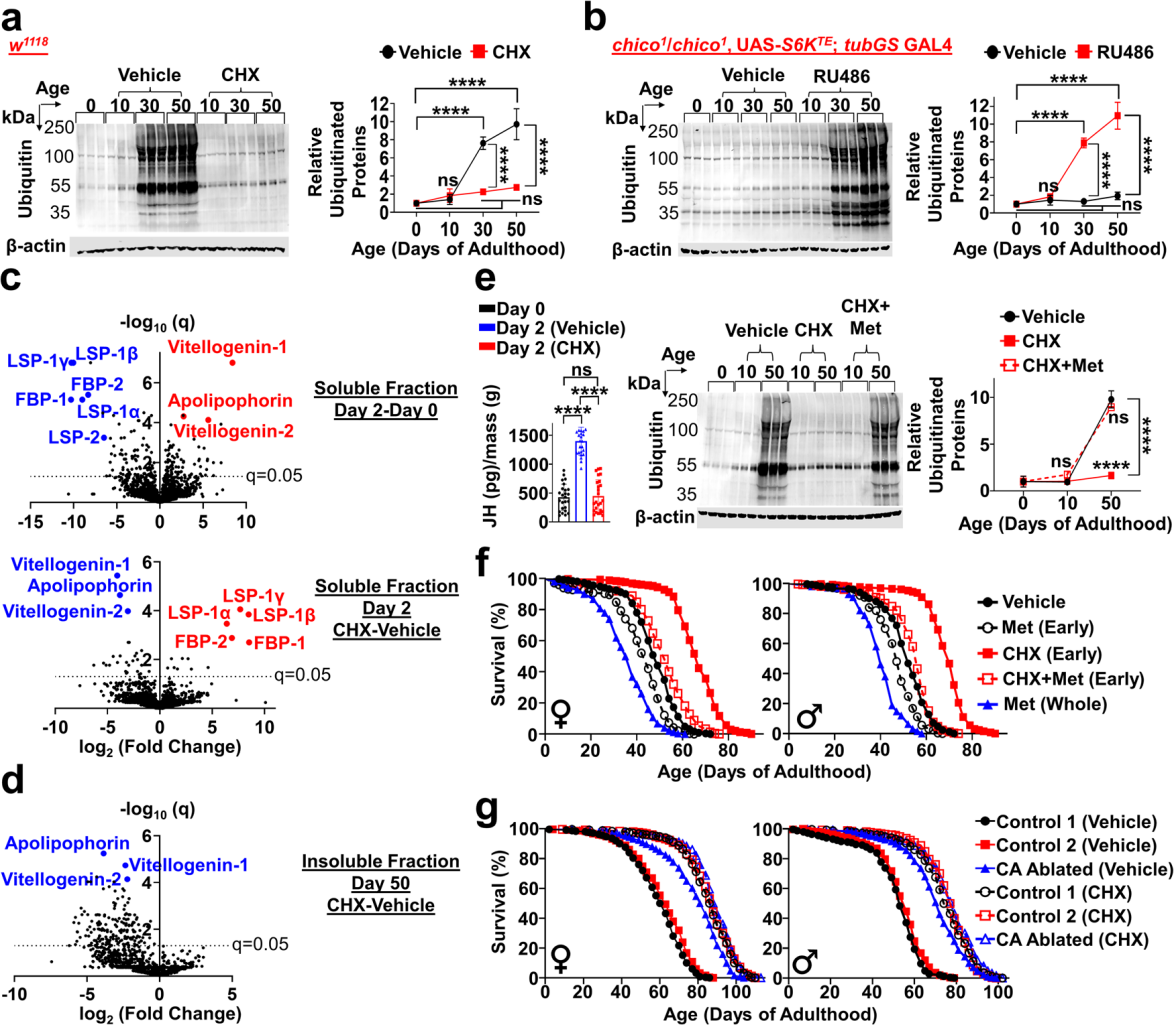
Transient elevation in PT during early-adulthood triggers age-related proteostatic dysfunction and drives aging via juvenile hormone. Early-adulthood=day 0–10. **a** Early-adulthood 1 µM CHX prevents age-related buildup of insoluble ubiquitinated proteins (IUP). *n* = 3/group; two-way ANOVA with Sidak correction. **b** No age-related buildup of IUP in long-lived *chico* homozygotes. *S6K*^*TE*^ overexpression (day 0–4) causes age-related buildup of IUP in *chico* homozygotes. *n* = 3/group; two-way ANOVA with Sidak correction. **c** Volcano plots of proteomic analyses comparing Triton X-100 soluble fractions from day 2 vs. day 0 flies (top) and day 2 flies (±CHX, bottom). *n* = 8/group; two-tailed Student’s t-test, FDR < 0.05. **d** Volcano plot of proteomic analysis comparing Triton X-100 insoluble fractions from day 50 flies (±CHX (day 0–10)). *n* = 8/group; two-tailed Student’s t-test, FDR < 0.05. **e** (Left) Juvenile hormone levels measured via GC-MS normalized to wet mass in day 0 flies and day 2 flies treated with vehicle or CHX. *n* = 25/group. (Right) Early-adulthood CHX prevents buildup of IUP at day 50; however, early-adulthood CHX+Met (methoprene, 25 µg/mL) causes buildup of IUP at day 50 just like controls. *n* = 3/group; two-way ANOVA with Sidak correction. **f** Early-adulthood Met (25 µg/mL) largely abolishes CHX-mediated longevity (female: + 6.1% vs. + 36.7%, male: + 7.7% vs. + 34.6%; % change in median lifespan, *p* < 0.0001). Early-adulthood Met alone shortens lifespan (*p* < 0.0001), but the effect is smaller than what we observe under simultaneous CHX treatment (proportional hazard analysis in Supplementary Fig. 6). Whole adulthood Met shortens lifespan (*p* < 0.0001). Each sex: *n* = 250/group; log-rank test. **g**, Lifespan extension by early-adulthood CHX is diminished under CA (corpora allata) ablation (female: + 7.9% vs. + 41.5%, male: + 9.7% vs. + 42.5%). Control 1=*Aug21*-GAL4 > *w*^*1118*^; Control 2 = *w*^*1118*^ > UAS-*NiPp1*; CA ablated=*Aug21*-GAL4 > UAS-*NiPp1*. Each sex: *n* = 250/group; log-rank test. Proportional hazard analysis in Supplementary Fig. 6. Data shown as mean ± SD. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001. Source data are provided as a Source Data file.

### Early-adulthood elevation in PT drives proteostatic dysfunction/aging via juvenile hormone

Notably, as shown in prior *C. elegans* studies, most proteins that comprise insoluble protein aggregates formed during aging are proteins known to function predominantly in *early*-adulthood^30^. In *Drosophila*, we thus hypothesize that aggregation-prone proteins greatly synthesized in early-adulthood under high PT may trigger age-dependent proteostatic dysfunction. To test this hypothesis and identify candidate aggregation-prone proteins, we used liquid chromatography/electrospray ionization-tandem mass spectrometry (LC/ESI-MS/MS). We examined how blocking the early-life elevation in PT impacts the proteome synthesized in early-adulthood and accordingly, components of insoluble protein aggregates at old ages.

During the early-life elevation in PT, large lipid transfer protein (LLTP) families such as vitellogenin (Vg)-1, 2 and apolipophorin (apoLp) were greatly synthesized along with proteins important for lipid/carbohydrate metabolism, ATP generation, and reproduction/gametogenesis (Fig. 4c, Supplementary Data 1). LLTP families – lipid transfer proteins conserved across animal species including humans – play pivotal roles in reproduction and energy metabolism^31^. Meanwhile, proteins characteristic of larval fat bodies, such as larval serum proteins (LSP1-α, β, γ and LSP-2) and fat body proteins (FBP-1,2), were significantly downregulated (Fig. 4c, Supplementary Data 1). These results suggest that lipoprotein remodeling occurs during early-adulthood to facilitate *larval* fat body histolysis while developing the *adult* fat body where LLTPs are synthesized^32,33^. Early-adulthood CHX treatment completely reversed this lipoprotein remodeling, as manifested by reduced levels of LLTPs, sustained high LSP/FBP levels, and significantly affected lipid catabolism on Gene Ontology analysis (Fig. 4c, Supplementary Data 1, Supplementary Figs. 5, 6a, b). Early-adulthood CHX treatment caused widespread reductions in insoluble proteins at old ages, with LLTPs being the most significantly downregulated proteins (Fig. 4d, Supplementary Data 1). These results show that LLTPs, prone to be aggregated at old ages, are increasingly synthesized when PT is elevated in early-adulthood, while early-adulthood CHX treatment blocks this.

Unlike in insoluble fractions, early-life CHX treatment did not cause dramatic proteome changes in the soluble fractions at old ages, except for upregulation of proteins that promote function of muscles, heart, and detoxification (Supplementary Fig. 7a). However, overexpression of these proteins did not significantly alter lifespan (Supplementary Fig. 7b–d), suggesting that these proteins are upregulated as a byproduct rather than a driver of healthy aging.

We note that juvenile hormone (JH), mainly synthesized in the corpora allata (CA), not only promotes larval fat body histolysis but also upregulates all LLTP families during early-adulthood^33^. With targeted MS/MS, we found that JH levels significantly increase from day 0 to day 2 when PT rises markedly (Fig. 4e). This rise in JH during elevated early-adulthood PT was prevented by early-adulthood CHX treatment. For long-lived *chico* homozygotes with no apparent early-life PT elevation (Fig. 2), JH stays at low basal levels in early-adulthood^34^. We thus investigated if the early-life elevation in PT drives proteostatic dysfunction and age-related functional decline via JH. Surprisingly, after methoprene (Met; JH analog) treatments during early-adulthood, blocking the early-life PT elevation no longer produced any benefits in proteostasis at old ages (Fig. 4e). Early-adulthood Met also largely abolished longevity benefits conferred by blocking the early-life PT elevation (Fig. 4f; female: + 6.1% vs. + 36.7%, male: + 7.7% vs. + 34.6%). Early-adulthood Met alone shortened lifespan as well, but two-factor proportional hazard analysis showed the effect to be significantly smaller than what we observed under simultaneous CHX treatments (Supplementary Fig. 6c). Similarly, under conditions of JH-deficiency (CA ablation)^33^, lifespan extension by early-adulthood CHX treatment was significantly diminished (Fig. 4g. Supplementary Fig. 6d; female: + 7.9% vs. + 41.5%, male: + 9.7% vs. + 42.5%). Together, these data suggest that the early-life elevation in PT triggers age-dependent proteostatic dysfunction and drives aging primarily via JH.

Enhanced protein turnover by proteasomal degradation can improve proteostasis and lifespan^35^. Blocking the early-life elevation in PT slowed down age-related decline in proteasome activity by 58% (Supplementary Fig. 7e). This may be due to selective translational upregulation of proteasome subunits^36^ or enhanced proteasome assemblies by preventing proteasome subunits/ATP-generating machinery from being trapped into insoluble fractions (Supplementary Fig. 6e). However, based on the profound impact of early-life JH on proteostasis, we decided to focus on JH signaling.

### LLTPs: downstream JH targets regulating proteostasis/lifespan

We next examined if LLTPs largely synthesized during the early-adulthood elevation in PT are drivers of age-related declines and proteostatic dysfunction at old ages. After *apoLp* overexpression during early-adulthood, CHX treatment no longer produced any benefits in proteostasis at old ages (Fig. 5a, Supplementary Fig. 7f). Likewise, longevity benefits conferred by early-life CHX treatment were largely abolished after *apoLp* overexpression during early-adulthood (Fig. 5b; female: + 10.9% vs. + 45.5%, male: + 8.2% vs. + 44.3%). Early-adulthood *apoLp* overexpression alone shortened lifespan as well, but proportional hazard analysis showed the effect to be significantly smaller than what we observed under simultaneous CHX treatments (Supplementary Fig. 7g). Similarly, early-adulthood *Vg* overexpression substantially abolished improvements in proteostasis/lifespan caused by blocking the early rise in PT (Fig. 5c, d, Supplementary Fig. 7f, g). Further, knocking down *Vg* and *apoLp* during early-adulthood significantly prolonged lifespan in control flies but not in flies treated with CHX treatment in early life (Supplementary Fig. 7h–j). These data suggest that early-adulthood elevation in PT triggers age-dependent proteostatic dysfunction and drives aging primarily via aggregation-prone LLTPs.

**Fig. 5:**
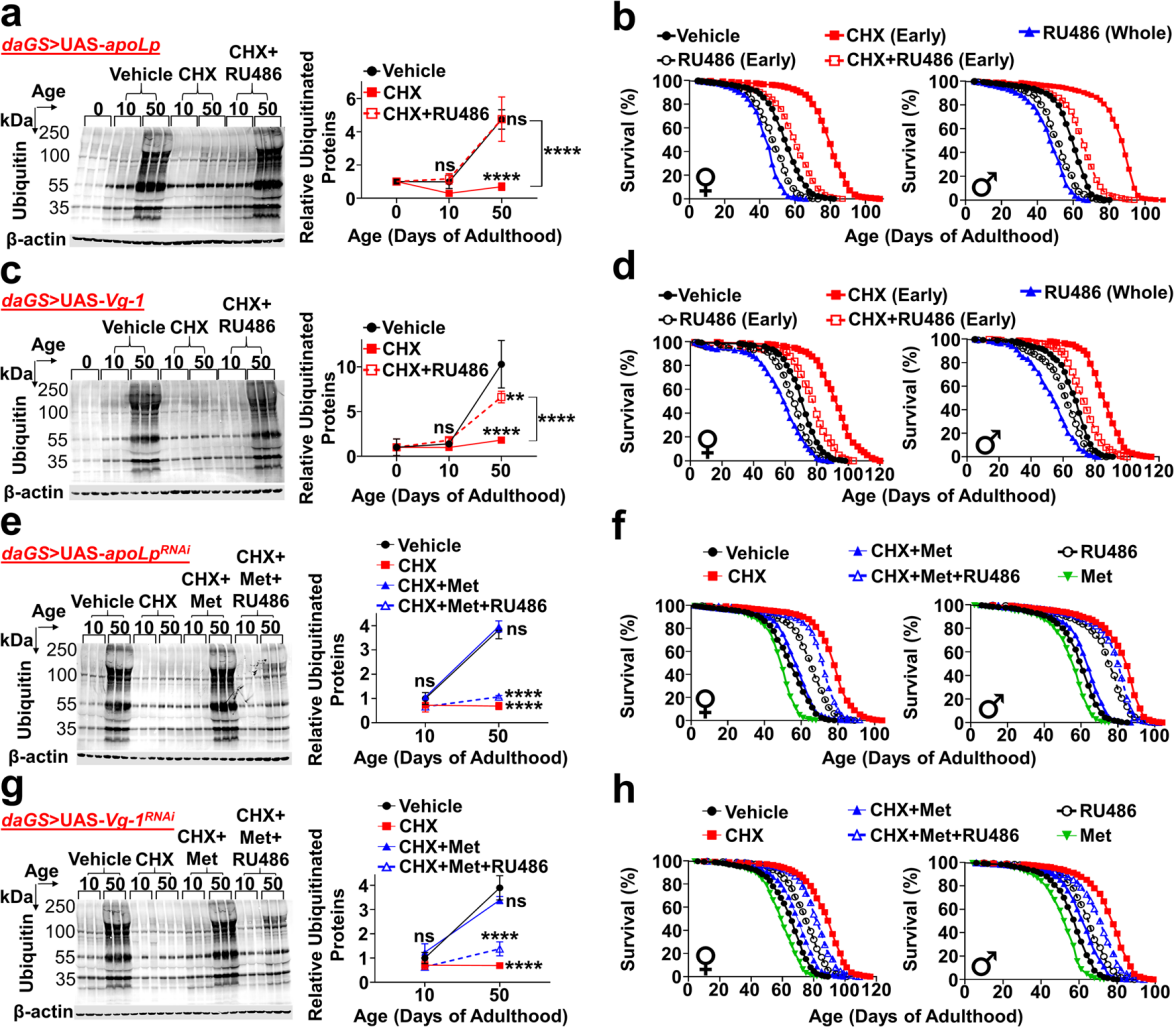
Early-adulthood LLTPs are downstream targets of juvenile hormone in triggering proteostatic dysfunction and driving aging. All treatments limited to early-adulthood (day 0–10) unless otherwise stated. **a** Early-adulthood *apoLp* overexpression abolishes CHX-mediated proteostatic improvements at day 50. **b** Early-adulthood *apoLp* overexpression largely abolishes CHX-mediated longevity (female: + 10.9% vs. + 45.5%, male: + 8.2% vs. + 44.3%, *p* < 0.0001). Early-adulthood *apoLp* overexpression alone shortens lifespan (*p* < 0.0001), but the effect is smaller than what we observe under simultaneous CHX (proportional hazard analysis in Supplementary Fig. 7). **c** Early-adulthood *Vg-1* overexpression largely abolishes CHX-mediated proteostatic improvements at day 50. **d** Early-adulthood *Vg-1* overexpression largely abolishes CHX-mediated longevity (female: + 9.6% vs. + 28.8%, male: + 7.4% vs. + 27.9%, *p* < 0.0001). Early-adulthood *Vg-1* overexpression alone shortens lifespan (*p* < 0.0001), but the effect is smaller than what we observe under simultaneous CHX (proportional hazard analysis in Supplementary Fig. 7). **e** Early-adulthood Met (methoprene, 25 µg/mL) abolishes CHX-mediated proteostatic improvements at day 50; however, simultaneous *apoLp* knockdown during early-adulthood restores CHX-mediated proteostatic improvements at day 50. **f** Early-adulthood Met largely abolishes CHX-mediated longevity (*p* < 0.0001); however, simultaneous *apoLp* knockdown during early-adulthood largely restores the longevity (*p* < 0.0001). **g** Early-adulthood Met abolishes CHX-mediated proteostatic improvements at day 50; however, simultaneous *Vg-1* knockdown during early-adulthood restores CHX-mediated proteostatic improvements at day 50. **h** Early-adulthood Met largely abolishes CHX-mediated longevity (*p* < 0.0001); however, simultaneous *Vg-1* knockdown during early-adulthood largely restores the longevity (*p* < 0.0001). Immunoblots: *n* = 3/group; two-way ANOVA with Sidak correction. Lifes*p*an experiments: *n* = 250/group (each sex); log-rank test. Data shown as mean ± SD. **p < 0.01, ****p < 0.0001. Source data are provided as a Source Data file.

To investigate if LLTPs are downstream targets of JH in mediating age-dependent proteostatic dysfunction/aging, we knocked down LLTPs while treating flies with CHX and Met during early-adulthood (Supplementary Fig. 7f). As previously shown, after early-adulthood Met treatments, CHX no longer produced any benefits in proteostasis at old ages; however, simultaneous *apoLp* knockdown during early-adulthood re-enabled flies to have improved proteostasis at old ages and prevented age-related accumulations of IUP (Fig. 5e). Similarly, although early-adulthood Met largely abolished longevity benefits conferred by blocking the early-life PT elevation, simultaneous *apoLp* knockdown during early-adulthood almost entirely restored lifespan extension effects (Fig. 5f). We observed similar results after *Vg* knockdown during early-adulthood (Fig. 5g, h). These results suggest that during the early-adulthood PT rise, JH impairs proteostasis at old ages and negatively impacts future lifespan mainly via LLTPs.

### Fat body remodeling alone is not sufficient for longevity benefits

Fat body maturation during early-adulthood requires JH and is responsible for LLTP production^32,33^. We thus hypothesized that eliminating the early-life PT surge may provide longevity benefits by mainly inhibiting fat body remodeling. To test this hypothesis, we repressed PT only in the fat body by overexpressing *S6K*^*KQ*^ under the fat body-specific driver (*S106*-GS)^37^. This produced a ~ 90% reduction in PT in the fat body without impacting other tissues (Supplementary Fig. 8a). However, early-adulthood CHX treatment still produced a significant lifespan extension in both sexes (Supplementary Fig. 8b). We further tested this by ablating the fat body by overexpressing *reaper* (apoptosis inducer) under the fat body driver. Even after the fat body was ablated, CHX during early-adulthood still robustly improved lifespan to a similar extent (Supplementary Fig. 8c, d). We repeated these experiments with another fat body-specific driver (*S32*-GS)^37^ and obtained similar results (Supplementary Fig. 8e, f). Early-adulthood CHX also did not significantly affect Oil Red O staining and triglyceride levels of fat body (Supplementary Fig. 8g). Likewise, inducing the early-adulthood PT elevation in *chico* homozygotes failed to stimulate fat body storage although it was sufficient to abolish their longevity benefits (Supplementary Fig. 8h). These results suggest that longevity benefits from blocking the early-adulthood PT elevation cannot be fully explained by fat body remodeling alone; tissues other than fat body are affected during early-life PT elevation to impact later-life aging trajectories. Of note, fat body is not the only major source for LLTPs; LLTPs are also predominantly synthesized in germline stem cells (GSCs), neurons, glia, cardiac muscles, nephrocytes, etc.^38^.

We also demonstrated that early-adulthood CHX improves lifespan not by simply impairing reproductive functions of fat body proteins. Specifically, although overexpression of LLTPs during early-adulthood largely abolished CHX-mediated longevity, it did not restore impaired early-adulthood egg production (Supplementary Fig. 8i, j). This suggests that aggregation-prone properties of fat body proteins rather than their reproductive functions may be key to lifespan regulation.

### Early-adulthood elevation in PT silences stress responses via germline signaling

Since fat body remodeling alone was not sufficient to fully explain longevity benefits conferred by repressing the early-life PT elevation, we investigated alternative mechanisms. GSC proliferation peaks in early-adulthood to increase early-life reproductive fitness^39^. We hypothesized that the early-adulthood elevation in PT would impact GSCs because it had profound effects on early-life egg production. Interestingly, in *C. elegans*, proliferative GSCs cause cellular stress responses (CSR) to sharply drop at the onset of reproductive maturity during early-adulthood by epigenetically silencing Hsp70 and Hsp16^40^. Indeed, inhibiting GSC proliferation or ablating GSCs prevents the precipitous decline in CSR during early-adulthood, enhances proteostasis at old ages, and improves lifespan^40–43^. We thus examined whether the early-adulthood elevation in PT triggers GSC-dependent silencing of CSR.

Consistent with prior *C. elegans* studies^40^, heat/oxidative stress resistance sharply declined within 4 days of early-adulthood in *Drosophila*, which was entirely prevented by GSC ablation^42^ (Supplementary Fig. 9a, b). Remarkably, as with GSC ablation, eliminating the early-life elevation in PT with CHX completely prevented the sharp drop in stress resistance during early-adulthood (Fig. 6a, b). To examine if the early-life elevation in PT transcriptionally remodels stress resistance, we performed RNAseq analyses on flies +/− oxidative stress (paraquat [PQ]) +/− early-adulthood CHX treatment. We observed that the transcriptional profile in response to PQ dramatically changed from day 0 to day 10; however, after early-adulthood CHX treatment, the transcriptional profile of day 10 flies became similar to that of day 0 flies (Fig. 6c). Day 0 flies, in response to PQ, upregulated CSR genes important for oxidative/heat stress resistance, detoxification, and xenobiotic metabolism while downregulating genes important for reproduction, iron metabolism, and extracellular matrix formation (Fig. 6c, Supplementary Fig. 10a, b). However, day 10 flies, in response to PQ, upregulated genes important for reproduction and extracellular matrix formation while downregulating CSR genes (Fig. 6c, Supplementary Fig. 11a, b). After blocking the early-life elevation in PT with CHX, day 10 flies, similar to day 0 flies, upregulated CSR genes while downregulating genes important for reproduction, iron metabolism, and extracellular matrix formation (Fig. 6c, Supplementary Fig. 12a, b). Early-adulthood CHX treatment also upregulated genes important for protein folding and microtubule remodeling while downregulating genes important for apoptosis, antibacterial responses, phospholipid metabolism, etc.

**Fig. 6:**
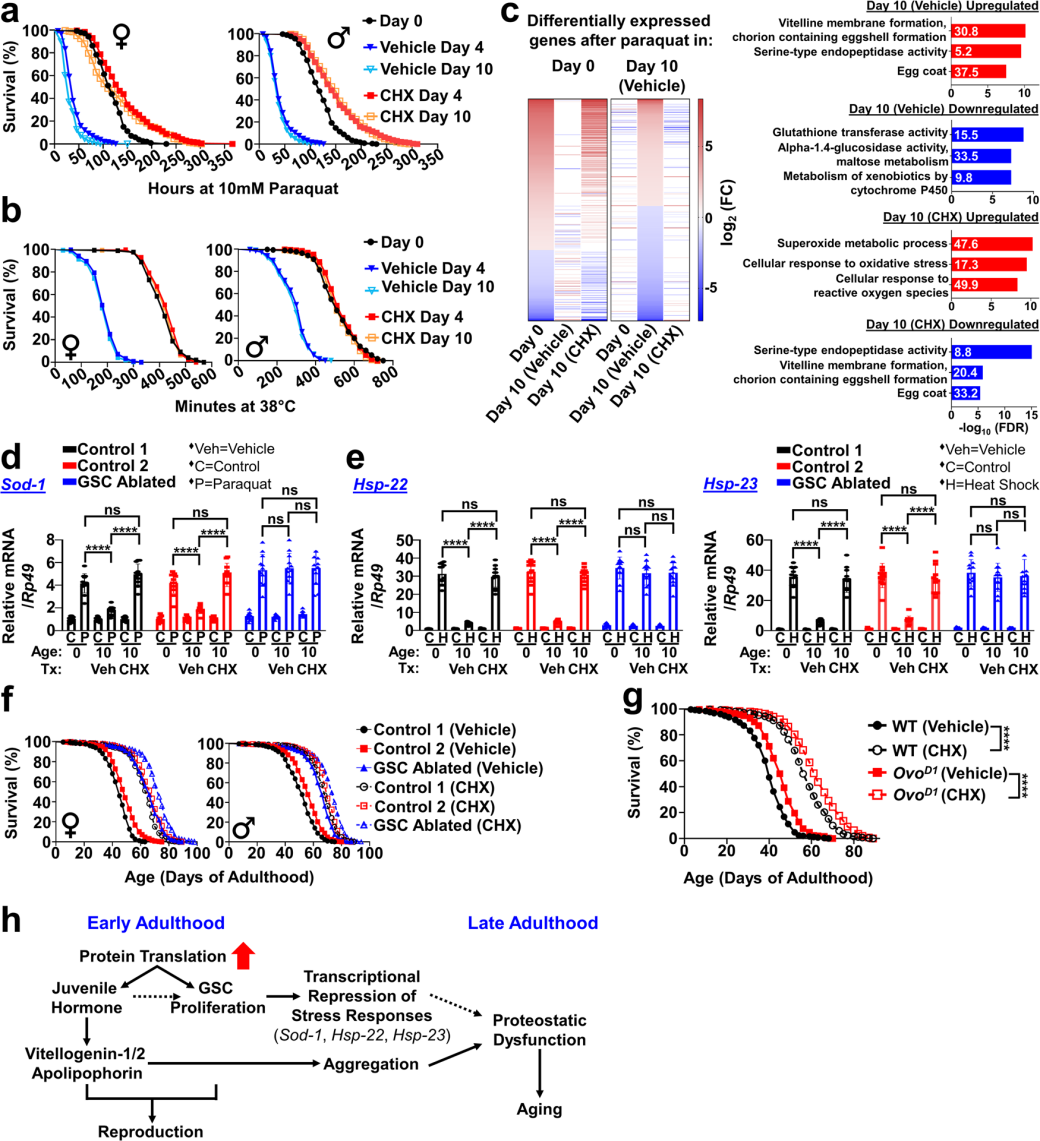
Early-adulthood elevation in PT transcriptionally silences stress resistance genes and drives aging via germline stem cell signaling. Early-adulthood CHX (1 µM) treatment prevents the sharp drop in (**a**), oxidative stress resistance (*p* < 0.0001) and **b**, heat stress resistance (*p* < 0.0001) during early-adulthood. Oxidative stress: 10 mM paraquat; heat stress: 38 °C. Each sex: *n* = 250/group; log-rank test. (**c**), (Left) Heatmap of differential gene expressions by RNAseq after 10 mM paraquat in day 0 flies and day 10 flies treated with vehicle or CHX. *n* = 8/group. FC=fold change. (Right) Top 3 GO biological processes enriched in genes that are up-/down-regulated after paraquat in day 10 flies treated with vehicle or CHX. White numbers in bar graphs denote fold enrichment. Early-adulthood CHX enhances (**d**), *Sod-1* inductions in response to 10 mM paraquat and (**e**), *Hsp-22*/*Hsp-23* inductions in response to 38 °C in germline stem cell (GSC)-intact flies but not in GSC-ablated flies. Control 1 = *w*^*1118*^ > UAS-*bam*; Control 2 = *NGT*-GAL4 > *w*^*1118*^; GSC ablated=*NGT*-GAL4 > UAS-*bam*. *n* = 12/group; two-way ANOVA with Sidak post-hoc test. **f** Lifespan extension by early-adulthood (day 0–10) CHX is diminished with GSC ablation (female: +10.6% vs. + 46.7%, male: + 12.1% vs. + 30.8%). Each sex: *n* = 250/group; log-rank test. **g** Early-adulthood CHX improves lifespan in both fertile controls and sterile *Ovo*^*D1*^ mutants. WT Wild-types. *n* = 250/group; log-rank test. **h** Proposed model describing mechanisms by which elevated early-adulthood PT triggers proteostatic dysfunction and drives aging. Data shown as mean ± SD. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001. Source data are provided as a Source Data file.

Consistent with our RNAseq data, under oxidative/heat stresses, induction of *sod-1*, *hsp-22*, and *hsp-23* genes became significantly attenuated during early-adulthood; however, both GSC ablation and blocking the early rise in PT entirely restored induction of these CSR genes (Fig. 6d, e, Supplementary Fig. 9c, d). Early-life CHX treatment appears to improve stress resistance by inhibiting GSC-dependent silencing of CSR genes. In support of this, blocking the early-life elevation in PT enhanced stress resistance and induction of CSR genes in GSC-intact flies but not in GSC-ablated flies (Supplementary Fig. 9a, b, Fig. 6d, e). Further, blocking the early-life elevation in PT significantly reduced GSC proliferation during early-adulthood (Supplementary Fig. 9e).

We then investigated whether the early rise in PT regulates aging via GSC signaling. In GSC-intact flies, blocking the early-life elevation in PT robustly improved lifespan (Fig. 6f; female: + 41.5%, male: + 42.5%). In GSC-ablated flies, early-life CHX treatment still provided a longevity benefit, but the size of this benefit is substantially less than that conferred in GSC-intact flies (Fig. 6f; female: + 7.9%, male: + 9.7%). Blocking the early rise in PT did not improve lifespan simply by inducing sterility and abolishing survival costs of producing gametes. We showed that early-adulthood CHX treatment prolonged lifespan in GSC-intact dominant female-sterile mutant lines (*Ovo*^*D1*^)^44^ to a similar, blocking the early-life elevation in PT significantly prolonged lifespan just like in fertile backgrounds (Fig. 6g). Our data suggest that the early-adulthood elevation in PT triggers transcriptional silencing of CSR genes and drives aging-related declines primarily via GSC signaling.

Taken together, our work proposes that the transient early-adulthood elevation in PT remodels later-life proteostasis network and alters future aging trajectories via two signaling pathways (Fig. 6h). We demonstrate that the early-adulthood elevation in PT enhances JH signaling, which upregulates LLTPs including vitellogenins and apolipophorins. These aggregation-prone LLTPs assist with reproduction but trigger proteostatic dysfunction at old ages. In parallel, the early-life elevation in PT enhances GSC proliferation, which transcriptionally silences CSR genes that can potentially be essential for proteostasis maintenance. We propose that these two pathways in tandem can drive age-related functional declines.

## Discussion

We demonstrate that the transient elevation in PT during early-adulthood exerts long-lasting *negative* impacts on aging trajectories by triggering proteostatic dysfunction at old ages. Our results suggest that the rapid suppression of PT after early-adulthood may be critical to alleviating late-life proteostatic burden, slowing down age-related functional decline, and improving life-/health-span. Our studies imply that the rise and fall in PT over time may impact aging in the opposite direction from what was previously assumed.

We propose the early-life elevation in PT to represent an antagonistic pleiotropic effect, producing beneficial effects in young adults but ultimately causing harmful effects at old ages and driving senescence. High PT in early life can promote reproduction by stimulating GSC proliferation and increasing levels of LLTPs via JH. GSC proliferation is essential for continuously producing gametes, and LLTPs are important for maturing sperms/eggs^45–47^. In late-adulthood, however, aggregation-prone LLTPs can trigger proteostatic dysfunction. Additionally, proliferating GSCs can increase susceptibility to proteostatic stress by silencing CSR genes, which may contribute to aging. Although we identified LLTPs and JH to be key molecules synthesized during the early-life PT elevation that can accelerate age-related declines, these factors alone were not responsible for all the longevity effects.

We demonstrated that LLTPs synthesized in early-adulthood trigger age-dependent proteostatic dysfunction; however, the exact underlying molecular mechanism still needs to be elucidated. LLTPs with highly-enriched β-sheet structures may act as seeds to initiate misfolding/aggregation of other native proteins or trap already-misfolded proteins^48^. Alternatively, LLTPs may allocate lipids (energy sources) into the germline at the cost of downregulating maintenance/repair in somatic tissues. Indeed, LLTPs are essential for shuttling lipids from somatic tissues, mainly intestines, to the germline and supporting reproduction^49^. Interestingly, after GSC ablation, intestinal lipid stores are no longer depleted with age, and mono-unsaturated fatty acids are generated from breakdown of excess fat, which act as bioactive lipid signals to improve proteostasis/lifespan^50–52^. Future lipidomic studies will help determine whether LLTPs synthesized in early-adulthood alter lipid partitioning/compositions to remodel proteostasis in somatic tissues.

Early-adulthood elevation in PT may be a driver of age-related decline in animal species other than *Drosophila*. For example, long-lived insulin/IGF-1 receptor *daf-2* mutant worms, similar to *chico* homozygote flies, maintain low PT during early-adulthood, unlike wild-types^2^. In addition, transient treatment of long-lived Ames dwarf mice with growth hormone (GH) in early postnatal life largely abolished their longevity^53,54^. Since GH is a major endocrine factor that stimulates PT and sharply rises during early-adulthood in mammals (including humans)^55^, GH may regulate mammal longevity by modulating the early-adulthood elevation in PT. LLTPs synthesized during early-adulthood may also regulate age-related decline in higher-order animals. Centenarians showed low levels of LLTPs, which have been associated with reduced risk of age-related metabolic/cardiovascular diseases and once proposed as a longevity syndrome^56–58^. Further studies are needed to determine whether longevity regulation by the early-life PT elevation is conserved in other animal species.

Our work suggests that age-related decline in PT is unlikely a passive byproduct of aging but an *adaptive* response maximizing lifetime reproductive output and slowing age-related functional declines. PT begins to drop as early as day 2 post-eclosion, reaching low basal levels by day 15. Flies are still actively reproducing at these ages with peak egg production at ~day 10. When we blocked the age-related drop in PT, flies showed reduced lifespan and deteriorations in locomotion, cognitive functions, and gut-barrier integrity at earlier ages. They also experienced accelerated reproductive aging with reductions in total egg productions by ~50%. Since age-related drop in PT occurs before the fertility peak and can have positive impacts on reproductive outcome, we hypothesize that animals are under active selection to repress protein translation to delay functional declines and extend their reproductive period.

Our findings support a view that long-term health and aging trajectories can be modulated by transient biological changes occurring early in life. This study provides a theoretical framework for understanding how the rise and fall in PT determines aging trajectories. Our work also provides a foundation for future research, including whether high early-adulthood PT is a potential early biological event/marker driving age-related diseases.

## Methods

### *Drosophila* stocks, husbandry, and lifespan assays

*chico*^1^*/chico*^1^ was provided by Dr. Marc Tatar; *w*^*1118*^ and *Daughterless-GeneSwitch-*GAL4 (*daGS*) were provided by Dr. Scott Pletcher; *Tubulin-GeneSwitch-*GAL4 (*tubGS*) was provided by Dr. David Walker; UAS-*apoLp* was provided by Dr. Joaquim Culi; UAS-*bam* was provided by Dr. Erika Bach; UAS-*Stretchin-Mlck* was provided by Dr. Mark VanBerkum. The rest of fly lines were obtained from the Bloomington Drosophila Stock Center and FlyORF. *ovo*^*D1*^ and UAS/GAL4 lines were backcrossed to *w*^*1118*^ for 8–10 times. Transgene expression was confirmed by qRT-PCR. All fly lines were maintained in a humidified 25 °C incubator with 12 h light/dark cycles. Flies were developed on agar-cornmeal-dextrose-yeast growth (CT) media^59^ and transferred to 10% sugar/yeast (SY10) media after eclosions^60^. Flies were allowed to mate for 48 h, separated/sorted into females and males, and maintained as separate sexes in SY10 vials (25 flies/vial) from then onward. For lifespan assays, 10 vials/group for each sex were used. Every 2–3 days, flies were transferred to fresh SY10 media without gassing and survival was scored. dLife software^61^ was used to record survival and analyze median/maximum lifespan via logrank analysis. Vials were randomized in terms of tray position and semi-blinded to reduce impacts of environment/investigator bias.

### Stress resistance assays

Before stress challenges, flies were pre-treated with 1 µM cyclohexamide (CHX; ChemService)/water (vehicle) dissolved in SY10 for 4 or 10 days. For oxidative stress resistance assays^62^, flies were transferred onto vials containing half a Kimwipe soaked in 1 mL of 5% sucrose and 10 mM paraquat (Sigma). Flies were transferred to fresh vials every 8 h containing paraquat/sucrose medium, dead flies were scored after each transfer. For heat stress resistance assays^63^, flies were exposed to heat (38 °C) by sinking vials in a water bath. Mortality was recorded at 30 min intervals. For both stress resistance assays, 10 vials (25 flies each)/group were used for each sex. For qRT-PCR of stress resistance genes and RNAseq, flies were treated with paraquat for 12 h or exposed to 38 °C for 1 h (*n* = 12/group for each sex).

### Olfactory aversion training and sensorimotor response assays

As previously^18^, flies were exposed (via an air pump) in alternation to 2 neutral odors (3-octanol [OCT] and 4-methylcyclohexanol [MCT], 1/10 dilution in mineral oil). Training involved 3 training rounds with alternation odors, 5 min per round and exposure to a 100 V 60 Hz shock with one of the odors. All treatments performed under low red-light. The odor associated with the electric shock was alternated between vials. After training, flies were given 1 hr to recover and then placed in a T-maze (Celexplorer labs). Opposing odors were pumped from opposite sides of the maze. Flies were allowed 2 min to explore the maze, after which the maze sections were sealed and the number of flies in each chamber was scored. Before the training, natural odor preference was determined by exposing flies to 2 odors for 2 min. Flies were then trapped in their respective T-maze arms, anesthetized, and counted. Results were evaluated by Chi-square analysis. For each group, *N* = 50 flies x 4 vials/age were used.

As control measures, sensorimotor responses to the odors and electric shock were determined in a separate cohort^64^. Odor-avoidance responses were quantified by exposing naïve flies to one of the two odors (OCT or MCT) vs. air in the T-maze. The ability to sense and escape from electric shock (shock reactivity) was quantified in naïve flies by inserting electrifiable grids into both arms of the T-maze but delivering shock pulses in only one arm of the T-maze and allowing flies to choose between the two arms. After 2 min the chamber doors were closed and the number of flies in each arm counted. For each group, *N* = 50 flies x 4 vials were used.

### Smurf assays

As previously done^19^, flies were aged on regular SY10 medium until the day of the Smurf assay. Dyed SY10 medium was prepared by adding Blue Dye #1 (FD&C) at a concentration of 2.5% (wt/vol). Flies were maintained on dyed medium for 9 h. Flies were scored as a Smurf when dye coloration could be observed outside the digestive tract. For each sex, *N* = 25 flies x 10 vials/group were used.

### Spontaneous activity assay

Spontaneous activity was evaluated using a Drosophila activity monitor (Trikenetic). Activity was recorded in a humidified 25 °C incubator with 12 h light/dark cycles. Flies were allowed to acclimate for 8 h prior to data collection. Total activity quantified per 12 h cycle and divided by fly number. For each sex, *n* = 10 vials (20 flies per vial).

### Feeding assay and body weight measurements

Feeding was measured based on the consumption/excretion of dye-containing food^65^. SY10 media containing 1% w/v Blue Dye #1 (FD&C) was dispensed into plastic caps that fit wide plastic vials. After incubation at 25 °C for 24 h, food caps and flies were removed. Flies were homogenized in 1.5 mL of water to collect consumed dye. Samples were then centrifuged to remove pellet debris. The dye excreted by flies on the walls of the vials (excreted vial dye, ExVial) was collected by adding 3 mL of water to vials, followed by vortexing. Absorbance of the INT and ExVial dyes in water extracts was determined at 630 nm in a plate reader (SpectraMax iD3). Absorbance was converted to volumes of media consumed by interpolation from a standard curve. Extracts of flies fed media without dyes were used to control for background absorbance. For each sex, *N* = 15 flies x 10 vials/group were used. For measuring body weight, 10 flies were treated with ± 1 µM CHX (ChemService)/± 200 µM RU486 (Cayman Chemical) for 10 days, collected with pre-weighted 1.5 mL Eppendorf tubes, and weighed with a precision microbalance. For each sex, 10 tubes/group were used.

### Fecundity assays

10 females and 10 males were mated for 2 days after eclosions. Females were then separated and maintained as separate sexes in SY10 vials (*n* = 20 vials/group; 5 females/vial). Fecundity was assayed as the number of eggs laid per female in each vial after 24 h period at the indicated age across the lifespan, counted under a stereomicroscope.

### BrdU labeling and immunostaining of ovarioles

BrdU staining was done as described previously in ref. ^66^. Ovaries of flies treated with 1 µM CHX/vehicle (day 0–5) were dissected and teased apart in an alternating order in Grace’s medium (Lonza) and incubated in the same media containing BrdU (1 mg/mL, Sigma) at 25 °C for 1 h. After 3 washes with PBT (10 mM NaH_2_PO_4_/Na_2_HPO_4_, 175 mM NaCl, pH 7.4, 0.1% Triton X-100), ovaries were fixed with 4% paraformaldehyde for 10–15 min at room temperature. After blocking with 5% normal goat serum in PBT for an hour, primary and secondary antibodies were added. Antibodies used were: mice anti-BrdU (G3G4, DSHB, 1:50), rat anti-Vasa (a gift from Dr. Paul Lasko; 1:50), Alexa Fluor 488-conjugated goat anti-mouse and Alexa Fluor 568-conjugated goat anti-rat secondary antibodies (Thermo Scientific, 1:300). Samples were mounted in Vectashield with DAPI (Vector Laboratory) and imaged by Carl Zeiss LSM 700 confocal microscope. For co-localization analysis, JACoP plugin of ImageJ was used. After adjusting the threshold in different channels, the % area of co-localization was obtained.

### Triglyceride and glycogen measurements

As previously done^67^, flies were homogenized in 500 µL of PBST (0.05% (v/v) Tween 20 in PBS) using a plastic pestle motor mixer. 200 µL of lysate was incubated at 70 °C for 5 min, chilled on ice, and incubated with 1 µL of 25 KU/mL lipoprotein lipase from Chromobacterium viscosum (Calbiochem) at 37 °C overnight. Debris was removed by centrifugation at 14,000 rpm for 3 min. Triglyceride content was determined by mixing 15 µL of the supernatant with 150 µL Free Glycerol Reagent (Sigma), incubating at 37 °C for 6 min, and measuring the absorbance at 540 nm. Triglyceride content was normalized to total protein levels measured by Bradford assay at 595 nm. To measure triglyceride levels in the fat body, flies were dissected in cold PBST, and collected fat bodies were processed with same procedures, as described above. For determining glycogen levels, 30 µL of the supernatant (after lipoprotein lipase treatment) was treated with 14 Units of amyloglucosidase (Sigma) at 50 °C for 1 h. 15 µL of the treated mix was combined with 150 µL of glucose reagent (Sigma), incubated at 37 °C for 30 min, and absorbance was measured at 340 nm. Glycogen content was also normalized to total protein. Triplicates of 10 flies/age group were used.

### Oil Red O staining

As previously done^68,69^, intact fat body/carcasses were dissected in PBS and fixed in 4% paraformaldehyde for 20 min, then washed 3 times with PBS, incubated for 20 min in fresh Oil Red O solution (6 mL of 0.1% Oil Red O in isopropanol and 4 mL distilled water and passed through a 0.45 µM syringe), followed by rinsing with distilled water. Samples were mounted in Vectashield with DAPI (Vector Laboratory) and imaged by light microscopy. Staining was quantified by Image J.

### ^35^S-methionine incorporation assays

As previously done^70^, flies aged on regular SY10 medium were placed and incubated on the SY10 medium supplemented with 2.5 µCi ^35^S-methionine (American Radiolabeled Chemicals)/mL of food for 24 h. 15 flies were frozen and then ground in 500 µL 1% SDS, boiled for 5 min. Samples were then centrifuged for 5 min at 10,000 g and supernatant was isolated. The protein was precipitated with 5% TCA and kept on ice for 1 h. Samples were centrifuged at maximum speed for 5 min, and the pellet was washed twice with ice cold 95% ethanol. The pellet was resuspended in 100 µL 1% SDS, and the protein content was measured using BCA Protein Assay (Pierce, Rockford, IL). The ^35^S radioactivity was measured using liquid scintillation (Beckman, Fullerton, CA). ^35^S incorporation was calculated by normalizing ^35^S counts/min to total protein levels.

### Puromycin incorporation assays

As previously done^17^, flies aged on regular SY10 medium were placed and incubated on the SY10 medium supplemented with 600 µM puromycin (Fisher Bioreagents) for 24 h. 15 flies were frozen and ground in 160 µL RIPA buffer supplemented with protease and phosphatase inhibitors at 4 °C. The homogenate was centrifuged at maximum speed for 15 min and supernatant was isolated. Lysate protein content was determined using BCA Protein Assay (Pierce, Rockford, IL). Samples were mixed with Laemmli sample buffer supplemented with 5% β-mercaptoethanol and boiled at 95 °C for 5 min prior to immunoblotting. Normalized samples were run on SDS-10% PAGE gels, followed by standard Western blotting procedures. Total protein loading was visualized via Ponceau S (Sigma) staining. Anti-mouse puromycin antibody [3RH11] (Kerafast, 1:1000) and goat anti-mouse IgG polyclonal antibody (IRDye 800CW, LI-COR, 1:5000) were used. Imaging and quantification were performed using the Odyssey system (LI-COR) and Image J. Protein translation rates were determined by normalizing puromycin incorporation to Ponceau staining.

### In vitro translation assays

As previously done^17^, whole bodies of flies were homogenized by a plastic pestle in 10 mM HEPES (pH 7.4), 5 mM DTT, and 1x complete protease inhibitor cocktail (Roche) and centrifuged at 14,000 g at 4 °C for 15 min. 0.15 U/µl Micrococcal nuclease (New England BioLabs) and 1 mM CaCl_2_ were added to the supernatant and incubated at 20 °C for 4 min, followed by the addition of 2 mM EGTA. Translation reaction mixtures contained 40% (v/v) extract, 2 nM luciferase RNA, 100 µM amino acid mix (Promega), 50 mM potassium acetate, 2.5 mM magnesium acetate, 0.1 mM spermidine, 20 U of RNase inhibitor (Fisher), 20 mM creatine phosphate (Roche Applied Science), and 80 ng/µl creatine kinase (Roche Applied Science). The mixture was incubated at 26 °C in a SpectraMax iD3 plate with luminescence measured every 5 min. The slope of the linear part of the luciferase activity curve was used to calculate the rate of in vitro protein translation.

### Plate-based proteasome activity assays

Whole bodies of 2 flies (*n* = 12/group) were homogenized by a plastic pestle in 100 μL chilled proteasome buffer (50 mM Tris, 5 mM MgCl2, 1 mM DTT, pH 7.4). Samples were then vortexed and centrifuged at 21,000 g at 4 °C for 15 min. In a black 96-well plate, 10 μL of supernatant was added to 80 μL proteasome buffer supplemented with additional 5 mM ATP for measuring 26 S proteasome activity. Finally, 50 μM Suc-LLVY-AMC fluorogenic substrate in 10 μL proteasome buffer was added to each well to measure chymotrypsin-like activity. The plate was incubated at 37 °C in a SpectraMax iD3 plate reader for 4 h with fluorescence measured every 10 min with 355 nm excitation and reading at 460 nm emission. Total proteasome activity per sample was defined as the delta between initial and final measurements.

### RNA extraction, cDNA synthesis, and qRT-PCR

RNA was isolated from flies using a standard Trizol method with 2 whole animals or 20 heads (*n* = 12/group). RNA quantified by NanoDrop. cDNA was synthesized using the High-Capacity cDNA reverse transcriptase kit (Applied Biosystems) in technical triplicates, following the manufacturer’s instructions. SYBR Green PCR Master Mix (Applied Biosystems) was used, following the manufacturer’s instructions. Expressions of target genes were measured and normalized to *Rp49*. Primers used were *Rp49*: 5’-CGCTTCAAGGGACAGTATCTG-3’ and 5’-AAACGCGGTTCTGCATGA-3’; *Sod-1*: 5’-GGACCGCACTTCAATCCGTA-3’ and 5’-TGGAGTCGGTGATGTTGACC-3’; *GstD-1*: 5’- CGCGCCATCCAGGTGTATTT-3’ and 5’-CTGGTACAGCGTTCCCATGT-3’; *GstE-1*: 5’- ATAATGGCACTTTCATCTGGGAC-3’ and 5’-CACTGGCATCGAAGAAGAGAC-3’; *Catalase*: 5’- GATGCGGCTTCCAATCAGTTG-3’ and 5’-GCAGCAGGATAGGTCCTCG-3’; *TrxR-1*: 5’- TGGAGTCGGTGATGTTGACC-3’ and 5’-GAAGGTCTGGGCGGTGATTG-3’; *Hsp-22*: 5’- GCCTCTCCTCGCCCTTTCAC-3’ and 5’-TCCTCGGTAGCGCCACACTC-3’; *Hsp-23*: 5’- GGTGCCCTTCTATGAGCCCTACTAC-3’ and 5’-CCATCCTTTCCGATTTTCGACAC-3’; *Hsp-68*: 5’-GAAGGCACTCAAGGACGCTAAAATG-3’ and 5’-CTGAACCTTGGGAATACGAGTG-3’; *Hsp-70*: 5’-AGCCGTGCCAGGTTTG-3’ and 5’-CGTTCGCCCTCATACA-3’; *Stretchin-Mlck*: 5’-TCACTGGCGGAGAACTGTTC-3’ and 5’-CGGGTGCTTTCGTATCCAGT-3’; *Pdh*: 5’-ATAGCCAAGACCTTCGGTAACA-3’ and 5’-GCACTCAGTGTGGAATTGATGAT-3’; *apoLp*: 5’-TTGGAATCCTAGCTTCTGTGCT-3’ and 5’-AGTCATAGTAGTTGCCGGGTAT-3’; *Vit-1*: 5’-CAACTCCGTCAACCAGGCATT-3’ and 5’-GACAGGTGGTAGACTTGCTGC-3’; *Vit-2*: 5’-GCACCCTTTGCGTTATGGC-3’ and 5’-TAGAGCTTGTCCAACAGCGTA-3’

### Sequential protein extractions and protein aggregation assays

As previously done^17^, 15 flies/age group were freshly prepared and homogenized in 200 µL of buffer A (20 mM Tris-HCl [pH 8.0], 150 mM NaCl, 1 mM EDTA, 1% Triton X-100, 1X Protease and Phosphatase Inhibitor Cocktails [Fisher Scientific]). Lysates were vortexed and centrifuged at 21,000 g for 15 min at 4 °C. Supernatants represented the detergent-soluble protein fraction. Pellets were washed in 500 µL buffer A and vortexed and centrifuged at 21,000 g for 15 min at 4 °C. Pellets were resuspended in 100 µL of buffer B (10 mM Tris-HCl [pH 7.5], 2% SDS, 1X Protease and Phosphatase Inhibitor Cocktails), sonicated for 1 min (6 x 10 s pulses), and incubated at room temperature for 15 min. Extracts were cleared by centrifugation at 500 g for 10 min, yielding detergent-insoluble fractions. The total protein concentration in extracted fractions was determined by using BCA Protein Assay (Pierce, Rockford, IL), and normalized samples were run on SDS-10% PAGE gels, followed by standard Western blotting procedure. Antibodies used were: Rabbit anti-ubiquitin antibody (Cell Signaling, 1:1000), rabbit anti-β-actin antibody (Cell Signaling, 1:1000), and goat anti-rabbit IgG polyclonal antibody (IRDye 680RD, LI-COR, 1:5000). Imaging and quantification were performed using the Odyssey system (LI-COR) and ImageJ, and aggregate levels were calculated as ubiquitin signals normalized by actin levels.

### Juvenile hormone measurements

Total juvenile hormone content was quantified for whole bodies of day 0 flies and day 2 flies treated with ± 1 µM CHX for 2 days post-eclosion. For each group, 25 samples were collected, each consisting of 75 flies homogenized in 1.5 ml 90% HPLC grade methanol. Samples stored at −80 °C until analysis. JH was extracted with increasingly polar solutions of hexane, column purified, and converted to a d3-methoxyhydrin derivative. Total JH was measured using an established GC-MS method^71,72^, conducted on an Agilent 8890 Series GC, equipped with a 30 m x 0.25 mm ZB-Wax GC column (Phenomenex), and coupled Agilent 7000D triple quadrupole mass spectrometer. Sample peaks were analyzed monitoring for m/z 76 and 225 to insure specificity to JHIII. Total abundance of JHIII was calculated against a standard curve and normalized to wet masses.

### Proteomic analysis

#### Sample preparation

Detergent-soluble/-insoluble protein extracts were isolated, as described above. For each age, *n* = 8/group (each derived from whole bodies of 15 female flies) was used. Proteomics analysis was carried out as previously referenced^73^ with minor changes, under section 2.5 nLC-ESI-MS2 under Protein IDs for GeLC. All proteins extracts were quantified using Pierce BCA Protein Assay Kit (Thermo Fisher Scientific), and a set amount of protein per sample was diluted to 35 µL using NuPAGE LDS sample buffer (Invitrogen). Proteins were then reduced with DTT and denatured at 70 °C for 10 min prior to loading everything onto Novex NuPAGE 10% Bis-Tris Protein gels (Invitrogen) and separated (35 min at constant 200 V). The gels stained overnight with Novex Colloidal Blue (Invitrogen). Following de-staining, each lane was cut into multiple MW fractions (3–8 fractions) and equilibrated in 100 mM ammonium bicarbonate (AmBc). Each gel plug was then digested overnight with Trypsin Gold, Mass Spectrometry Grade (Promega), following manufacturer’s instruction. Peptide extracts were reconstituted in 0.1% Formic Acid (FA)/ ddH2O at 0.1 µg/µL.

#### Mass spectrometry

Peptide digests (8 µL each) were injected onto a 1260 Infinity nHPLC stack (Agilent Technologies) and separated using a 75 micron I.D. x 15 cm pulled tip C-18 column (Jupiter C-18 300 Å, 5 micron, Phenomenex). This system runs in-line with a Thermo Orbitrap Velos Pro hybrid mass spectrometer, equipped with a Nanospray FlexTM ion source (Thermo Fisher Scientific), and all data were collected in CID mode. The nHPLC is configured with binary mobile phases that includes solvent A (0.1% FA in ddH2O), and solvent B (0.1% FA in 15% ddH2O/85% ACN), programmed as follows; 10 min @ 5% B (2 µL/ min, load), 90 min @ 5–40% B (linear: 0.5nL/min, analyze), 5 min @ 70% B (2 µL/ min, wash), 10 min @ 0% B (2 µL/min, equilibrate). Following parent ion scan (300–1200 m/z @ 60 k resolution), fragmentation data (MS2) was collected on the most intense 15 ions. For data dependent scans, charge state screening and dynamic exclusion were enabled with a repeat count of 2, repeat duration of 30 s, and exclusion duration of 90 s.

#### MS data conversion/searches

XCalibur RAW files were collected in profile mode, centroided, and converted to MzXML using ReAdW v. 3.5.1. mgf files were then created using MzXML2Search (included in TPP v. 3.5) for all scans. The data were then searched using SEQUEST (Thermo Fisher Scientific), which is set for three maximum missed cleavages, a precursor mass window of 20ppm, trypsin digestion, variable modification C @ 57.0293, and M @ 15.9949 as a base setting, with additional PTM’s (ex: Phos, Ox, GlcNAc, etc.) that may be applied at a later time as determined to be of importance experimentally. Searches were performed with a species specific subset of the UniProtKB database.

#### Peptide filtering, grouping, and quantification

The list of peptide IDs generated based on SEQUEST search results was filtered using Scaffold (Protein Sciences, Portland Oregon). Scaffold filters and groups all peptides to generate and retain only high confidence IDs and generated normalized spectral counts (N-SC’s) across all samples for the purpose of relative quantification. The filter cut-off values were set with minimum peptide length of > 5 AA’s, with no MH + 1 charge states, with peptide probabilities of > 80% C.I., and with the number of peptides per protein ≥ 2. The protein probabilities were set to a > 99.0% C.I., and an FDR < 1.0. Scaffold incorporates the two most common methods for statistical validation of large proteome datasets, the false discovery rate (FDR) and protein probability^74–76^. Relative quantification across experiments was then performed via spectral counting^77,78^, and when relevant, spectral count abundances were then normalized between samples^79^.

#### Systems/statistical analyses

Gene ontology assignments and pathway analysis were carried out using MetaCore (GeneGO Inc., St. Joseph, MI). Interactions identified within MetaCore are manually correlated using full text articles. Detailed algorithms have been described previously in refs. ^80,81^. For the proteomic data generated, two separate non-parametric statistical analyses were performed between each pair-wise comparison. These non-parametric analyses include 1) the calculation of weight values by significance analysis of microarray (SAM; cut off >|0.8| combined with, 2) T-Test (two tail, unequal variance, cut off of *p* < 0.05), which are then sorted according to the highest statistical relevance in each comparison. For SAM^82,83^, whereby the weight value (W) is a statistically derived function that approaches significance as the distance between the means (μ1-μ2) for each group increases, and the SD (δ1-δ2) decreases using the formula, W = (μ1-μ2)/(δ1-δ2). For protein abundance ratios determined with N-SC’s, we set a 1.5–2.0 fold change as the threshold for significance, determined empirically by analyzing the inner-quartile data from the control experiments using ln-ln plots, where the Pierson’s correlation coefficient (R) is 0.98, and > 99% of the normalized intensities fell between the set fold change. In each case, all three tests (SAM, T-test, or fold change) have to pass in order to be considered significant.

### Statistical analyses

The Prism software package (Graphpad Software 8) and the Microsoft Office 2016 Excel software package were used to carry out statistical analyses. For all statistical analyses, a 2-sided *p* < 0.05 was accepted as statistically significant. All analyses were adjusted for multiple comparisons. Detailed information about statistical tests, *p*-values, and *n*/*N* numbers are provided in the respective figures, figure legends, and methods.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Reporting Summary

### Source data

Source Data

## Data Availability

The Proteomic data generated in this study have been deposited in the PRIDE database under accession code PXD044118, 10.6019/PXD044118. 

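RNA sequencing was carried out on whole flies of w1118, a white-eyed laboratory strain. Flies were taken at day 0 of adulthood, or at day 2 after feeding with vehicle or with 1 µM CHX, which blocks the elongation step of PT. Each of the 3 groups holds 6 libraries, so that 18 libraries were analyzed. By gene expression the day 2 vehicle libraries stood apart from both other groups: the first principal component of log2 CPM (library-scaled counts) held 85.2% of the variance, and vehicle libraries lay between 114 and 143 on it, day 0 libraries between -65.5 and -43.9 and CHX libraries between -75.4 and -63.5. The next component held 3.27%. The RNAseq that the paper describes in its text and in Fig. 6c compares day 0 with day 10 flies with or without 10 mM paraquat, a compound that generates oxidative stress, with 8 samples per group in the legend and 12 per group for each sex in the methods. The labels of the libraries name day 2 and no paraquat, so the groups were taken as labeled and no library was assigned to the paraquat comparison. Sex is not given in the labels, which also do not say whether the libraries of a group came from separate cultures of flies. The paper's Reporting Summary states for all studies at least 3 repeats in different fly cohorts and stocks, with at least 3 biological replicates, and does not tie this to single libraries. The p-values measure the spread between these samples, which may be technical in part.

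**Figure D1:**
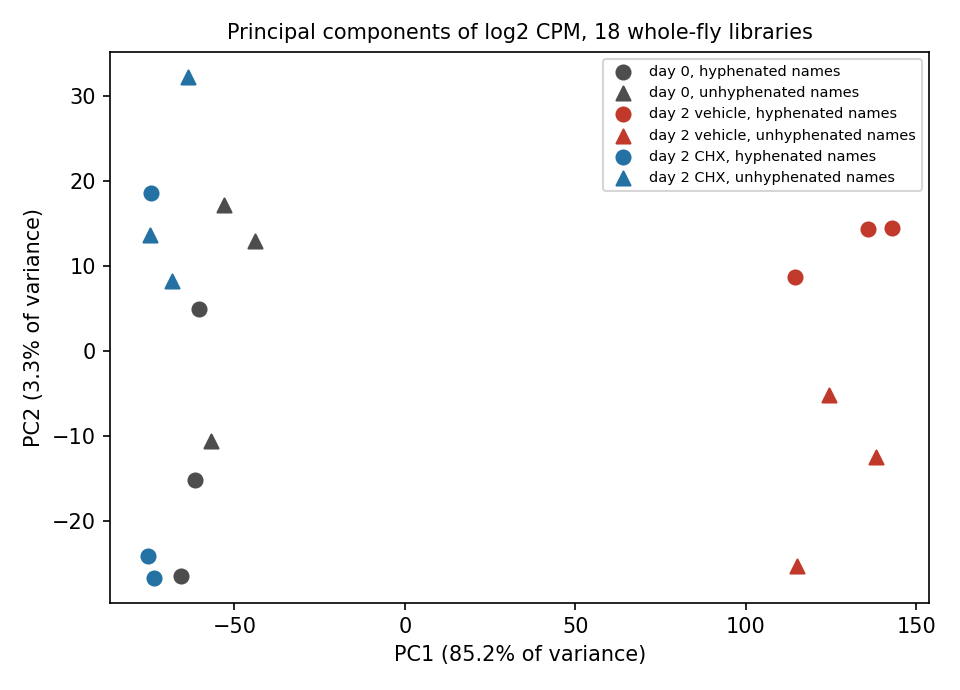
Each point is 1 of the 18 libraries, placed by its first (x axis, 85.2% of the variance) and next (y axis, 3.3%) principal component of log2 CPM. Colors mark the 3 groups, circles mark libraries with a hyphen in their name and triangles those without, and the 6 vehicle libraries lie at 114 or more on the x axis while all 12 other libraries lie below 0.

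In every group 3 libraries have a hyphen in their name and 3 do not, and the labels do not say what these 2 name series mark. The name series was a covariate in each test that used libraries of both, and main results are also given within each series. Total counts in genes were 27180491 to 37879190 per library at day 0 (median 31632120), 21495631 to 27217129 in the vehicle group (median 25745700) and 24033830 to 38519240 in the CHX group (median 28792490). The deposited values are whole-number counts per feature. The submitters' processing notes list bcl2fastq, STAR 2.7.10a, HTSeq 0.12.3 and the genome build BDGP6, without settings, and whether counting used strand is not given in the sources used here. From these counts, 11051 of 23932 features passed edgeR's filter on low counts and were tested with edgeR's quasi-likelihood test after TMM scaling, with Benjamini-Hochberg adjustment over all features tested. Changed, rose and fell refer to an adjusted p under 0.05 from this test. Gene lists were compared with all other genes by camera of limma at a preset correlation of 0.01. The groups, tests, gene lists, the rule for the genes named and the alternative settings were fixed before the data were examined. CPM are scaled by TMM, and gene positions are those of the Ensembl annotation of BDGP6.54. The TMM factors were 0.892 to 0.916 at day 0, 1.24 to 1.31 in the vehicle group and 0.823 to 0.929 in the CHX group.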

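Between day 0 and day 2 of vehicle feeding, transcripts of egg production, cell division and ribosome assembly rose in whole-fly libraries, and transcripts of cuticle, muscle, larval storage proteins and mitochondrial respiration fell. All 22 tested eggshell genes, which encode the vitelline membrane and chorion around the egg, rose, and their summed level went from 269 ± 79.3 CPM (SD, n = 6) to 10244.5 ± 5233 CPM (SD, n = 6). All 19 muscle genes fell, from a summed 94906 ± 6056 CPM (SD, n = 6) to 3452 ± 548 CPM (SD, n = 6). For muscle, a part of the fly missing from the vehicle samples cannot be told apart from a change within the flies. Such a missing part was not examined for the other transcripts that fell, and stays open for them too. In total 9162 of 11051 features changed, 4616 of them upward and 4546 downward, and 5692 changed by over 2-fold.
Besides the eggshell list, with a median log2 fold change of 5.05, all 27 genes of DNA replication and the cell cycle (median 2.86), 30 of 33 germline and maternal genes (median 2.42) and all 20 genes of ribosome biogenesis (median 1.01) rose, and no tested member of these 4 lists fell. All 6 larval storage genes (median -10.37), 22 of 24 cuticle genes (median -8.04, or -7.81 with genes at 0 counts set to their bound), all 27 oxidative phosphorylation genes of the nuclear genome (median -2.21), all 16 extracellular matrix genes (median -2.16) and 15 of 17 neuron and photoreceptor genes (median -1.21) fell, while 1 cuticle gene rose. The muscle list had a median of -4.77. These counts were the same when adjusted over the list alone. With library sizes only 10 neuron and photoreceptor genes fell and 2 rose (median -0.71), and 2 germline genes fell with RLE and 3 with upper quartile factors. At least 10 lists were called by camera in 77 of 100 splits of the same libraries, the real one included, so chance could not be excluded for that number. Each of the 10 lists here was called by camera, with adjusted p from 6.39e-34 for muscle to 0.0186 for the neuron and photoreceptor list. A split with 0 changed features called 22 lists, so these p-values do not show by themselves that a single list differed. With an estimated correlation the call held for cuticle (adjusted p = 0.000686) and muscle (adjusted p = 0.00261), and was lost for the other lists: adjusted p = 0.64 with an estimated correlation for eggshell and ribosome biogenesis, 0.32 for germline, 0.29 for the cell cycle, larval storage and oxidative phosphorylation lists, 0.74 for extracellular matrix and 0.94 for neuron and photoreceptor genes. The share of counts from the mitochondrial genome moved with the same groups, from a median of 18.2% at day 0 to 6.61%, and that of the 20 most abundant genes from 28.7% to 11.5%.

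**Figure D2:**
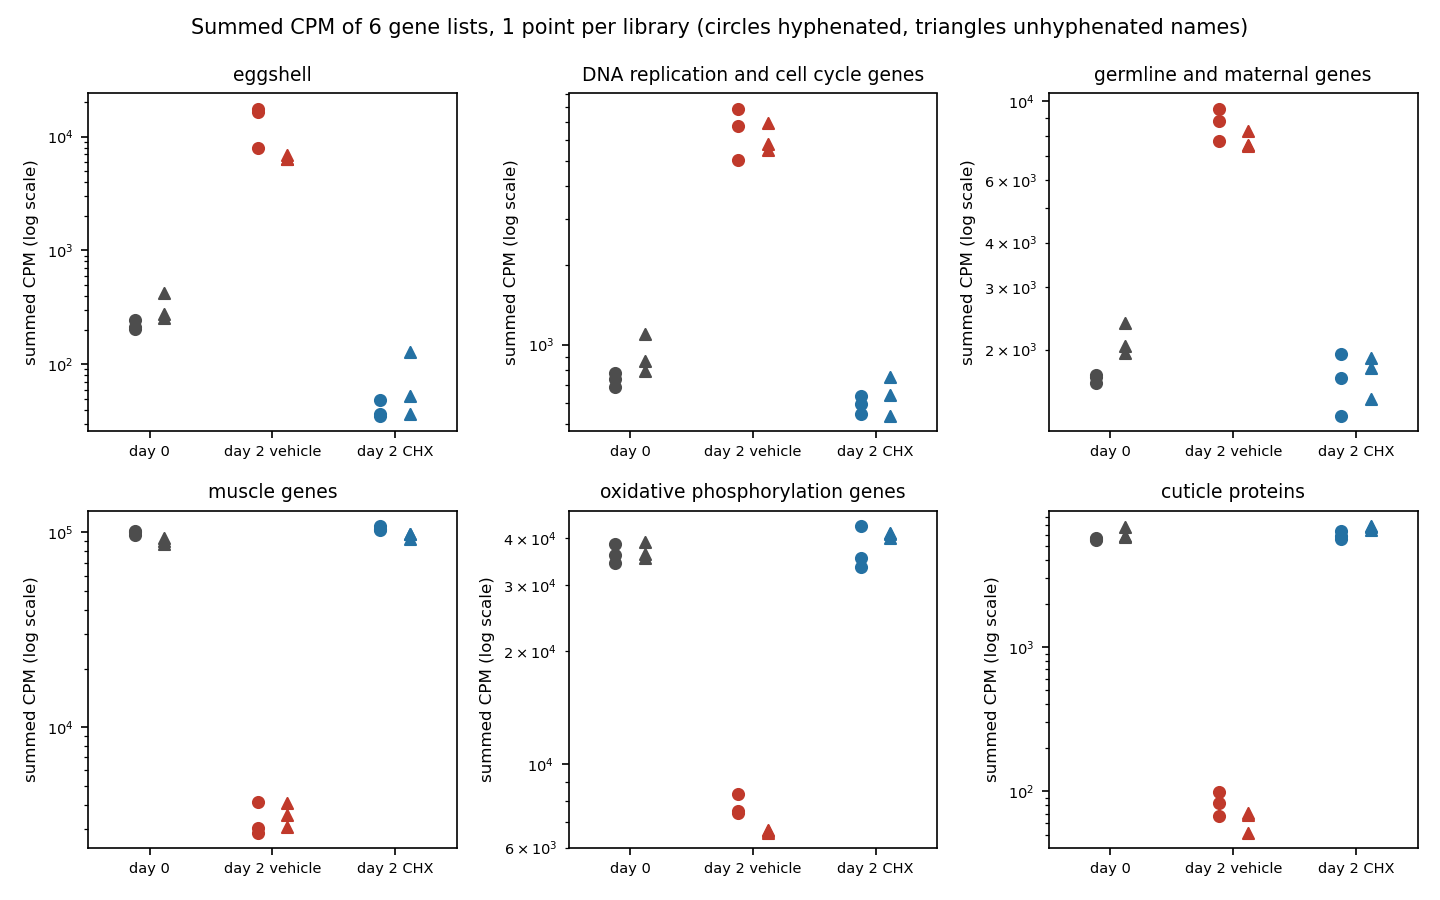
Summed CPM (y axis, log scale) of 6 gene lists in each library of the 3 groups (x axis), with 1 point per library, circles for hyphenated and triangles for unhyphenated names. The 6 vehicle libraries lie above all others for eggshell, cell cycle and germline genes and below all others for muscle, oxidative phosphorylation and cuticle genes.

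Among single genes, Cp36 (FBgn0000359, X from 8479319 to 8480523), a chorion protein, had 1609 ± 1007 CPM (SD, n = 6) in vehicle flies and 26.0 ± 7.28 CPM (SD, n = 6) at day 0, a log2 fold change of 5.85 (standard error 0.38, adjusted p = 1.35e-10 from edgeR's quasi-likelihood test); its day 0 value is raised by replicate 6, at 40.3 CPM. CycB3 (FBgn0015625, 3R from 24867934 to 24870816), a mitotic cyclin, went from 16.9 ± 3.70 CPM (SD, n = 6) to 229 ± 44.6 CPM (SD, n = 6), a log2 fold change of 3.77 (standard error 0.16, adjusted p = 8.90e-14 from the same edgeR test). The maternal patterning gene bcd had a log2 fold change of 4.09, the translational regulators of the egg png and plu 3.61 and 3.77, and the meiotic gene mtrm 3.72. CycE, the cyclin of entry into DNA replication, had 3.45, the replication origin gene Orc1 3.47, and the germline genes bam, which starts differentiation of the stem cell daughter, and vas, a helicase of germ cells, 2.09 and 1.40. The 8 largest rises under the rule for named genes were those of CG14309 (9.56), the chorion genes Cp7Fc (8.05) and Cp7Fb (7.32), CG15570 (6.44), CG4009 (6.43), Muc4B (6.36), CG13114 (6.16) and CG11381 (6.10). Nop60B, an RNA pseudouridine synthase of ribosome biogenesis with exons shared by other genes, had 1.68, and the amino acid transporter JhI-21 1.45. Act88F (FBgn0000047, 3R from 15439969 to 15442177), the actin of the indirect flight muscle, went from 13284 ± 1079 CPM (SD, n = 6) at day 0 to 11.3 ± 3.53 CPM (SD, n = 6), a log2 fold change of -10.20 (standard error 0.22, adjusted p = 3.45e-18 from edgeR). The flight muscle genes fln and TpnC4 had -8.75 and -7.27 and the muscle kinase Strn-Mlck -4.77. In the head and the matrix, the eye genes Pdh and ninaC had -3.50 and -2.49 and Col4a1, a chain of collagen IV, -2.88. Cyt-c-p, the cytochrome c of respiration, went from 2947 ± 213 to 265 ± 24.5 CPM (SD, n = 6 each), and GstS1, an abundant glutathione S-transferase, from 4230.4 ± 369 to 116 ± 13.2 CPM (SD, n = 6 each). Fbp1 (FBgn0000639, 3L from 14094589 to 14098053), a receptor for larval storage proteins, had a log2 fold change of -13.84, and the storage proteins Lsp1gamma, Lsp2 and Lsp1beta had -9.57, -4.38 and -4.12. Fbp2 had -11.17 and the cuticle gene Cpr97Ea -13.33. The cuticle gene Ccp84Ab and the genes CG13043, CG13065 and CG17298 had 0 counts in the vehicle group and were at least 2161-fold, 7425-fold, 3735-fold and 2614-fold lower, against a floor of 3 counts over the group. Lsp1alpha, with 3 counts in the vehicle group, was lower by a ratio of 13555 (95% counting interval 4638 to 65732, for counting error only), and Acp1, another cuticle gene with 1 count, by 97544 (17507 to 3852780).
Genes of stress resistance and detoxification moved in both directions. No list other than the 10 above was called by camera, and 82.9% of all features changed. The counts of the lists that follow therefore describe single members. Of 11 stress-inducible heat shock genes 4 rose, among them Hsp26 (log2 fold change 3.87) and Hsp27 (3.61, with an overlapping gene on the opposite strand), and 4 fell, among them Hsp23 (-1.94). Of 6 Turandot stress peptides 5 fell, TotA with -3.91, and the immune peptide BomS3 had -2.80, with a larger fall in the hyphenated series. Ilp8, an insulin-like peptide, had 3.90 and the P450 gene Cyp6a19 4.07. Of 19 antioxidant genes 10 rose and 7 fell: Trxr1 had 0.69 and Sod3 1.09, while Cat had -0.43, Sod2 -1.32 and Sod1 -0.28 (adjusted p = 0.038 from edgeR). With library sizes only in place of TMM, 12 antioxidant genes rose and 2 fell, and Cat and Sod1 took the opposite sign (0.066 and 0.21). Of 34 glutathione S-transferases 9 rose and 17 fell (16 fell when adjusted over the list alone), and of 53 cytochrome P450 genes 7 rose and 30 fell (29 when adjusted over the list alone); with library sizes only the balance turned for both, to 13 up and 10 down and to 17 up and 16 down. GstD1 did not pass the test (0.02), with -0.88 in the hyphenated and 0.79 in the unhyphenated series, and neither did GstE1 (1.53), with -1.31 and 3.18 in these series. Of 85 cytosolic ribosomal protein genes 60 rose (58 when adjusted over the list alone) and 4 fell, with RpL32 at 0.32 and a median of 0.31, and with upper quartile factors 1 rose and 4 fell, with library sizes only 81 and 2. The translation regulator S6k fell (-0.29) and chico, of the insulin pathway, did not pass (-0.16), and with library sizes only they had 0.20 and 0.34. Of 31 proteasome genes 17 fell (14 when adjusted over the list alone) and none rose, where library sizes only gave 21 up and 1 down and upper quartile factors 28 down. Of the yolk proteins, Yp1 went from 1335 ± 388 to 3133 ± 781 CPM (SD, n = 6 each) and Yp3 from 1516 ± 712 to 6949 ± 2638 CPM (SD, n = 6 each), and both rose, while Yp2 rose with all libraries (0.60) and had -0.034 in the unhyphenated series. The lipid carrier apolpp had 0.40 (adjusted p = 0.53 from edgeR), with 1.75 in the hyphenated and -1.42 in the unhyphenated series.
Within the hyphenated series alone 8551 features changed, 8207 of them shared with the 9162, and within the unhyphenated series 8389, of which 8053 were shared. Of the changed features 50.4% were higher in the vehicle group with TMM, 63.5% with library sizes only and 42.9% with upper quartile factors, and the median log2 fold change of all features was -0.0043, 0.49 and -0.22, so changes smaller than these shifts depend on the scaling.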

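In day 2 flies fed CHX, transcripts of egg production and cell division lay far below those of vehicle-fed flies of the same age, and transcripts of muscle, cuticle, storage proteins and respiration lay far above. Summed eggshell transcripts were 56.0 ± 35.4 CPM (SD, n = 6) and all 22 genes fell. Summed muscle transcripts were 100369 ± 5549 CPM (SD, n = 6), with all 19 genes higher. The limit of a part missing from the vehicle samples, given above for muscle and the other transcripts that fell, holds here too. Of 11051 features 9212 changed, 4644 upward and 4568 downward, and 3365 rose and 2507 fell by over 2-fold.
The eggshell list fell with a median log2 fold change of -9.01. All 27 cell cycle genes (median -3.40), 30 of 33 germline and maternal genes (median -2.59) and all 20 ribosome biogenesis genes (median -1.09) fell too, and of these 4 lists 1 germline gene rose. The muscle list rose with a median of 4.86, 22 of 24 cuticle genes with 8.18 (7.92 with genes at 0 counts set to their bound), all 6 larval storage genes with 10.40, all 27 oxidative phosphorylation genes with 2.28, all 16 extracellular matrix genes with 2.15 and 15 of 17 neuron and photoreceptor genes with 1.39, while 1 cuticle gene fell. Adjusted over the list alone, these counts were the same. With library sizes only 10 neuron and photoreceptor genes rose and 2 fell (median 0.83), and with upper quartile factors 3 germline genes rose. At least as many lists were called by camera in 69 of 100 splits of the same libraries, so chance could not be excluded for their number. The adjusted p by camera of the 10 lists named here ran from 7.30e-32 (muscle) to 0.0177 (neuron and photoreceptor). A split with 0 changed features called 20 lists, so these p-values too do not show by themselves that a single list differed. Only cuticle (adjusted p = 0.000958) and muscle (adjusted p = 0.00347) of them were called with an estimated correlation, where the others had an adjusted p = 0.29 (cell cycle, germline, larval storage, oxidative phosphorylation), 0.54 (eggshell), 0.56 (ribosome biogenesis), 0.80 (extracellular matrix) and 0.95 (neuron and photoreceptor) with an estimated correlation. The mitochondrial genome gave a median of 19.3% and the 20 most abundant genes 29.5% of the counts in CHX libraries.

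**Figure D3:**
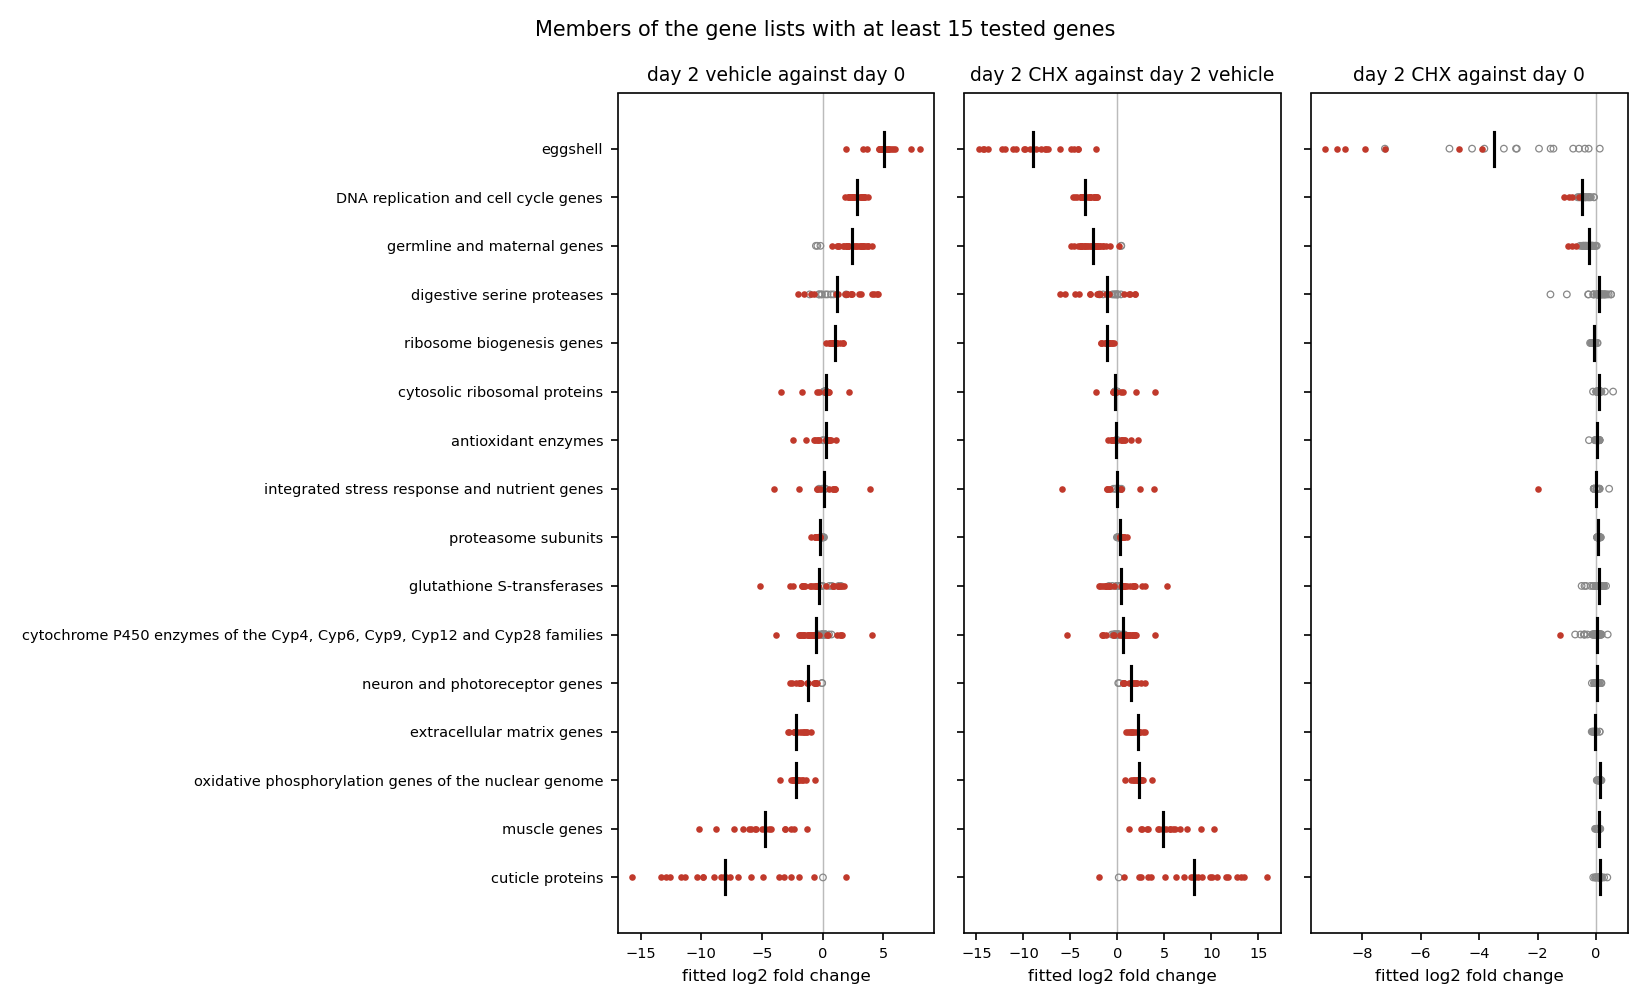
Fitted log2 fold change (x axis, with a scale of its own in each of the 3 panels) of each tested member of the gene lists with at least 15 tested genes (y axis), for the 3 comparisons of groups. Red filled points passed the test at an adjusted p under 0.05, open grey points did not, and black bars are list medians: eggshell, cell cycle and germline genes lie to the right in vehicle flies against day 0 and to the left in CHX flies against vehicle flies, muscle and cuticle genes the other way around.

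The chorion gene Cp15 (3L from 8728481 to 8729066) had 0.0813 ± 0.0666 CPM (SD, n = 6) in CHX flies and 1722 ± 691 CPM (SD, n = 6) in vehicle flies, a log2 fold change of -14.26 (standard error 0.51, adjusted p = 3.27e-14 from edgeR's quasi-likelihood test). Cp36 had -13.76 and Cp38 -14.23, and Cp16, with 2 counts in the CHX group, was lower by a ratio of 35450 (95% counting interval 9813 to 292719). CG4009, CG13084 and CG31661, with 0 counts in the CHX group, were at least 8495-fold, 5681-fold and 1564-fold lower against the floor of 3 counts, and CG15570, with 3 counts, by a ratio of 9496 (3249 to 46046). CycB3 had 8.85 ± 1.57 CPM (SD, n = 6) and a log2 fold change of -4.70, CycE -4.26, Orc1 -4.56 and bcd -4.91. The germline genes bam and vas had -2.38 and -1.49, and Nop60B -1.75. Act88F reached 14338 ± 1234 CPM (SD, n = 6), a log2 fold change of 10.31, in which replicate 1 (16742 CPM) lay above the other 5 CHX libraries (13316 to 14323 CPM). The flight muscle genes fln and TpnC4 had 8.90 and 7.36, Cyt-c-p 3.64, the fat body genes Fbp1 and Fbp2 13.88 and 11.31, and Col4a1 2.90. CG13043, CG13065, CG17298 and Ccp84Ab, with 0 counts in vehicle flies, were at least 8248-fold, 4276-fold, 3168-fold and 2449.8-fold higher. Lsp1alpha was higher by a ratio of 14133 (4836 to 68533), Acp1 by 108116 (19405 to 4270350), and Cpr97Ea had 13.46. Ilp8 had -5.89, with overlapping genes on both strands.
Stress genes again moved both ways. Here too no list beyond the 10 above was called by camera, and 83.4% of all features changed, so the counts that follow describe single members. Hsp26 (-4.85) and Hsp27 (-4.13) were among 4 heat shock genes that fell and Hsp23 (1.98) among 4 that rose, of 11. Of 19 antioxidant genes 7 rose, among them Sod1 (0.40), Cat (0.48) and Sod2 (1.44), and 9 fell, among them Trxr1 (-0.68); with upper quartile factors 7 rose and 5 fell, and with library sizes only 2 rose and 12 fell, where Sod1 and Cat had -0.16 and -0.073. Of 34 glutathione S-transferases 17 rose, with GstS1 at 5.32, and 11 fell, and of 53 cytochrome P450 genes 28 rose and 7 fell; with library sizes only 10 rose and 15 fell and 15 rose and 19 fell. Of 6 Turandot stress peptides 5 rose, TotA by 3.18, and 1 fell. Yp1 and Yp3 fell, with -1.01 and -2.32, while Yp2 had -0.49 (adjusted p = 0.055 from edgeR), with 0.084 in the unhyphenated series, and apolpp had -0.73 (adjusted p = 0.24 from edgeR), with 0.94 in that series. Of 85 cytosolic ribosomal protein genes 29 fell and 4 rose (6 and 3 when adjusted over the list alone), and upper quartile factors gave 4 up and 1 down, library sizes only 2 up and 81 down. S6k (0.33) rose, with -0.22 for library sizes only, and chico (0.06) did not pass the test.
Within the hyphenated series 8550 features changed (4286 higher, 4264 lower) and within the unhyphenated series 8564 (4337 higher, 4227 lower). Of the changed features 36.0% were higher in CHX flies with library sizes only and 57.6% with upper quartile factors, against 50.4% with TMM, and the median log2 fold change of all features was -0.53, 0.26 and 0.02 in that order.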

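Day 2 flies fed CHX lay close to day 0 flies in their transcripts, and the genes that differed by edgeR were lower in CHX flies. Of 11051 features 61 changed, all of them downward, 38 by over 2-fold and 22 by over 10-fold. Of these 61, 17 are in a gene list: 7 eggshell, 4 cell cycle, 3 germline and maternal and 1 each of the heat shock (2 lower and 1 higher when adjusted over the list alone), cytochrome P450 and nutrient response lists. All 61 were higher in vehicle flies than at day 0, so that they rose over the first 2 days of vehicle feeding and lay under the day 0 level with CHX.
Among the eggshell genes, 7 of 22 fell (16 when adjusted over the list alone), with a median log2 fold change of -3.49, and the summed CPM of all CHX libraries (35.4 to 127) lay under those of all day 0 libraries (205.5 to 422). Cp15 had 40.7 ± 13.7 CPM (SD, n = 6) at day 0 and a log2 fold change of -8.87 (standard error 0.48, adjusted p = 8.35e-09 from edgeR's quasi-likelihood test). Cp38 had -8.58, Cp36 -7.91 and Cp19 -7.21, and Cp16 was lower by a ratio of 828 (95% counting interval 229 to 6838). Of 27 cell cycle genes 4 fell (22 when adjusted over the list alone), with a median of -0.48: Orc1 (-1.09), CycB3 (-0.93), CycE (-0.81) and dup (-0.58), which licenses replication origins. Of 33 germline and maternal genes 3 fell (5 when adjusted over the list alone), with a median of -0.26: the meiotic gene mtrm (-0.95), bcd (-0.83) and krimp (-0.69), a factor of the germline pathway against transposons. Hsp26 had -0.97, Ilp8 -1.99 and Cyp6a19 -1.24. For Cp15, Cp16, Cp36, CycB3, CycE, Orc1, Hsp26 and Ilp8, replicate 6 was the highest day 0 library and lay apart from the other 5. The test was not passed here by the myosin Mhc (18261 ± 3555 CPM with CHX and 17453 ± 2139.7 CPM at day 0, SD, n = 6 each) or by the rhodopsin ninaE (974 ± 81.8 CPM and 949 ± 47.2 CPM, SD, n = 6 each).
By camera 11 lists were called, 6 upward and 5 downward. Of these the eggshell list was called with an estimated correlation too (adjusted p = 3.68e-105, and adjusted p = 6.67e-05 with an estimated correlation). At least 11 lists were called in 25 of 100 splits of the same libraries, so chance could not be excluded for that number. A split with 0 changed features called 21 lists, so the p-values at the preset correlation do not show by themselves that a single list differed. For the cell cycle list the adjusted p = 3.22e-35 and the adjusted p = 0.071 with an estimated correlation, for the germline list 3.88e-12 and 0.35, and for the Turandot list, with no member passed by edgeR and 2 lower when adjusted over the list alone, 0.000298 and 0.35. The other 7 lists had no member that passed, and medians from -0.08 for ribosome biogenesis to 0.13 for cuticle. Their adjusted p with an estimated correlation was 0.37 for cuticle, 0.91 for ribosomal proteins and 0.796 for ribosome biogenesis, proteasome, oxidative phosphorylation, muscle and glutathione S-transferases. Without CHX replicate 1, and in the hyphenated series, 7 lists were called.
Of the 9162 features changed between day 0 and vehicle flies, 8894 (97.1%) changed in the opposite direction between vehicle and CHX flies, 4452 that had risen and 4442 that had fallen, and by edgeR 0 changed further in the same direction. Both comparisons share the vehicle libraries: independent lists of these sizes would share 3818.43 features, and simulated unchanged groups gave 0, a count at its floor that gives no scale for the 8894. The fold changes of the comparisons correlated across genes, which are not independent replicates, at -0.98, where simulated unchanged groups gave -0.49. Their covariance was -3.87 against -0.021 in the simulation, and -3.89 to -3.78 where 3 vehicle libraries served one comparison and the other 3 the other, with 7714 to 8241 features that returned. Over the 5692 features that changed by over 2-fold with vehicle, CHX flies lay at a median of -4.25% of the way from day 0 to vehicle flies on the log2 scale (quartiles -9.42% and 0.02%). The return held for 8256 features in the hyphenated and 8039 in the unhyphenated series.
The number of features that separate CHX from day 0 flies depends on the libraries and the tool. It was 26 in the hyphenated and 18 in the unhyphenated series, 125 by DESeq2 and 21 by limma-voom, and 38 without day 0 replicate 6, 37, 40 and 39 without CHX replicate 2, 4 and 6. At an unadjusted p under 0.05 edgeR gave 537 of 11051 features, about the number that would pass with no difference at all. The 17 list members became 31 by DESeq2, 8 by limma-voom, 7 with at least 10 counts in every library, 27 with only the 2 groups compared, 5 in the unhyphenated series and 11 without CHX replicate 2.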

The RNAseq data generated in this study have been deposited in the Gene Expression Omnibus database under accession code GSE239506. All other data supporting the findings of this study are available within the article and Supplementary Information files and from the corresponding author upon request. Source data are provided with this paper.

# Supplementary material for: Early-adulthood spike in protein translation drives aging via juvenile hormone/germline signaling
**Source:** Nat Commun. 2023 Aug 18;14:5021. doi: 10.1038/s41467-023-40618-x
**Supplement:** Supplementary file 1 — Supplementary Information

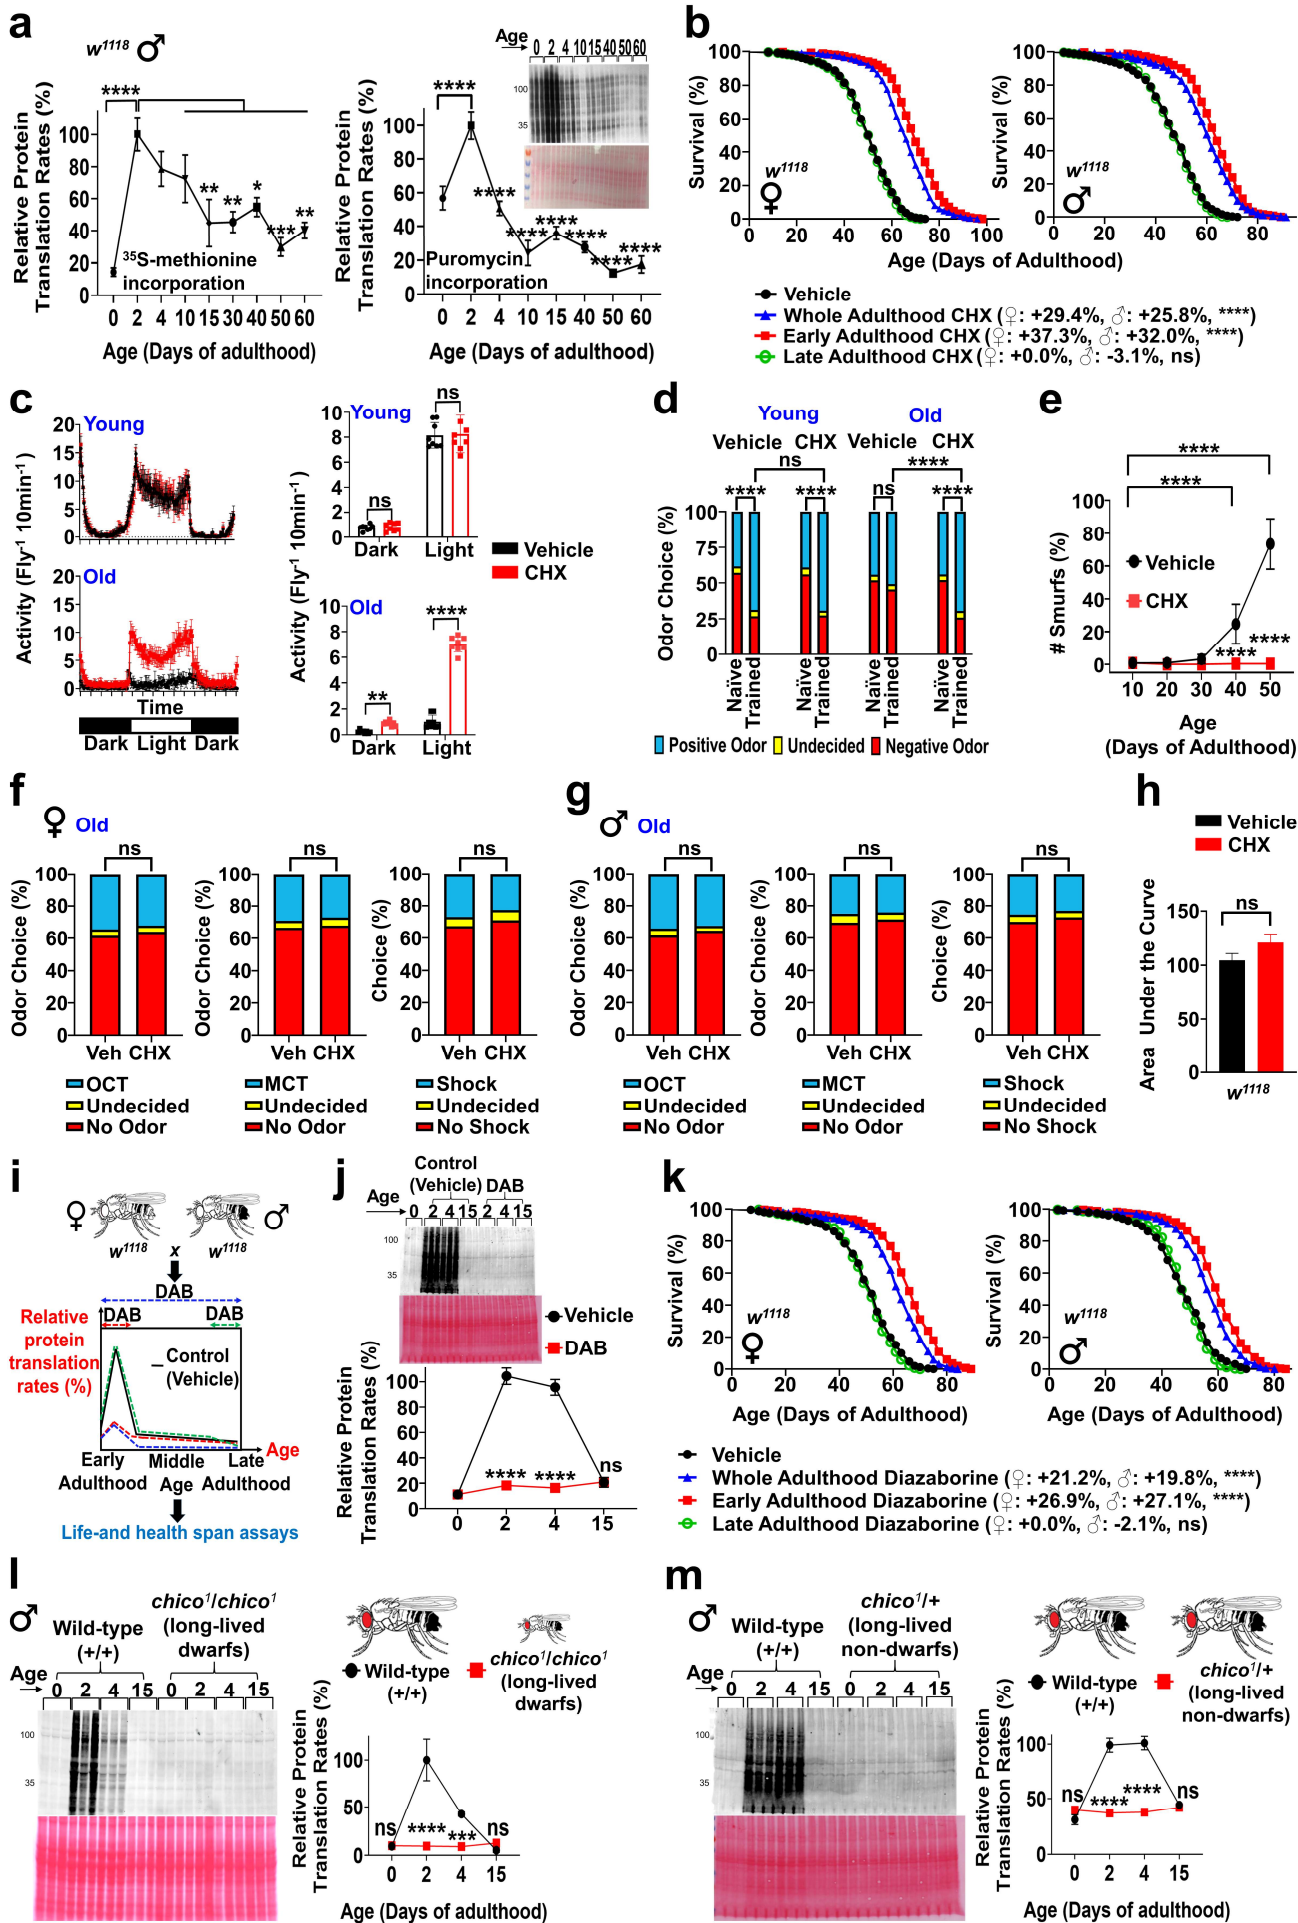

Supplementary Fig. 1: Pharmacologically blocking the early-adulthood PT spike improves lifespan and healthspan. **a**, PT across ages in male *w¹¹¹⁸* flies, determined by (left) ³⁵S-methionine incorporation normalized to protein content (n=3) and (right) puromycin incorporation normalized to Ponceau staining (n=3). Analyses compare PT relative to day 2; one-way ANOVA with Dunnett's post-hoc test. **b**, Late-adulthood (day 30-40) 1μM CHX does not significantly alter lifespan of female and male *w¹¹¹⁸* flies. For both sexes, early-adulthood (day 0-10) CHX prolongs lifespan just like whole-adulthood CHX. Each sex: n=250/group; log-rank test. **c**, Early-adulthood (day 0-10) 1μM CHX reduces age-related deficits in spontaneous activity. Young=day 12, old=day 50. n=200♂/group; two-way ANOVA with Sidak post-hoc test. **d**, Early-adulthood (day 0-10) CHX reduces age-related cognitive deficits in olfaction aversion training. Young=day 12, old=day 50. n=200♂/group; Chi-square test. **e**, Early-adulthood (day 0-10) CHX prevents age-related deficits in gut-barrier integrity in Smurf assays. n=250♂/group; two-way ANOVA with Sidak post-hoc test. Early-adulthood (day 0-10) CHX does not significantly alter sensorimotor responses to odors (OCT/MCT) and electric shock in old **f**, female and **g**, male *w¹¹¹⁸* flies. OCT=3-octanol; MCT=4-methylcyclohexanol; Veh=vehicle. Old=day 50. n=200/group; Chi-square test. **h**, Area under the curve for **Fig. 1h** was calculated to determine lifetime egg production. Early-adulthood (day 0-10) CHX does not significantly alter lifetime egg production in *w¹¹¹⁸* flies. Two-tailed Student's t-test. **i**, Experimental scheme to transiently manipulate PT in different life stages; 100μM diazaborine given to *w¹¹¹⁸* flies during early-adulthood (day 0-10), late-adulthood (day 40-50), or whole-adulthood. **j**, Early-life PT in *w¹¹¹⁸* flies after ±100μM diazaborine (day 0-10), determined by puromycin incorporation normalized to Ponceau staining. n=3/group; two-way ANOVA with Sidak post-hoc test. **k**, In *w¹¹¹⁸* flies, early-adulthood (day 0-10) diazaborine prolongs lifespan just like whole-adulthood diazaborine. Late-adulthood (day 40-50) diazaborine does not alter lifespan. Each sex: n=250/group; log-rank test. Puromycin incorporation in **l**, *chico* homozygotes (♂) and **m**, *chico* heterozygotes (♂) vs. wild-types. Absence of early-life PT spike in *chico* homozygotes and *chico* heterozygotes. n=3/group; two-way ANOVA with Sidak post-hoc test. Data shown as mean±SD. *p<0.05, **p<0.01, ***p<0.001, ****p<0.0001. Source data are provided as a Source Data file. For all statistical analyses, a 2-sided *p*<0.05 was accepted as statistically significant. All analyses were adjusted for multiple comparisons.

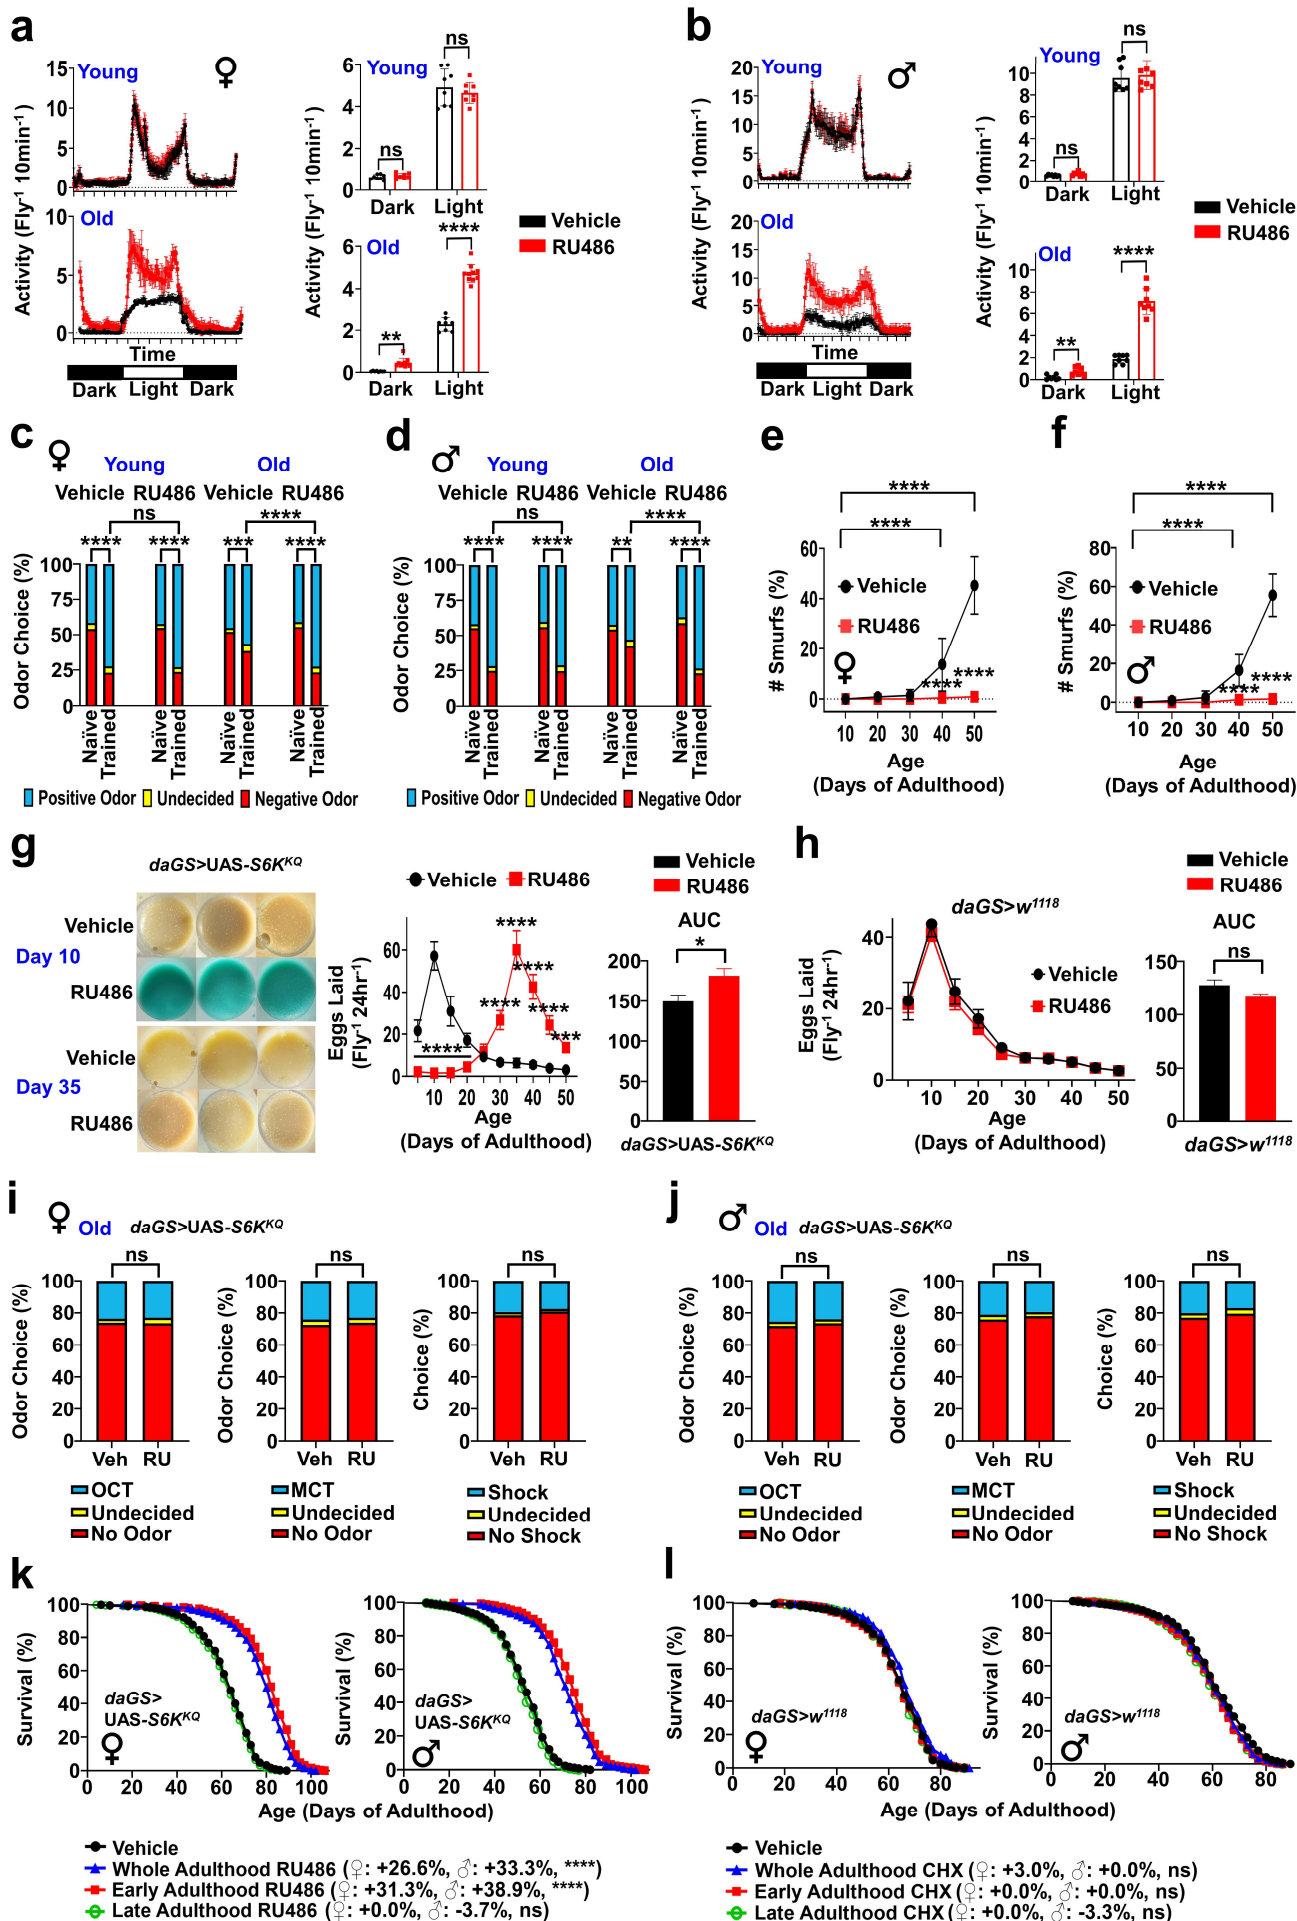

Supplementary Fig. 2: Genetically blocking the early-adulthood PT spike improves lifespan and healthspan. Early-adulthood (day 0-10) 200 μ M RU486 reduces age-related deficits in spontaneous activity in **a**, female and **b**, male *daughterless-GeneSwitch* GAL4 (*daGS*)>UAS-*S6K^{KQ}* flies. Young=day 12, old=day 50. n=200/group; two-way ANOVA with Sidak post-hoc test. Early-adulthood (day 0-10) 200 μ M RU486 reduces age-related cognitive deficits (olfaction aversion training) in **c**, female and **d**, male *daGS*>UAS-*S6K^{KQ}* flies. Young=day 12, old=day 50. n=200/group; Chi-square test. Early-adulthood (day 0-10) 200 μ M RU486 prevents age-related deficits in gut-barrier integrity (Smurf assays) in **e**, female and **f**, male *daGS*>UAS-*S6K^{KQ}* flies. n=250/group; two-way ANOVA with Sidak post-hoc test. **g**, (Left) representative images of eggs laid on vials by *daGS*>UAS-*S6K^{KQ}* flies after 200 μ M RU486 treatments during early-adulthood (day 0-10). (Middle) Early-adulthood RU486 impairs egg production at young ages, delays fertility peak, and improves egg production at old ages. n=100/group; two-way ANOVA with Sidak post-hoc test. (Right) Area under the curve (AUC) was calculated to determine lifetime egg production. Early-adulthood RU486 significantly improves lifetime egg production in *daGS*>UAS-*S6K^{KQ}* flies. Two-tailed Student's t-test. **h**, (Left) early adulthood (day 0-10) 200 μ M RU486 does not significantly alter egg production across ages in *daGS*>*w¹¹¹⁸* (control) flies. n=100/group; two-way ANOVA with Sidak post-hoc test. (Right) Area under the curve (AUC) was calculated to determine lifetime egg production. Early-adulthood RU486 does not significantly alter lifetime egg production in *daGS*>*w¹¹¹⁸* flies. Two-tailed Student's t-test. Early-adulthood (day 0-10) 200 μ M RU486 does not significantly alter sensorimotor responses to odors (OCT/MCT) and electric shock in old **i**, female and **j**, male *daGS*>UAS-*S6K^{KQ}* flies. OCT=3-octanol; MCT=4-methylcyclohexanol; Veh=vehicle; RU=RU486. n=200/group; Chi-square test. **k**, Late-adulthood (day 30-40) 200 μ M RU486 does not significantly alter lifespan of female and male *daughterless-GeneSwitch* GAL4 (*daGS*)>UAS-*S6K^{KQ}* flies. For both sexes, early-adulthood (day 0-10) RU486 prolongs lifespan just like whole-adulthood RU486. Each sex: n=250/group; log-rank test. **l**, RU486 itself does not significantly alter lifespan at any adult stages in female and male *daGS*>*w¹¹¹⁸* (control) flies. 200 μ M RU486 was given to *daGS*>*w¹¹¹⁸* flies during early-adulthood (day 0-10), late-adulthood (day 40-50), or whole-adulthood. Each sex: n=250/group; log-rank test. Data shown as mean $\pm$ SD. * p <0.05, ** p <0.01, *** p <0.001, **** p <0.0001. Source data are provided as a Source Data file. For all statistical analyses, a 2-sided p <0.05 was accepted as statistically significant. All analyses were adjusted for multiple comparisons.

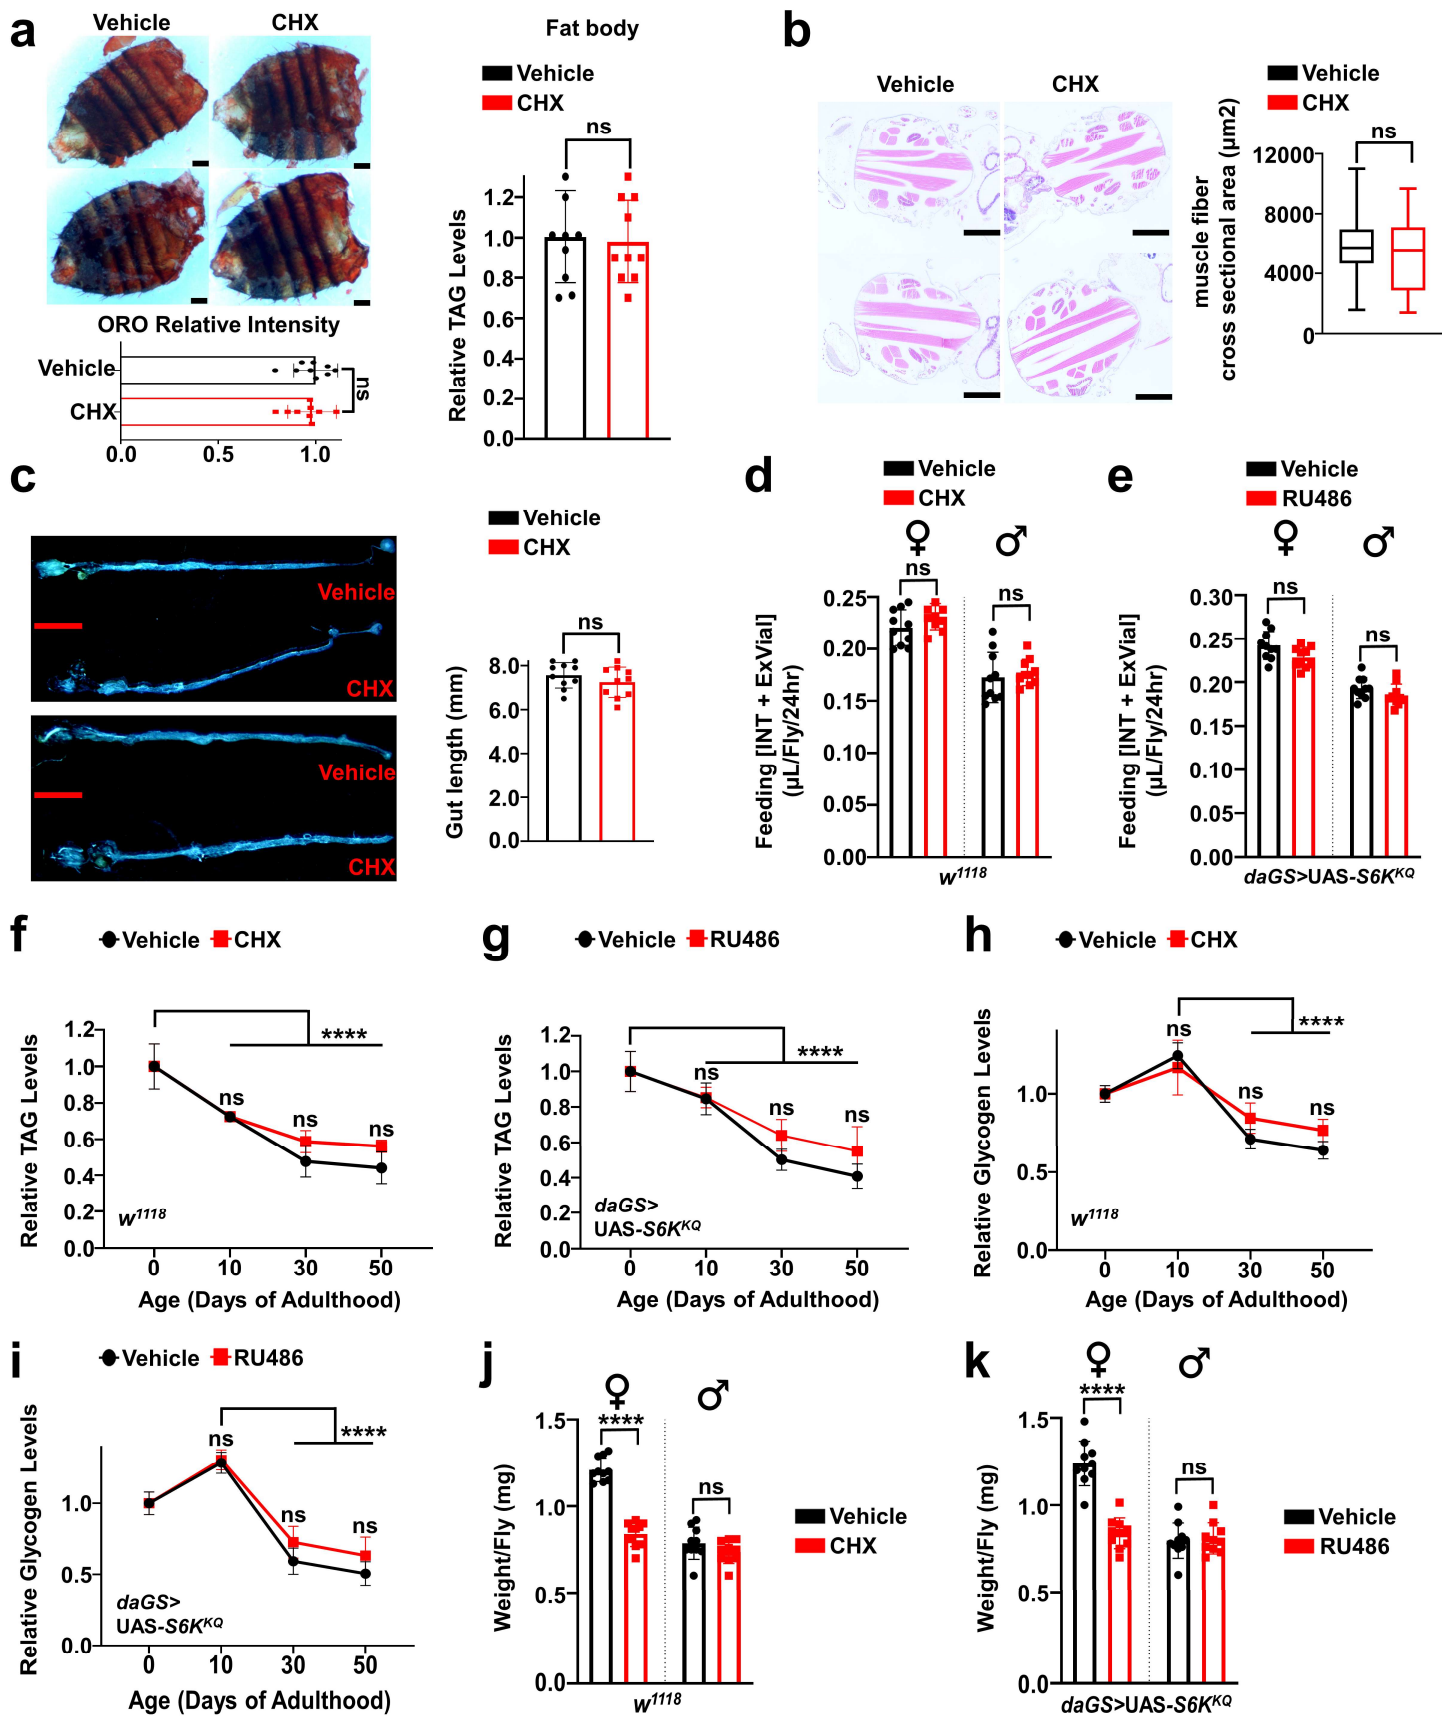

Supplementary Fig. 3: Lifespan benefits from blocking the early-adulthood PT spike are not driven by RU486, food intake, triglyceride/glycogen levels, fat body storage, or body weight. **a**, Early-adulthood (day 0-10) CHX does not significantly alter Oil Red O (ORO) stain and triglyceride (TAG) levels of dissected carcasses/fat bodies. $n=10/\text{group}$. Two-tailed Student's t-test. **b**, Early-adulthood (day 0-10) CHX does not significantly alter the cross sectional area of muscle fibers. $n=10/\text{group}$; 107 fibrils for CHX group and 102 fibrils for vehicle group. Two-tailed Student's t-test. **c**, Early-adulthood (day 0-10) CHX does not significantly alter the length of gut. $n=10/\text{group}$. Two-tailed Student's t-test. **d**, Early-adulthood (day 0-10) CHX does not significantly alter food intake in w^{1118} flies of both sexes. Food intake was measured based on consumption/excretion of dye-containing food, as described in detail in **Methods**. INT=the dye inside the flies; ExVial=the dye excreted by flies on the wall of the vials. For each sex, $N=15$ flies $\times$ 10 vials/group were used. Two-tailed Student's t-test. **e**, For both sexes, early-adulthood (day 0-10) RU486 does not significantly alter food intake in $daGS>UAS-S6K^{KQ}$. For each sex, $N=15$ flies $\times$ 10 vials/group were used. Two-tailed Student's t-test. **f**, Early-adulthood (day 0-10) CHX does not significantly alter triglyceride levels in w^{1118} flies across ages. Triglyceride levels were normalized to total protein content. Triplicates of 10 female flies/age group were used. Two-way ANOVA with Sidak post-hoc test. **g**, Early-adulthood (day 0-10) RU486 does not significantly alter triglyceride levels in $daGS>UAS-S6K^{KQ}$ flies across ages. Triglyceride levels were normalized to total protein content. Triplicates of 10 female flies/age group were used. Two-way ANOVA with Sidak post-hoc test. **h**, Early-adulthood (day 0-10) CHX does not significantly alter glycogen levels in w^{1118} flies across ages. Glycogen levels were normalized to total protein content. Triplicates of 10 female flies/age group were used. Two-way ANOVA with Sidak post-hoc test. **i**, Early-adulthood (day 0-10) RU486 does not significantly alter glycogen levels in $daGS>UAS-S6K^{KQ}$ flies across ages. Glycogen levels were normalized to total protein content. Triplicates of 10 female flies/age group were used. Two-way ANOVA with Sidak post-hoc test. **j**, Early-adulthood (day 0-10) CHX decreases body weight in female but not in male w^{1118} flies. For each sex, $N=10$ flies $\times$ 10 vials/group were used. Two-tailed Student's t-test. **k**, Early-adulthood (day 0-10) RU486 decreases body weight in female but not in male $daGS>UAS-S6K^{KQ}$ flies. For each sex, $N=10$ flies $\times$ 10 vials/group were used. Two-tailed Student's t-test. Data shown as mean $\pm$ SD. * $p<0.05$, ** $p<0.01$, *** $p<0.001$, **** $p<0.0001$. Source data are provided as a Source Data file. For all statistical analyses, a 2-sided $p<0.05$ was accepted as statistically significant. All analyses were adjusted for multiple comparisons.

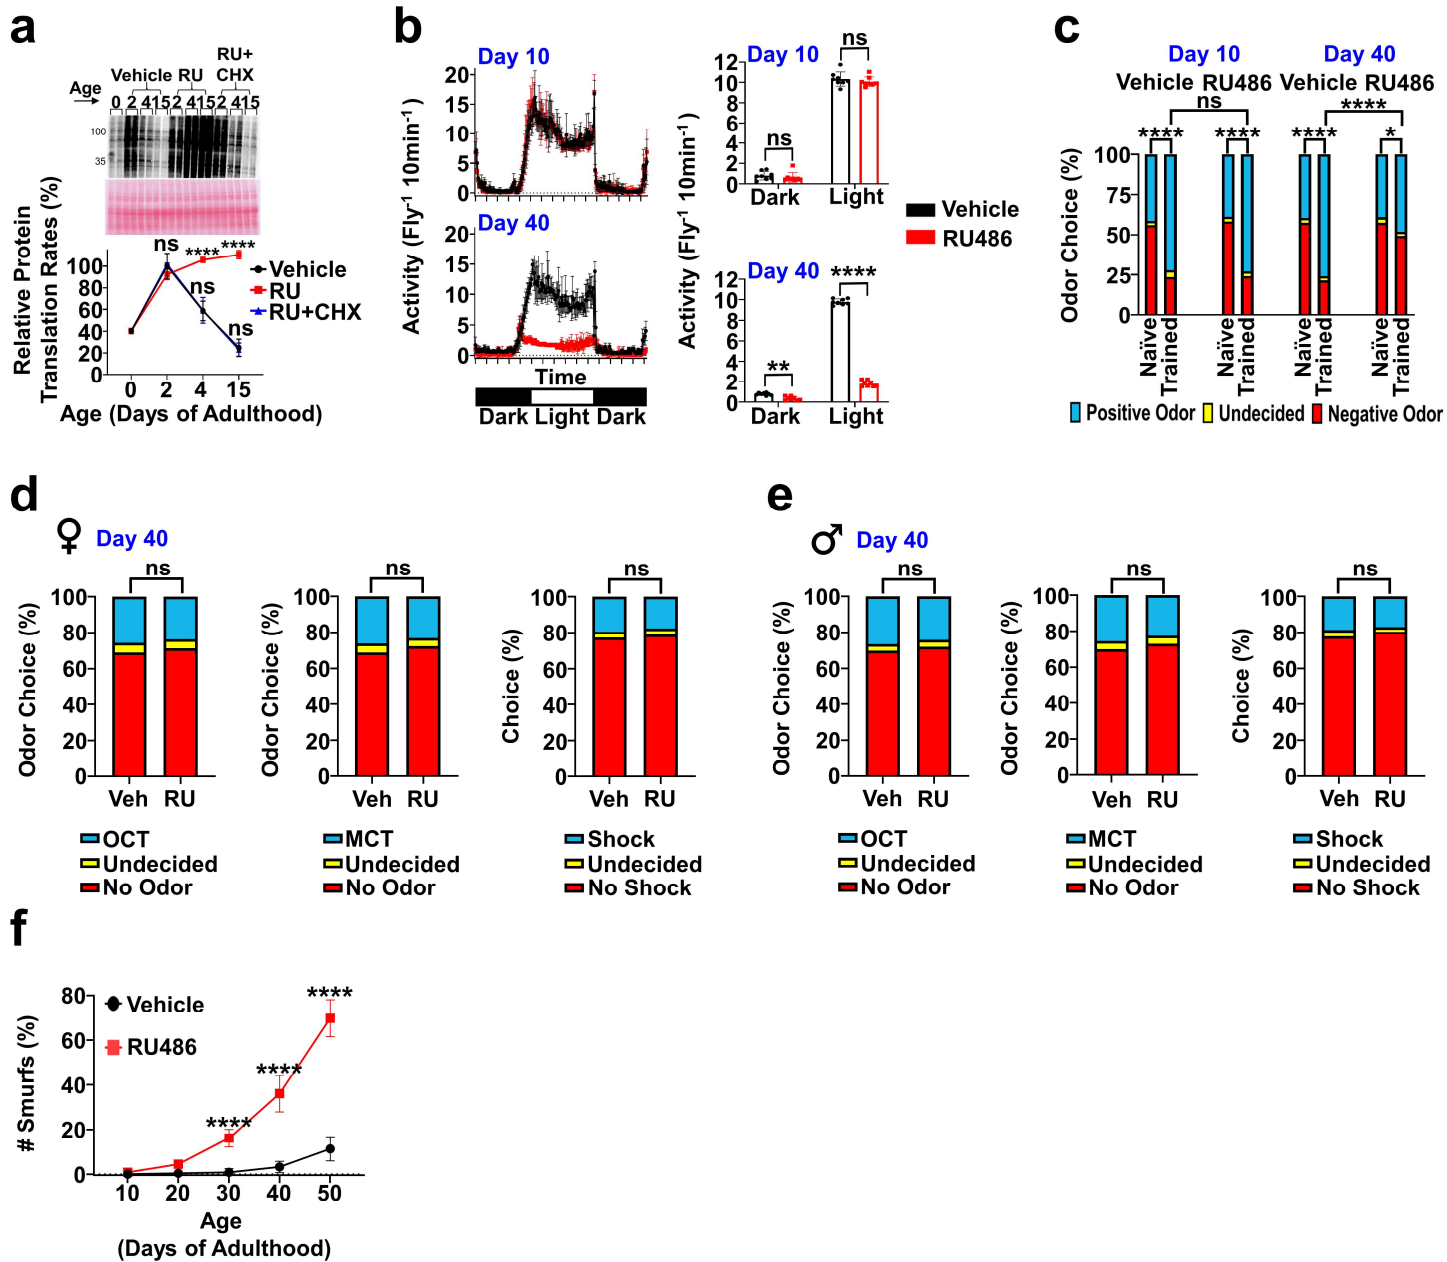

Supplementary Fig. 4: Preventing age-related decline in PT shortens male healthspan. 200 μ M RU486, 200 μ M RU486+1 μ M CHX, or vehicle was given to *daughterless-GeneSwitch* GAL4 (*daGS*)>UAS-*S6K^{TE}* flies after day 2. **a**, Puromycin incorporation in *daGS*>UAS-*S6K^{TE}* flies (+vehicle, RU486, or RU486+CHX after day 2). Puromycin incorporation was normalized to Ponceau staining. *S6K^{TE}* overexpression after day 2 prevents the age-related decline in PT, but concurrent CHX treatments re-enable flies to suppress PT with age just like controls. Two-way ANOVA with Tukey post-hoc test. n=3. **b**, *S6K^{TE}* overexpression after day 2 impairs locomotion of male flies at day 40. n=200/group; two-way ANOVA with Sidak post-hoc test. **c**, *S6K^{TE}* overexpression after day 2 impairs cognition of male flies in olfaction aversion training at day 40. n=200/group; Chi-square test. *S6K^{TE}* overexpression after day 2 does not significantly alter sensorimotor responses to odors (OCT/MCT) and electric shock in **d**, female and **e**, male flies at day 40. OCT=3-octanol; MCT=4-methylcyclohexanol; Veh=vehicle; RU=RU486. For each sex, n=200/group; Chi-square test. **f**, *S6K^{TE}* overexpression after day 2 causes premature defects in gut-barrier integrity of male flies in Smurf assays. n=250/group; two-way ANOVA with Sidak post-hoc test. Data shown as mean $\pm$ SD. * p <0.05, ** p <0.01, *** p <0.001, **** p <0.0001. Source data are provided as a Source Data file. For all statistical analyses, a 2-sided p <0.05 was accepted as statistically significant. All analyses were adjusted for multiple comparisons.

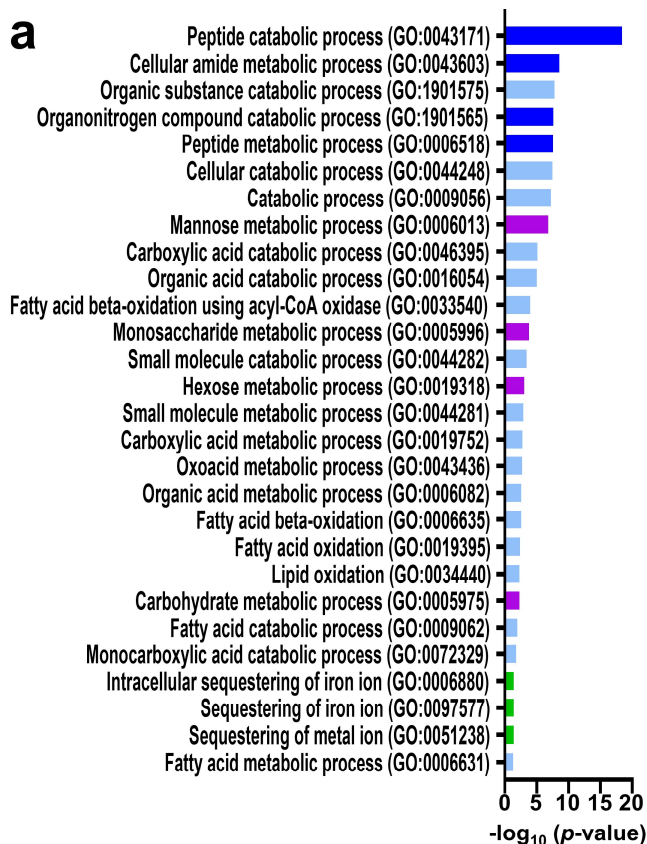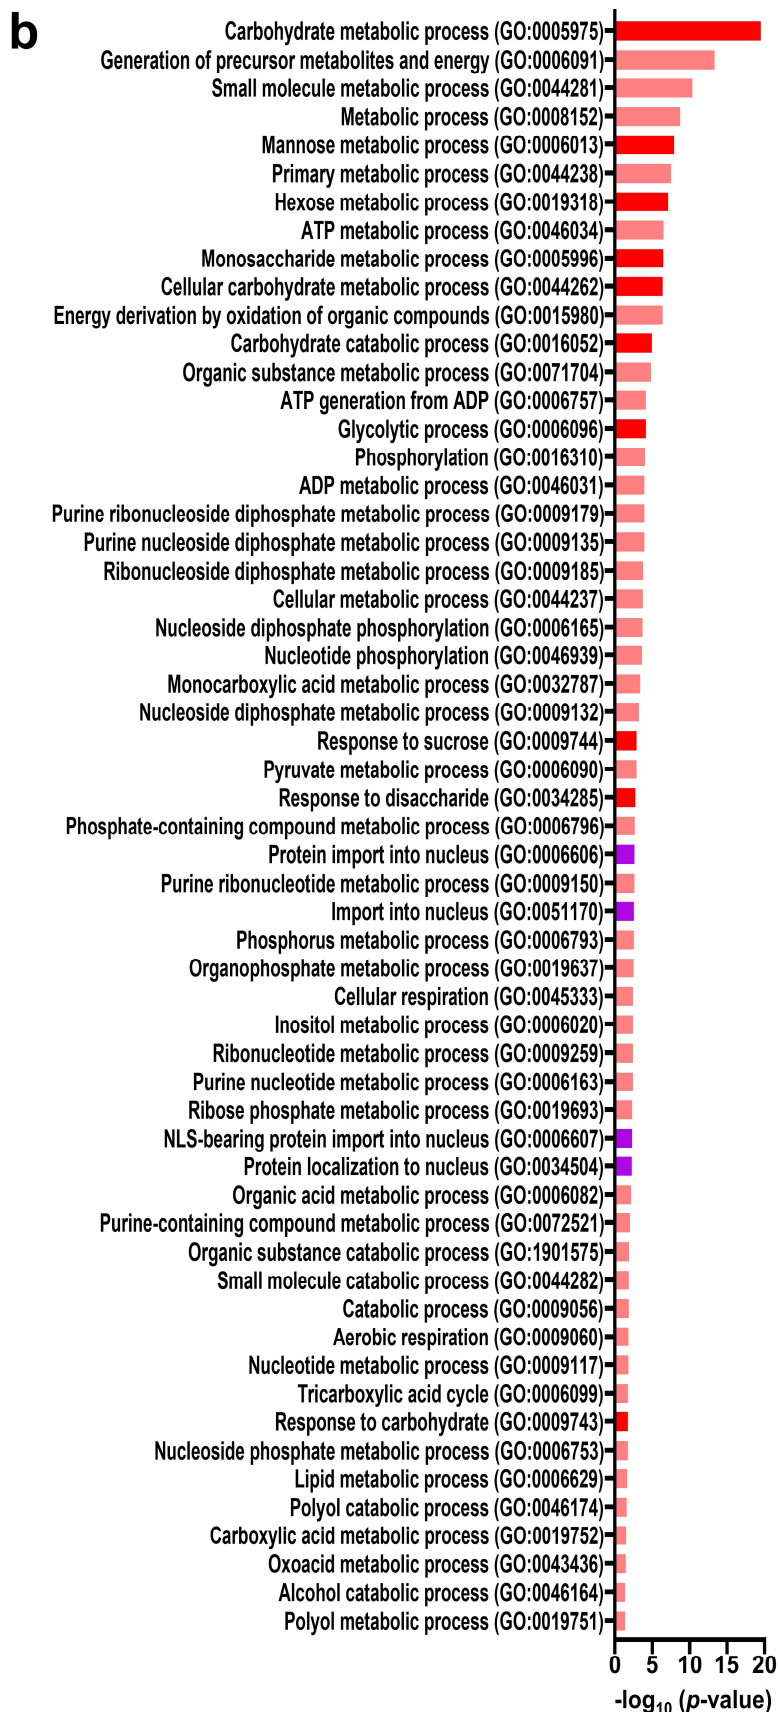

Supplementary Fig. 5: During the early-life PT rise, fat and protein catabolism are downregulated, whereas protein nuclear import and ATP/carbohydrate metabolism are upregulated. Gene Ontology (GO) analysis of proteins **a**, downregulated and **b**, upregulated during early-adulthood (from day 0 to day 2) in Triton X-100 soluble fractions, sorted by *p*-value.

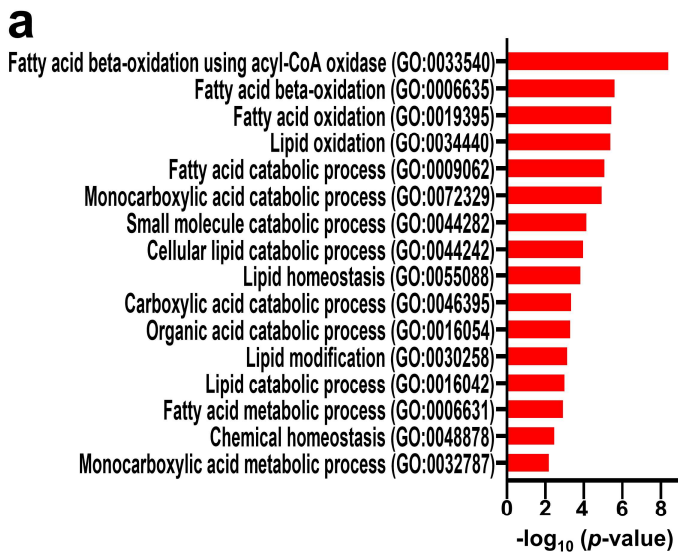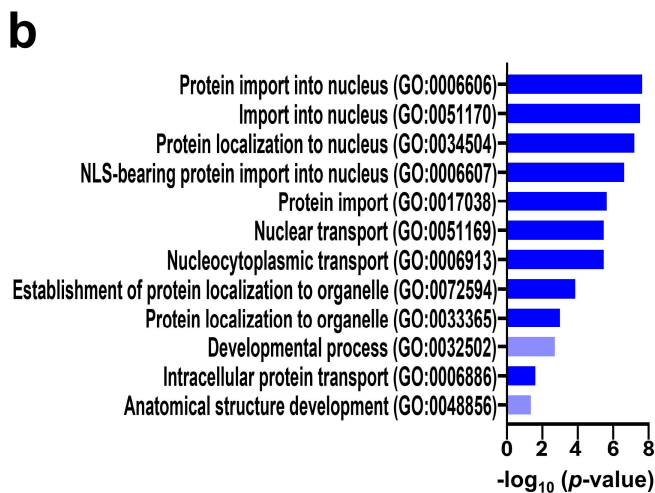

c

	β [95% CI]	p value	Inference
**Females**			
CHX	-1.896 [-2.108 to -1.686]	<0.0001	Reduces mortality
Met	0.6068 [0.4281 to 0.7856]	<0.0001	Increases mortality
CHX x Met	0.768 [0.5062 to 1.031]	<0.0001	Antagonism
**Males**			
CHX	-2.054 [-2.274 to -1.837]	<0.0001	Reduces mortality
RU486	0.4401 [0.4983 to 0.8573]	<0.0001	Increases mortality
CHX x RU486	1.172 [0.8991 to 1.447]	<0.0001	Antagonism

d

	β [95% CI]	p value	Inference
**Females**			
CA ablation	-1.605 [-1.806 to -1.405]	<0.0001	Reduces mortality
CHX	-2.181 [-2.393 to -1.970]	<0.0001	Reduces mortality
CA ablation x CHX	1.509 [1.243 to 1.775]	<0.0001	Antagonism
**Males**			
CA ablation	-1.794 [-1.997 to -1.591]	<0.0001	Reduces mortality
CHX	-2.145 [-2.353 to -1.937]	<0.0001	Reduces mortality
CA ablation x CHX	1.606 [1.339 to 1.874]	<0.0001	Antagonism

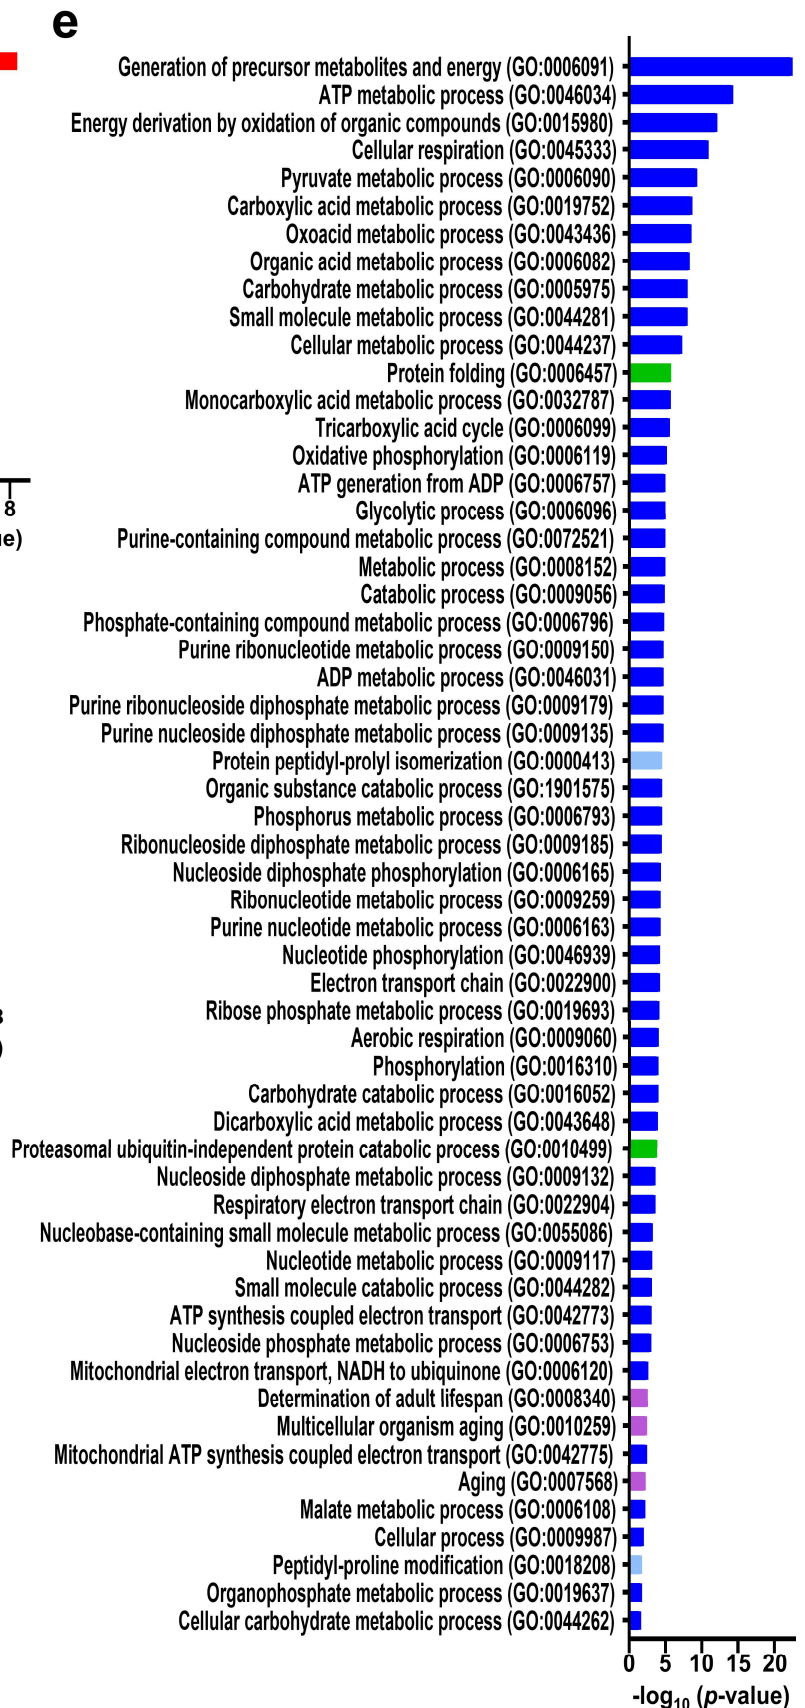

Supplementary Fig. 6: Blocking the early-life PT spike reverses lipid metabolic changes at young ages while decreasing insoluble proteins involved with ATP/carbohydrate metabolism, proteasome, and aging at old ages. Gene Ontology (GO) analysis of proteins **a**, upregulated and **b**, downregulated in Triton X-100 soluble fractions after 1 μ M CHX treatments during early-adulthood (day 0-2), sorted by *p*-value. Blocking the early-life PT spike upregulated fat catabolism and downregulated protein nuclear import. Proportional hazard analyses for survival curves in **c**, **Fig. 4f** and **d**, **Fig. 4g**. Coefficient β for single treatment: β significantly less than zero indicates reduction in mortality; β significantly greater than zero indicates elevated mortality. Coefficient β for interaction terms: β significantly different from zero indicates treatment interactions where the effect of two treatments differs from expectation from product of single treatment. Antagonism inferred when significant treatment interaction increases mortality (positive β) relative to expected product of two single treatments. **e**, GO analysis of proteins downregulated at old ages (day 50) in Triton X-100 insoluble fractions after 1 μ M CHX treatments during early-adulthood (day 0-10), sorted by *p*-value. Source data are provided as a Source Data file. For all statistical analyses, a 2-sided $p < 0.05$ was accepted as statistically significant. All analyses were adjusted for multiple comparisons.

a

Soluble Fraction
Day 50
CHX-Vehicle

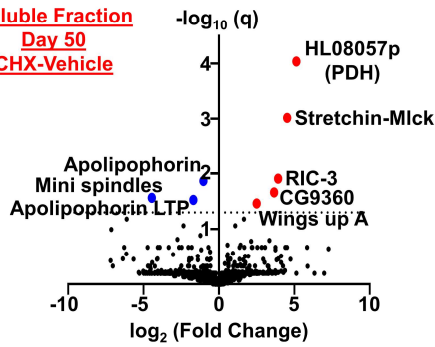

Up-regulated proteins

Proteins	q value	log ₂ (Fold Change)
HL08057p (PDH, photoreceptor dehydrogenase)	0.000092	5.134099
Stretchin-Mlck (myosin light chain kinase), isoform U	0.000960	4.525470
RIC-3 (acetylcholine receptor chaperone)	0.012406	3.927233
Wings up A, isoform K	0.034659	2.505737
CG9360	0.021868	3.661777

Down-regulated proteins

Proteins	q value	log ₂ (Fold Change)
Apolipophorin	0.013662	-1.02588
Mini spindles, isoform D	0.027446	-4.45198
Apolipoprotein lipid transfer particle (LTP)	0.029769	-1.69689

b

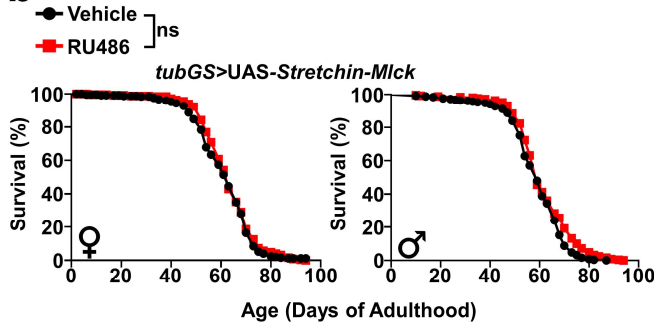

c

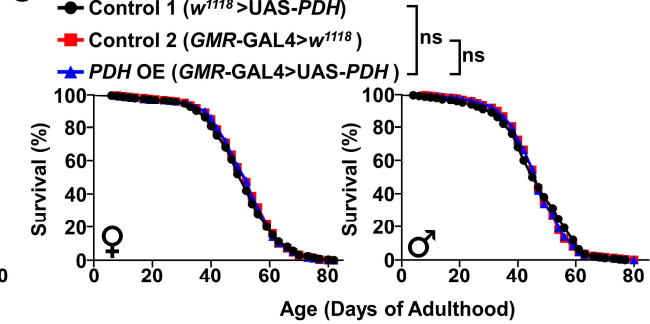

d

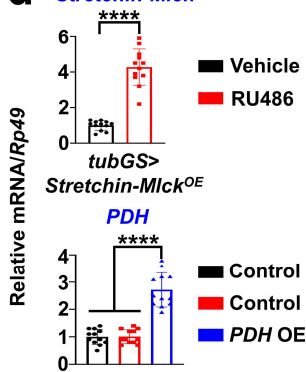

e

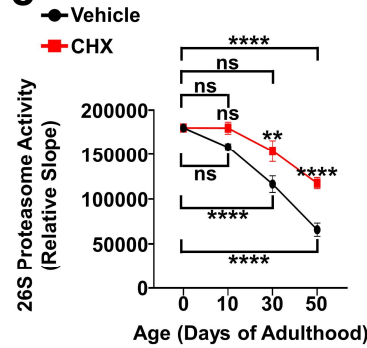

f

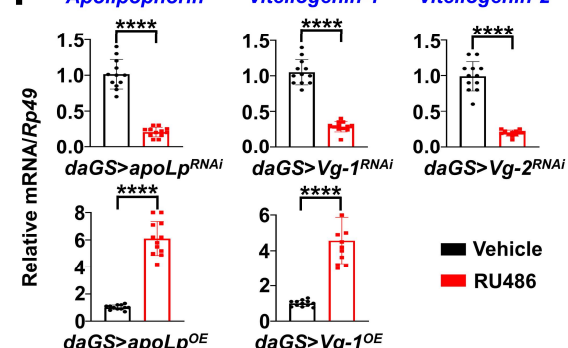

g

	β [95% CI]	p value	Inference
**daGS>UAS-<i>apoLp</i> (Females)**			
CHX	-2.356 [-2.589 to -2.126]	<0.0001	Reduces mortality
RU486	0.7526 [0.5718 to 0.9335]	<0.0001	Increases mortality
CHX x RU486	1.06 [0.7840 to 1.338]	<0.0001	Antagonism
**daGS>UAS-<i>apoLp</i> (Males)**			
CHX	-2.758 [-3.016 to -2.503]	<0.0001	Reduces mortality
RU486	0.4401 [0.5667 to 0.9255]	<0.0001	Increases mortality
CHX x RU486	0.6755 [0.9816 to 1.556]	<0.0001	Antagonism
**daGS>UAS-<i>Vg-1</i> (Females)**			
CHX	-1.988 [-2.206 to -1.773]	<0.0001	Reduces mortality
RU486	0.6036 [0.4242 to 0.7833]	<0.0001	Increases mortality
CHX x RU486	0.7041 [0.4389 to 0.9704]	<0.0001	Antagonism
**daGS>UAS-<i>Vg-1</i> (Males)**			
CHX	-1.831 [-2.037 to -1.626]	<0.0001	Reduces mortality
RU486	0.4401 [0.2636 to 0.6165]	<0.0001	Increases mortality
CHX x RU486	0.6755 [0.4198 to 0.9314]	<0.0001	Antagonism

h

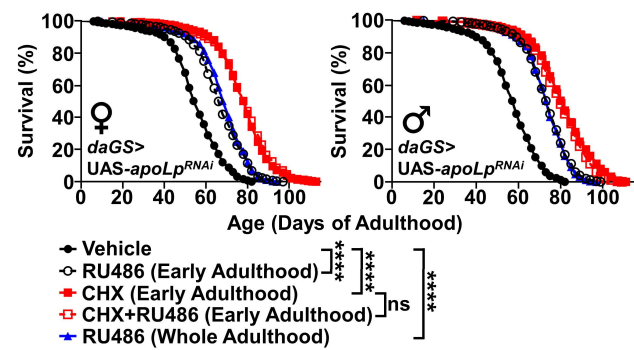

i

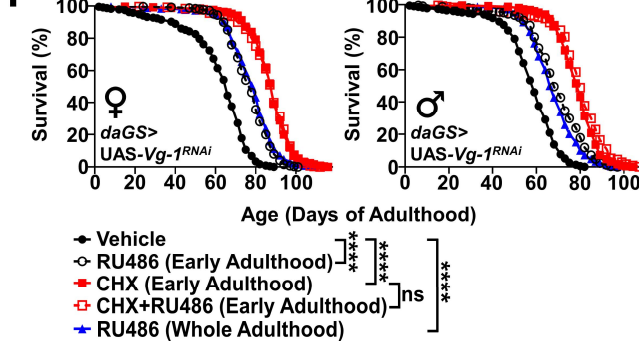

j

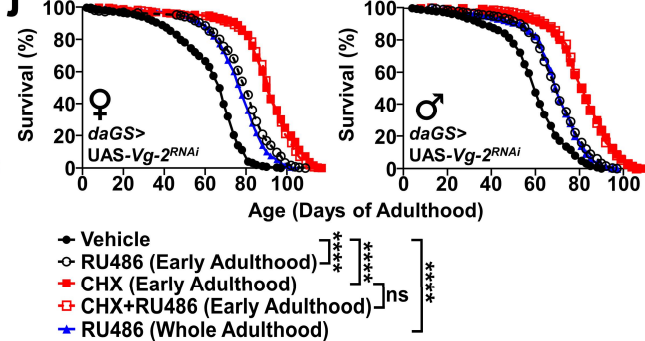

Supplementary Fig. 7: Blocking the early-life PT spike upregulates proteins important for muscle/eye functions at old ages, slows down proteasome impairment, and fails to improve lifespan upon LLTP knockdown. **a**, (Left) Volcano plot of proteomic analysis comparing Triton X-100 soluble fractions from day 50 flies ($\pm 1\mu\text{M}$ CHX during early-adulthood (day 0-10)). $n=8/\text{group}$; two-tailed Student's t-test, $\text{FDR}<0.05$. (Right) Tables showing up-regulated and down-regulated proteins at day 50 after $\pm\text{CHX}$ treatments during early-adulthood. **b**, Life-long overexpression of *Stretchin-Mlck* does not significantly alter lifespan in either female or male flies. For each sex, $n=250/\text{group}$; log-rank test. **c**, Life-long overexpression of *PDH* (photoreceptor dehydrogenase) does not significantly alter lifespan in either female or male flies. For each sex, $n=250/\text{group}$; log-rank test. **d**, Validation of *Stretchin-Mlck* and *PDH* overexpressing lines. (Top) qRT-PCR from whole bodies ($n=12/\text{group}$) indicates that mRNA levels of *Stretchin-Mlck* are elevated in *tubGS>UAS-Stretchin Mlck* lines treated with $200\mu\text{M}$ RU486 (day 0-10), compared with vehicle-treated uninduced controls. Two-tailed Student's t-test. (Bottom) qRT-PCR from heads ($n=12/\text{group}$) indicates that mRNA levels of *PDH* are elevated in *GMR-GAL4>UAS-PDH*, compared with *w¹¹¹⁸>UAS-PDH* (Control 1) and *GMR-GAL4>w¹¹¹⁸* (Control 2). Expressions of target genes were normalized to *Rp49*. One-way ANOVA with Tukey post-hoc test. **e**, Early adulthood (day 0-10) CHX significantly slows down the age-related decline in 26S proteasome activity in *w¹¹¹⁸* flies. $n=12/\text{group}$; Two-way ANOVA with Tukey post-hoc test. **f**, Validation of apolipophorin (*apoLp*), vitellogenin-1 (*Vg-1*), and vitellogenin-2 (*Vg-2*) RNAi lines and *apoLp* and *Vg-1* overexpressing lines. (Top) qRT-PCR from whole bodies ($n=12/\text{group}$) indicates that mRNA levels of *apoLp*, *Vg-1*, and *Vg-2* are decreased in RNAi lines upon RU486 treatments (day 0-10). (Bottom) qRT-PCR from whole bodies ($n=12/\text{group}$) indicates that mRNA levels of *apoLp* and *Vg-1* are increased in overexpression lines upon RU486 treatments (day 0-10). Two-tailed Student's t-test. **g**, Proportional hazard analyses of survival curves in **Fig. 5b** and **Fig 5d**. Coefficient β for single treatment: β significantly less than zero indicates reduction in mortality; β significantly greater than zero indicates elevated mortality. Coefficient β for interaction terms: β significantly different from zero indicates treatment interactions where the effect of two treatments differs from expectation from product of single treatment. Antagonism inferred when significant treatment interaction increases mortality (positive β) relative to expected product of two single treatments. **h**, For both sexes, knocking down *Vg-1* significantly prolongs lifespan in control flies but not in flies treated with CHX during early adulthood (day 0-10). For each sex, $n=250/\text{group}$; log-rank test. **i**, For both sexes, knocking down *Vg-2* significantly prolongs lifespan in control flies but not in flies treated with CHX during early adulthood (day 0-10). For each sex, $n=250/\text{group}$; log-rank test. **j**, For both sexes, knocking down *apoLp* significantly prolongs lifespan in control flies but not in flies treated with CHX during early adulthood (day 0-10). For each sex, $n=250/\text{group}$; log-rank test. Data shown as mean $\pm$ SD. * $p<0.05$, ** $p<0.01$, *** $p<0.001$, **** $p<0.0001$. Source data are provided as a Source Data file. For all statistical analyses, a 2-sided $p<0.05$ was accepted as statistically significant. All analyses were adjusted for multiple comparisons.

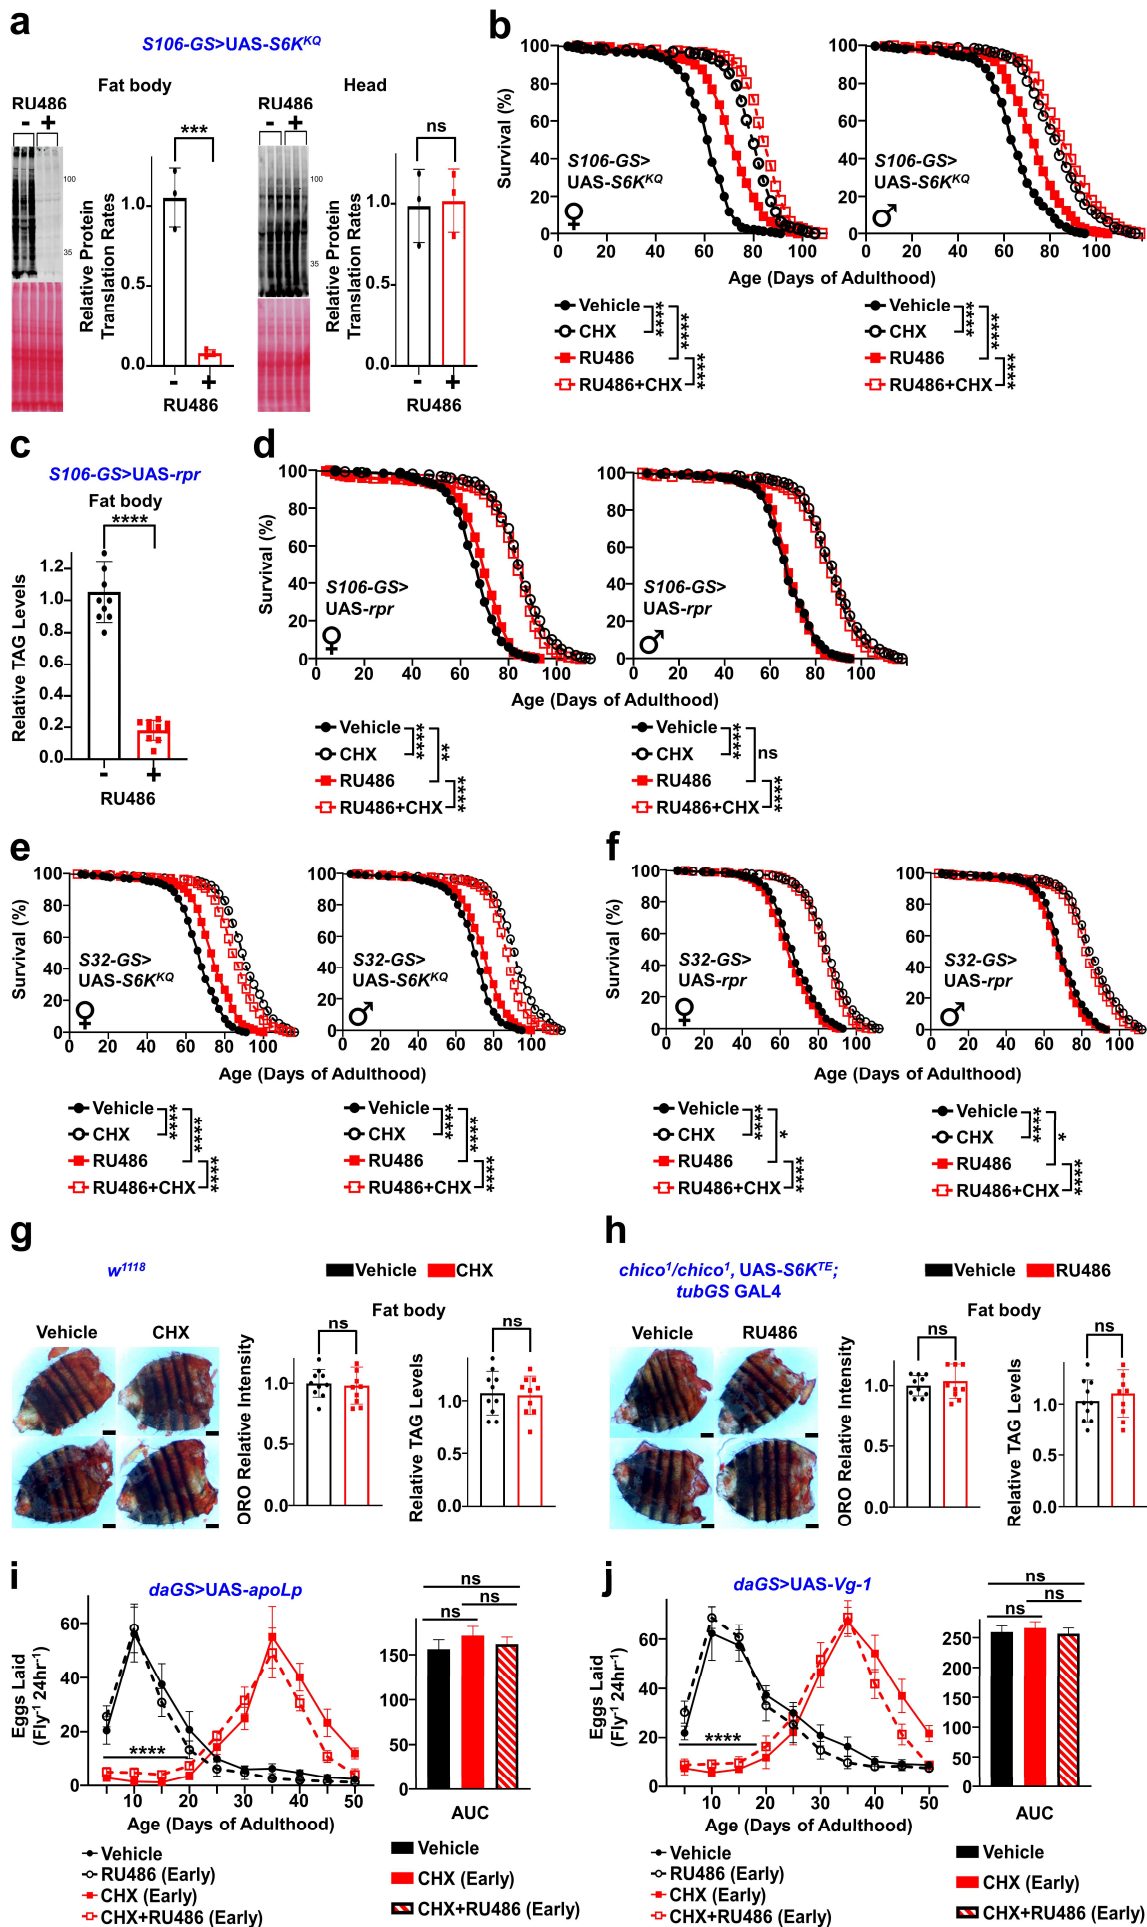

Supplementary Fig. 8: Fat body remodeling alone is not sufficient for longevity benefits from blocking the early-life PT spike **a**, Puromycin incorporation in (left) abdominal fat body and (right) head of *S106-GeneSwitch GAL4 (S106-GS)>UAS-S6K^{KQ}* flies $\pm 200\mu\text{M}$ RU486 (day 0-day 10). Puromycin incorporation normalized to Ponceau staining. $n=3/\text{group}$; two-tailed Student's t-test. **b**, For both sexes, early-life CHX ($1\mu\text{M}$, day 0-day 10) improves lifespan of *S106-GS>UAS-S6K^{KQ}* flies under both vehicle (control) and RU486 conditions. For each sex, $n=250/\text{group}$; log-rank test. **c**, Overexpressing *rpr* under the *S106* fat body driver significantly decreased levels of triglycerides in the fat body. $n=10/\text{group}$; two-tailed Student's t-test. **d**, For both sexes, early-life CHX ($1\mu\text{M}$, day 0-day 10) improves lifespan of *S106-GS>UAS-rpr* flies under both vehicle (control) and RU486 conditions. For each sex, $n=250/\text{group}$; log-rank test. **e**, For both sexes, early-life CHX ($1\mu\text{M}$, day 0-day 10) improves lifespan of *S32-GeneSwitch GAL4 (S32-GS)>UAS-S6K^{KQ}* flies under both vehicle (control) and RU486 conditions. For each sex, $n=250/\text{group}$; log-rank test. **f**, For both sexes, early-life CHX ($1\mu\text{M}$, day 0-day 10) improves lifespan of *S32-GS>UAS-rpr* flies under both vehicle (control) and RU486 conditions. For each sex, $n=250/\text{group}$; log-rank test. **g**, Early-life CHX ($1\mu\text{M}$, day 0-day 10) does not significantly alter Oil Red O (ORO) stain and triglyceride (TAG) levels of the dissected carcasses/fat bodies in *w¹¹¹⁸* flies. $n=10/\text{group}$. Two-tailed Student's t-test. **h**, Inducing early-life PT spike with $200\mu\text{M}$ RU486 (day 0-day 4) in *chico* homozygotes does not significantly alter Oil Red O (ORO) stain and triglyceride (TAG) levels of the dissected carcasses/fat bodies. $n=10/\text{group}$. Two-tailed Student's t-test. **i**, Early-life CHX ($1\mu\text{M}$, day 0-day 10) impairs egg productions during early-adulthood. With simultaneous overexpression of *apoLP* (day 0-day 10), early-adulthood egg production was still significantly impaired. $n=100/\text{group}$; two-way ANOVA with Sidak post-hoc test. **j**, Early-life CHX ($1\mu\text{M}$, day 0-day 10) impairs egg productions during early-adulthood. With simultaneous overexpression of *Vg-1* (day 0-day 10), early-adulthood egg production was still significantly impaired. $n=100/\text{group}$; two-way ANOVA with Sidak post-hoc test. Data shown as mean $\pm$ SD. * $p<0.05$, ** $p<0.01$, *** $p<0.001$, **** $p<0.0001$. Source data are provided as a Source Data file.

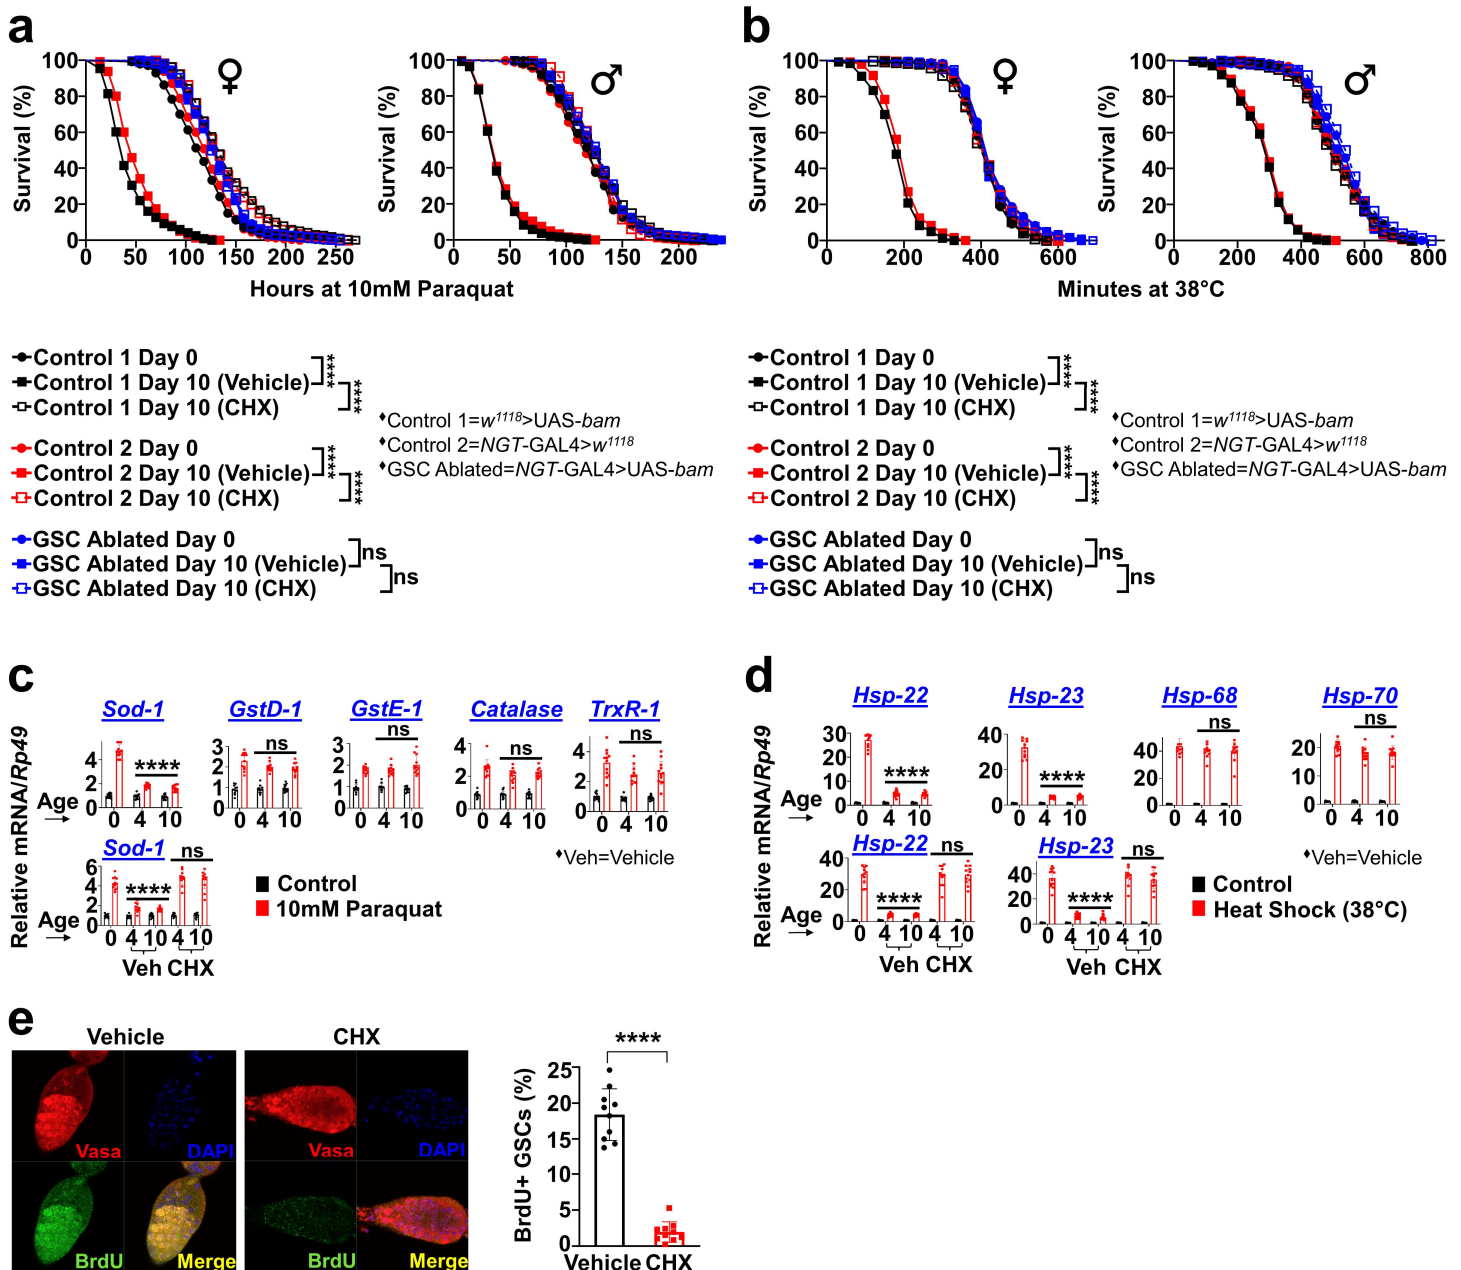

Supplementary Fig. 9: Eliminating the early-life PT spike prevents the sharp decline in stress resistance during early-adulthood via germline stem cell signaling. **a**, For both sexes, early adulthood (day 0-10) 1μM CHX treatments enhance oxidative stress resistance in germline stem cell (GSC)-intact flies but not in GSC-ablated flies. From day 0 to day 10, oxidative stress resistance sharply declines in GSC-intact flies but not in GSC-ablated flies and flies treated with CHX during early-adulthood. Oxidative stress: 10mM paraquat; heat stress: 38°C. For each sex, n=250/group; log-rank test. **b**, For both sexes, early-adulthood (day 0-10) CHX treatments enhance heat stress resistance in GSC-intact flies but not in GSC-ablated flies. From day 0 to day 10, heat stress resistance sharply declines in GSC-intact flies but not in GSC-ablated flies and flies treated with CHX during early-adulthood. For each sex, n=250/group; log-rank test. Within 4 days, **c**, *Sod-1* inductions in response to paraquat and **d**, *Hsp-22/Hsp-23* inductions in response to 38°C were impaired. Inductions of other cellular stress resistance genes were not significantly affected during early-adulthood. Early adulthood CHX restores *Sod-1* inductions in response to paraquat and *Hsp-22/Hsp-23* inductions in response to 38°C. n=12/group; Two-way ANOVA with Tukey post-hoc test. **e**, GSCs are stained for GSC-specific antigen Vasa, BrdU, and DAPI after ±1μM CHX (day 0-5). Early-adulthood CHX reduces proliferating GSCs. n=10/group; two-tailed Student's t-test. Data shown as

mean $\pm$ SD. * p <0.05, ** p <0.01, *** p <0.001, **** p <0.0001. Source data are provided as a Source Data file. For all statistical analyses, a 2-sided p <0.05 was accepted as statistically significant. All analyses were adjusted for multiple comparisons.

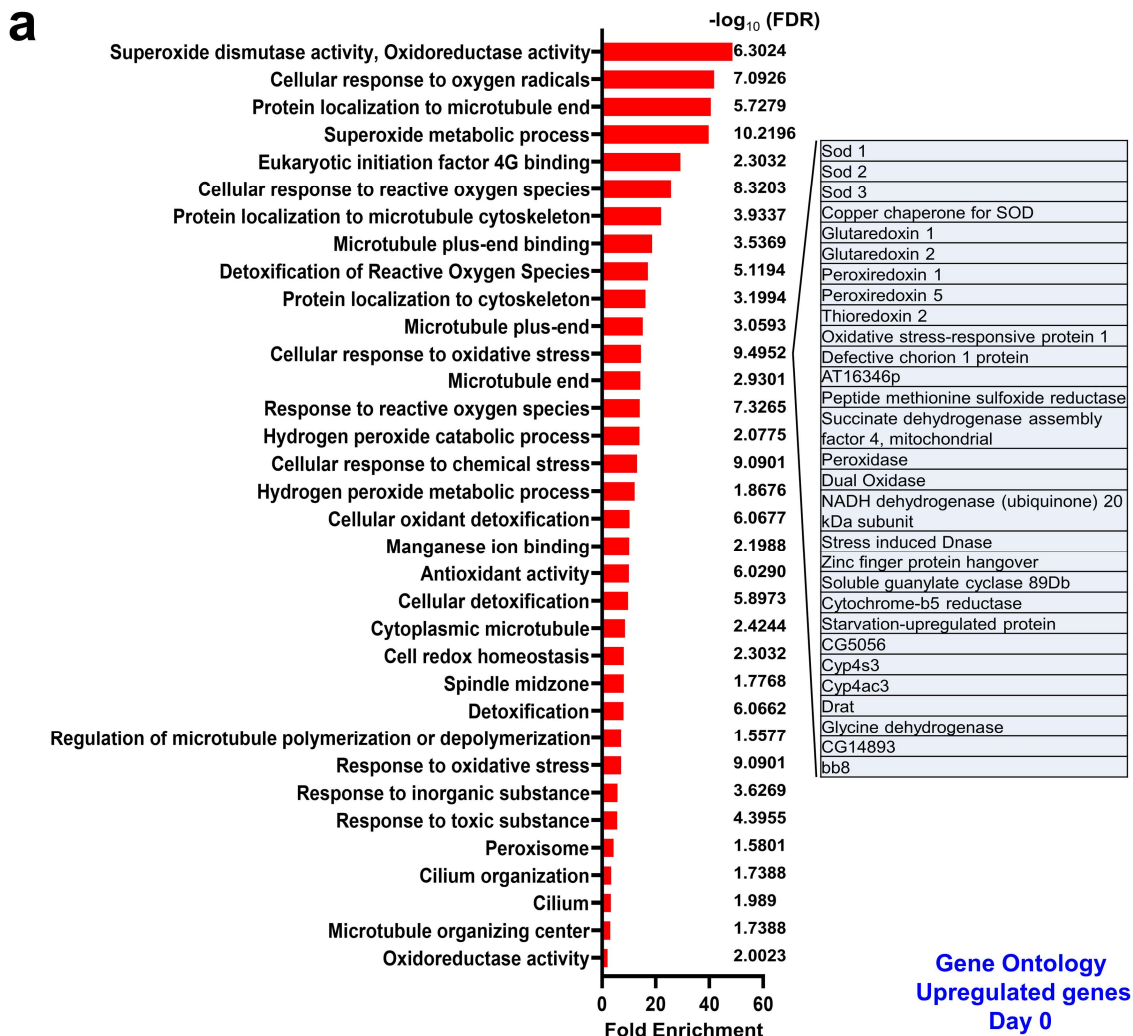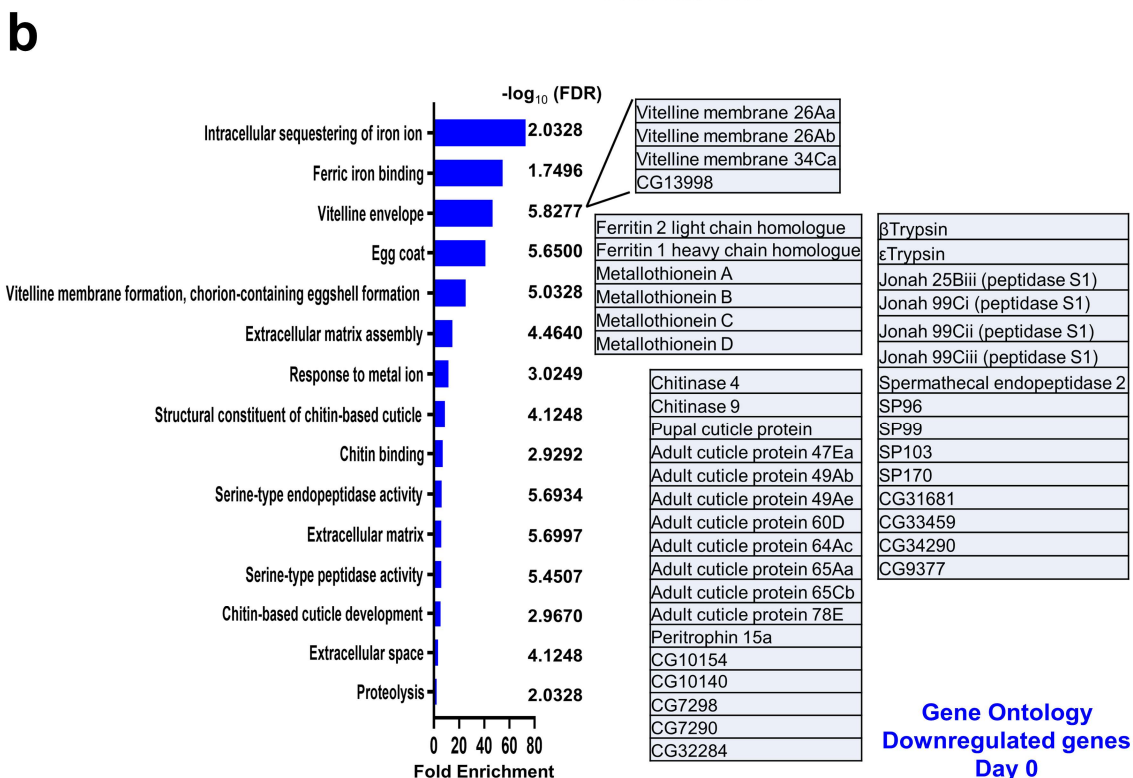

Supplementary Fig. 10: Gene ontology (GO) biological processes enriched in genes that are up-/down-regulated after paraquat in day 0 flies. 10mM paraquat for 12 hours.

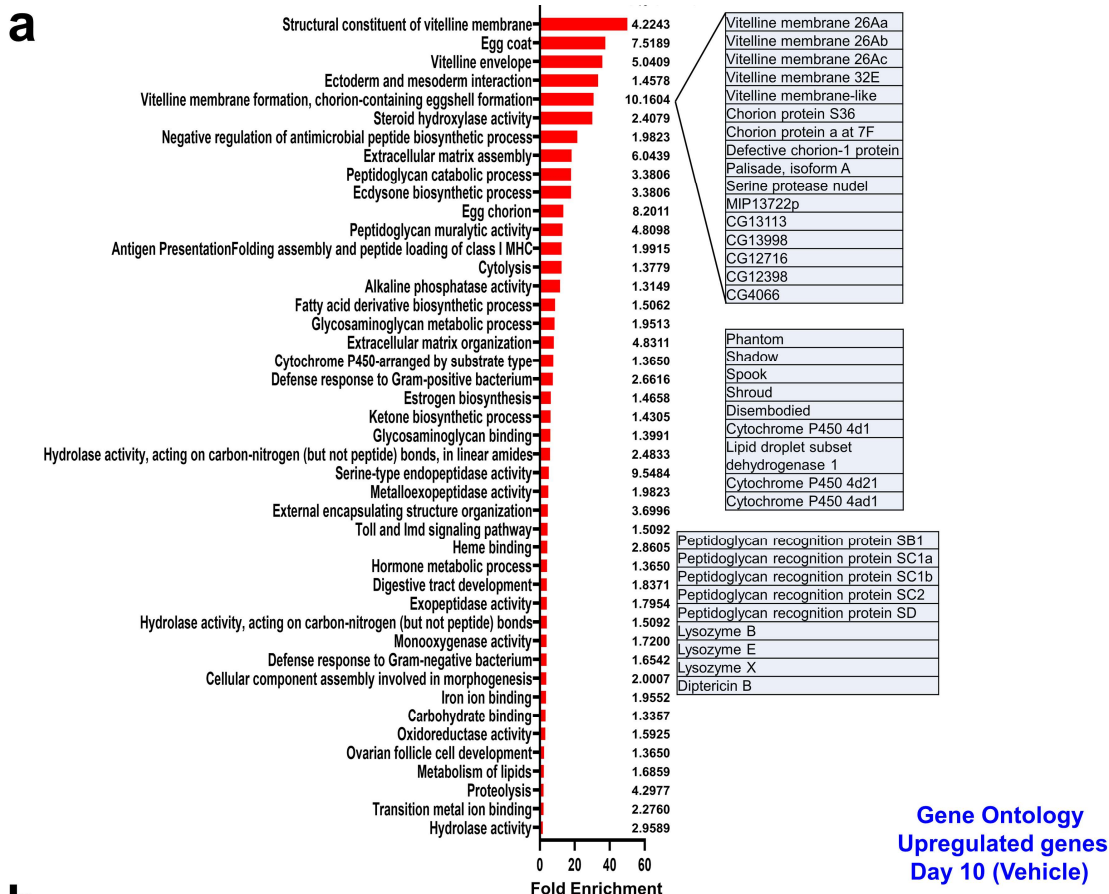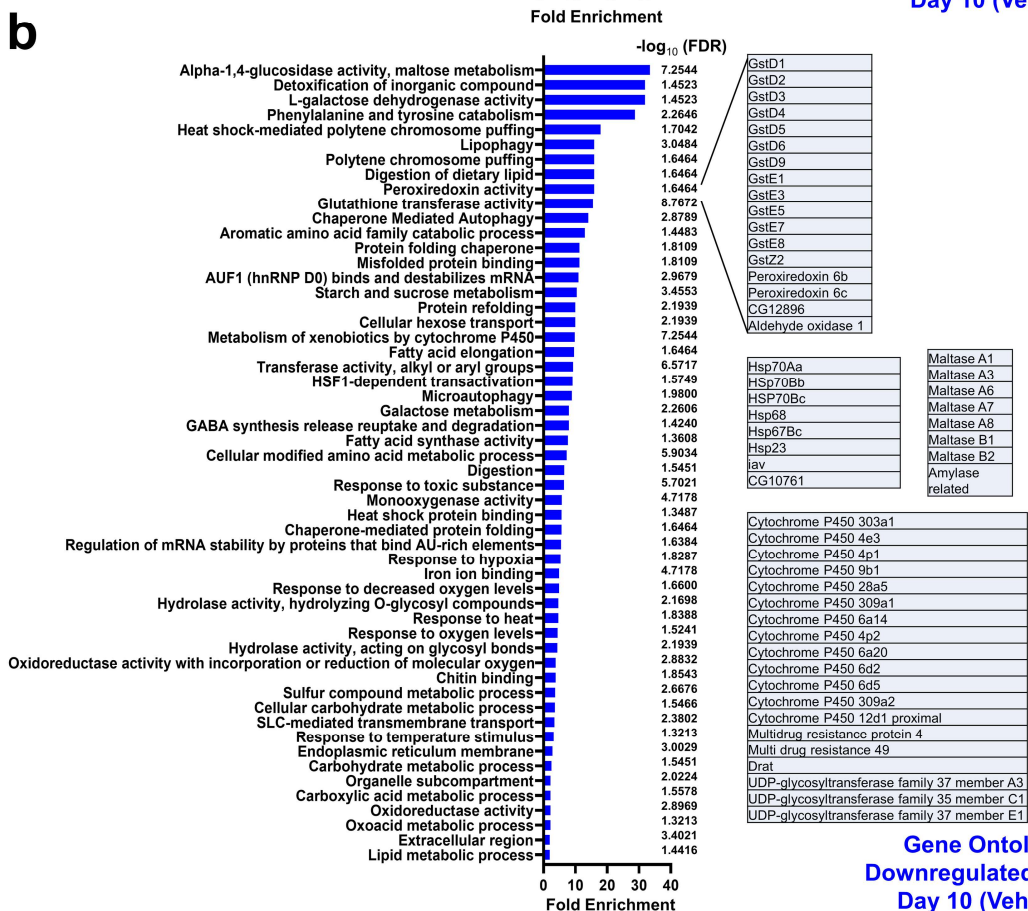

Supplementary Fig. 11: GO biological processes enriched in genes that are up-/down-regulated after paraquat in day 10 flies (vehicle). 10mM paraquat for 12 hours. Vehicle (water, day 0-day10).

a

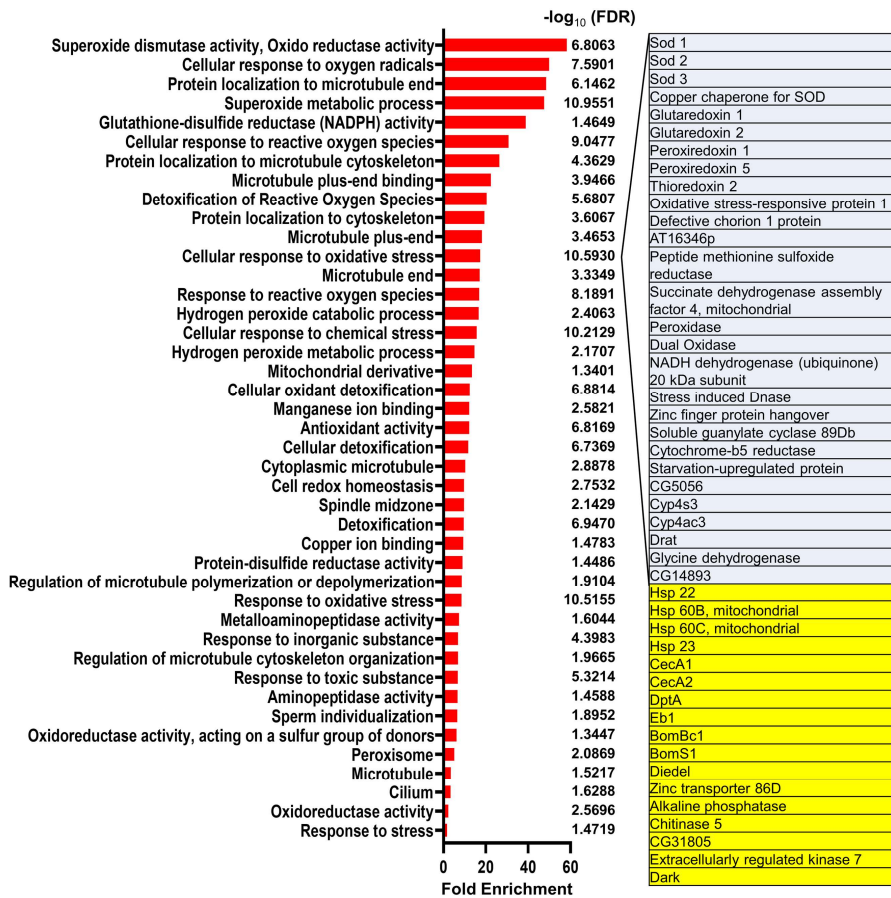

**Gene Ontology
Upregulated genes
Day 10 (CHX)**

b

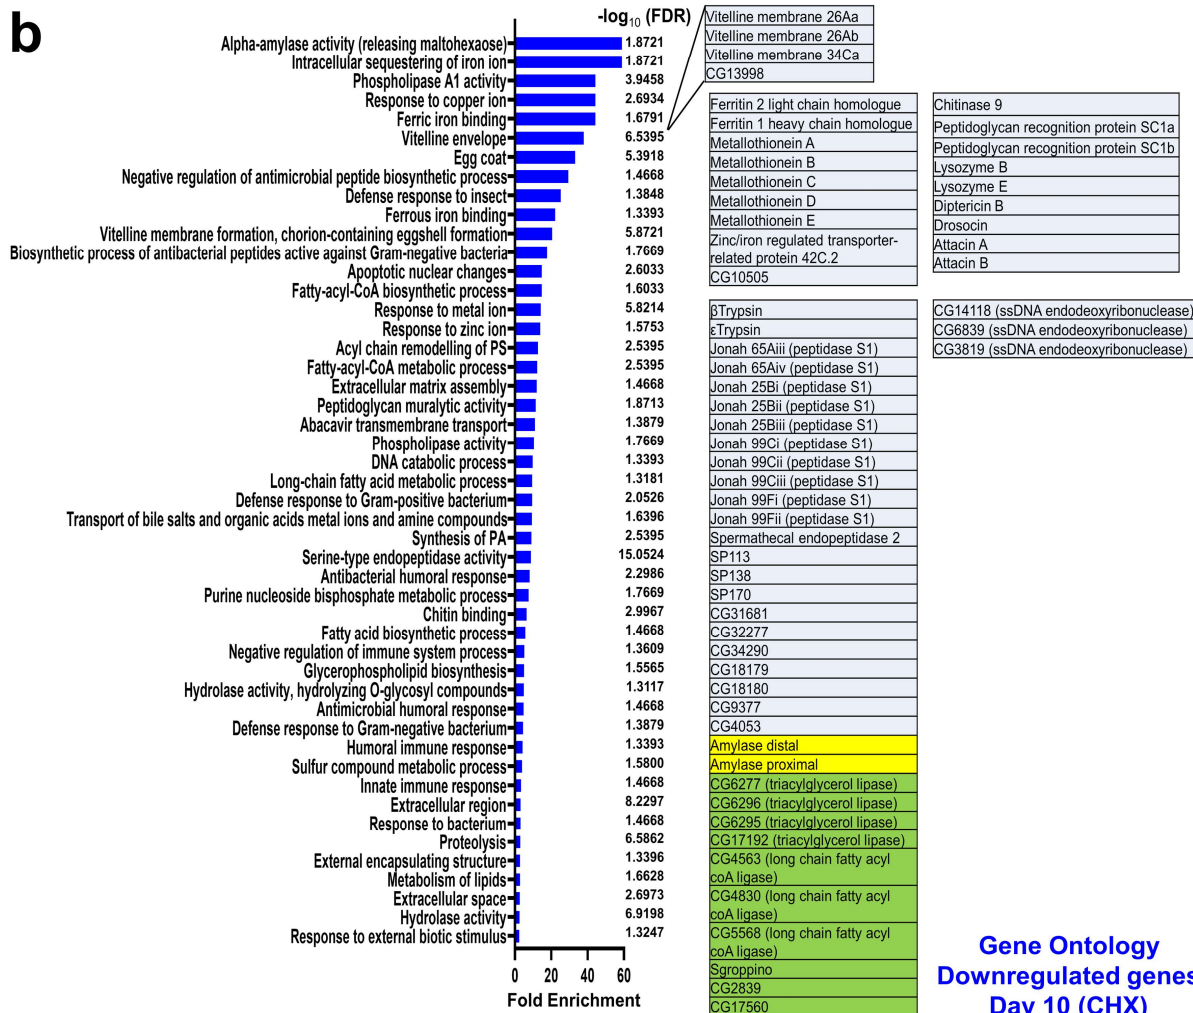

**Gene Ontology
Downregulated genes
Day 10 (CHX)**

Supplementary Fig. 12: GO biological processes enriched in genes that are up-/down-regulated after paraquat in day 10 flies (CHX). 10mM paraquat for 12 hours. CHX (1 μ M, day 0-day10).

# Supplementary material for: Early-adulthood spike in protein translation drives aging via juvenile hormone/germline signaling
**Source:** Nat Commun. 2023 Aug 18;14:5021. doi: 10.1038/s41467-023-40618-x
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

Description of Additional Supplementary Files

Supplementary Data 1: Proteomic analyses. **a.** List of all the proteins significantly upregulated during early-adulthood (from day 0 to day 2) in Triton X-100 soluble fractions. Proteins highlighted in yellow were previously shown to be important for reproduction and/or gametogenesis. **b.** List of all the proteins significantly downregulated during early-adulthood (from day 0 to day 2) in Triton X-100 soluble fractions. **c.** List of all the proteins significantly upregulated and downregulated in Triton X-100 soluble fractions after cyclohexamide (CHX, 1 μ M) treatments during early-adulthood (from day 0 to day 2). Proteins highlighted in yellow were previously shown to be important for reproduction and/or gametogenesis. **d.** List of all the proteins significantly downregulated at old ages (day 50) in Triton X-100 insoluble fractions after cyclohexamide (CHX, 1 μ M) treatments during early-adulthood (from day 0 to day 10). Significance determined by p-values corrected for false discovery rates (FDR) and multiple comparisons.

# Supplementary material for: Early-adulthood spike in protein translation drives aging via juvenile hormone/germline signaling
**Source:** Nat Commun. 2023 Aug 18;14:5021. doi: 10.1038/s41467-023-40618-x
**Supplement:** Supplementary file 5 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a	Confirmed
- ☐ ☒ The exact sample size (n) for each experimental group/condition, given as a discrete number and unit of measurement
  - ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
  - ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided
Only common tests should be described solely by name; describe more complex techniques in the Methods section.
  - ☐ ☒ A description of all covariates tested
  - ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
  - ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
  - ☐ ☒ For null hypothesis testing, the test statistic (e.g. F , t , r) with confidence intervals, effect sizes, degrees of freedom and P value noted
Give P values as exact values whenever suitable.
  - ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
  - ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
  - ☐ ☒ Estimates of effect sizes (e.g. Cohen's d , Pearson's r), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

Data collection

For lifespan data collection: dLife (<https://www.flidea.tech/projects>)
 For immunostaining imaging: Carl Zeiss LSM 700 confocal microscope
 For immunoblot imaging: Odyssey® DLx Infrared Imaging System
 For colorimetric assays :SpectraMax iD3 Multi-Mode Microplate Reader
 For RT-qPCR: Roche LightCycler480

Data analysis

GraphPad Prism 8.0, Microsoft Office 2016 Excel, ImageJ, Image Studio 5.2 (LI-COR Biosciences), Scaffold 5.0 (Proteome Software), SoftMax Pro (Molecular Devices), Uniprot, Gene Ontologies, Zeiss Zen

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

Proteomics data have been deposited at Mendeley (<https://doi.org/10.17632/3k9h543hmr.1>) and are publicly available as of the date of publication. All other data supporting the findings of this study are available within the article and Supplementary Information files and from the corresponding author upon request.

Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size	Sample size was determined to be adequate based on prior publications and the magnitude and consistency of measurable differences between groups in preliminary experiments. In many experiments, numerous flies were available and large sample sizes were used. No statistical calculations were performed to predetermine the sample size.
Data exclusions	No data were excluded from the analyses.
Replication	All of the studies were done at least 3 times in different fly cohorts and stocks (with at least 3 biological replicates) to verify the reproducibility of experimental findings. For in vitro experiments, biological replicates as well as technical replicates were used to ensure reproducibility.
Randomization	Animals were randomly allocated to vehicle or drug treatments.
Blinding	Investigators who did experiments were blinded during collections/experimental processing of samples. The sample was coded by the investigator who was not doing experiments. The code was concealed until all the experiments were done. For lifespan assays, fly vials were randomized in terms of tray position and semi-blinded to reduce impacts of environment/investigator bias.

Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

Materials & experimental systems

n/a	Involved in the study
☐	☒ Antibodies
☒	☐ Eukaryotic cell lines
☒	☐ Palaeontology and archaeology
☐	☒ Animals and other organisms
☒	☐ Human research participants
☒	☐ Clinical data
☒	☐ Dual use research of concern

Methods

n/a	Involved in the study
☒	☐ ChIP-seq
☒	☐ Flow cytometry
☒	☐ MRI-based neuroimaging

Antibodies

Antibodies used	For Western Blot: Rabbit anti-β-actin (D6A8; 1:1000, Cell Signaling, Cat# 8457), Rabbit anti-ubiquitin (P37; 1:1000, Cell Signaling, Cat# 58395), Goat anti-mouse IgG (IRDye 800CW; 1:5000, LI-COR Biosciences, Cat# 926-32210), Goat anti-rabbit IgG (IRDye 680RD; 1:5000, LI-COR Biosciences, Cat# 926-68071), Mouse anti-puromycin (3RH11; 1:1000, Kerafast, Cat# EQ0001) For Staining: Mouse anti-BrdU (G3G4; 1:50, Developmental Studies Hybridoma Bank), Rat-anti Vasa (1:50, Lasko and Ashburner, 1990), Alexa Fluor 488-conjugated goat anti-mouse IgG (Thermo Scientific, 1:300, Cat# A-11001), Alexa Fluor 568-conjugated goat anti-rat IgG (Thermo Scientific, 1:300, Cat# A-11077)
Validation	The specificity and applicability of all the antibodies used in our biological assays have been extensively characterized in previous publications/other laboratories and/or documentation provided by the manufacturer. Certificates of analysis are provided on supplier website. Rabbit anti-β-actin (D6A8; 1:1000, Cell Signaling, Cat# 8457), Drosophila, validated on manufacturer's website: https://www.cellsignal.com/products/primary-antibodies/b-actin-d6a8-rabbit-mab/8457 Rabbit anti-ubiquitin (P37; 1:1000, Cell Signaling, Cat# 58395), Drosophila, validated on manufacturer's website: https://www.cellsignal.com/products/primary-antibodies/ubiquitin-p37-antibody/58395?site-search-type=Products&N=4294956287&Ntt=58395&fromPage=plp&_requestid=4587224 Mouse anti-puromycin (3RH11; 1:1000, Kerafast, Cat# EQ0001), Drosophila, validated on the prior publication: https://

www.sciencedirect.com/science/article/pii/S1550413121004174

Mouse anti-BrdU (G3G4; 1:50, Developmental Studies Hybridoma Bank), Drosophila, validated on the prior publication: <https://onlinelibrary.wiley.com/doi/10.1111/j.1474-9726.2008.00379.x>

Rat-anti Vasa (1:50, Lasko and Ashburner, 1990), Drosophila, validated on the prior publication: <http://genesdev.cshlp.org/content/4/6/905.long>

Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

Laboratory animals

Following Drosophila strains were used in this study: w1118, Daughterless-GeneSwitch-GAL4 (daGS), Tubulin-GeneSwitch-GAL4 (tubGS), chico1/chico1, UAS-S6KKQ, UAS-S6KTE, Elav GeneSwitch-GAL4>UAS-hAPP; UAS-hBACE1, park13/park13, UAS-bam, UAS-apoLp, UAS-apoLp RNAi, UAS-Stretchin-Mlck, ovoD1, Aug21-GAL4, UAS-NiPp1, UAS-Vg-1 RNAi, UAS-Vg-1, UAS-Vg-2 RNAi, NGT-GAL4, GMR-GAL4, UAS-PDH, and DGRP library panel. ovoD1 and UAS/GAL4 lines were backcrossed to w1118 for 8-10 times. Transgene expression was confirmed by qRT-PCR. Both sexes of animals were used throughout experiments. Flies at various ages from young to old ages (ranging from day 0 to day 50) were used to investigate age-related changes.

Wild animals

No wild animals were used in the study.

Field-collected samples

No field collected samples were used in the study.

Ethics oversight

No ethical approval or guidance was required for the use of fruit flies/Drosophila.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

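Whole-fly RNA of w1118 was sequenced in 18 libraries, 6 each from day 0 flies, day 2 flies fed vehicle and day 2 flies fed 1 µM CHX. Groups and replicate numbers were taken from the labels of the libraries. The count table deposited by the authors holds whole-number counts per feature, not normalized, with 1 column per library, and 0 columns of samples were left unused. The submitters' processing notes list bcl2fastq 2.18.0.12, STAR 2.7.10a, HTSeq 0.12.3 and the genome build BDGP6. Their settings, the annotation and whether the counting used strand are not given in the sources used here. Reads from a gene and from an overlapping gene can therefore not always be told apart. Among the genes named, fln, Strn-Mlck, Yp1, apolpp, GstE1, Trxr1, JhI-21, Pdh, Lsp2, CG31661, Nop60B, bam, CycE, Orc1, Hsp27, Ilp8, Cyp6a19, dup and chico share exon positions with a gene on the opposite strand, and Fbp2, vas, Nop60B, Ilp8 and Hsp22 with a gene on the same strand. Hsp22 had 0 counts in all 18 libraries. The near-identical Hsp70 genes had means of 1.43 CPM or less in each group, and their reads may be lost where they match several copies, so no change was read from them.

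The table has 23932 features: 17869 genes, 5416 transposon insertions and 647 others. Names and positions come from Ensembl release 115 (BDGP6.54), in which 23366 identifiers matched a symbol. The rows for reads without a feature, with several features or with several positions held a median of 10.5% of each column (8.46% to 11.6%) and were left out of library sizes and tests, and the rows for low quality and for unaligned reads were 0 throughout. Library totals ran from 21495631 to 38519240 counts. The composition of the libraries differed by group, as the TMM factors show, so the scaling was varied.

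Counts were analyzed in R 4.3.3 with edgeR 4.0.16: filterByExpr with its default minimum counts, TMM factors, robust quasi-likelihood fits over all 18 libraries with a term for the name series, and Benjamini-Hochberg adjustment over the 11051 features tested. Of these, 10786 are genes, 255 transposon insertions and 10 others. Standard errors were derived from the edgeR test, as the absolute log2 fold change over the square root of its F value. Lists were tested with camera of limma 3.58.1 at a preset correlation of 0.01 and again with an estimated correlation, adjusted over all 31 lists with a tested member. Of 700 listed symbols 694 matched a row and 6 did not. Genes named in the text are, for each comparison, the 8 with the highest and the 8 with the lowest fold change among those that passed, with at least 20 CPM in the higher group and no overlap between libraries, up to 4 members per list with the largest change among those that passed or, where none passed, the 2 most abundant, and the genes that the paper names, whose protein values in the paper had been seen. A gene at 0 in all libraries of a group is given against a floor of 3 counts over that group, and one with 1 to 3 counts with a 95% exact counting interval. Principal components used log2 CPM with a prior count of 2.

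Pairs of libraries within a group were compared by chi-square over genes with an expected count of at least 5. The lowest chi-square per degree of freedom was 11.9 at day 0, 43.2 with vehicle and 12.8 with CHX. No pair within a group therefore looked like 1 library under 2 names. Pairs from different groups were not compared in this way. The procedure was tested on simulated data with 200 changed genes, all of at least 5 CPM, where genes were drawn independently of one another. Such data lack the wide shift in composition between the real groups. The rates below therefore say nothing of the scaling or of genes with lower counts. For vehicle against day 0 it recovered 97% of 2-fold and 97% of 4-fold changes, with 6 false among 200 calls. For CHX against vehicle it recovered 93% and 98%, with 6 false among 197 calls, and for CHX against day 0 95% and 99%, with 5 false among 199. Within the 3 against 3 vehicle libraries it recovered 85% and 97%, and for the difference of the age effect between name series 54% and 95%.

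The alternatives tried were RLE factors, upper quartile factors and library sizes only, DESeq2 1.42.0 and limma-voom in place of edgeR, no filter beyond 1 count, at least 10 counts in every library, only the 2 groups compared, no term for the name series, each name series alone, the replicate number as a block, libraries of the same number summed, no 20 most abundant genes, a log2 fold change over 1 as a further condition, and leaving out each library in turn. The return under CHX was compared with 20 simulations of unchanged groups and 20 divisions of the vehicle libraries into sets of 3. Fold changes were also set beside the protein changes in Supplementary Data 1, matched to genes by hand for 40 of 86, 43 of 98 and 24 of 40 proteins. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9. Samples of the paraquat experiment were not analyzed here.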

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

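The 3 tests on muscle transcripts, the test of swapped libraries, the test of a batch common to all groups and the test of sequencing depth were chosen only after the results were seen.

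The paper does not report the comparison of day 2 with day 0 flies by RNAseq, and 9162 features changed from day 0 to vehicle flies and 9212 from vehicle to CHX flies. Of 100 splits of the same libraries, the real one included, 1 gave as many in each case (highest other 7155 and 7172). This is the smallest share that 100 splits can give, with no correction for the number of such tests. It argues against a chance division of these libraries and cannot address a difference between cultures of flies, which the labels do not give. Of 255 transposon insertions tested, which the paper does not discuss, 152 were lower and 21 higher in vehicle than in day 0 flies, where 82.9% of all features changed. The return under CHX covered 8894 features in 1 of 100 splits, the real one, and each other split gave 0 (highest other 0), a count at its floor, so these splits decide nothing about chance. For the number of gene lists called by camera chance could not be excluded: 77 of 100 splits gave at least the 10 lists called for vehicle against day 0 (highest other 22), 69 of 100 the 10 called for CHX against vehicle (highest other 20) and 25 of 100 the 11 called for CHX against day 0 (highest other 21).

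Muscle transcripts were lower in vehicle than in day 0 flies, with a median log2 fold change of -4.77 over 19 genes. Dilution of an unchanged amount of muscle RNA by RNA of other tissues would lower muscle and neuron genes alike, but 16 of the 19 muscle genes lay below the lowest neuron or photoreceptor gene (inaD, -2.71), which argues against it. The scaling of libraries is argued against by a median of -4.28 with library sizes only. A part of the fly, such as the thorax, missing from the vehicle samples cannot be told apart from a change within the flies: the 4 flight and thorax muscle genes had a median of -8.01, lower than that of the other 15 by a difference of -3.30, but these had -4.71 themselves, with the highest of them at -1.28. Age and vehicle feeding, which the design names, stay open and untested as biological explanations.

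CHX libraries lay close to day 0 libraries, and the 61 features that differed by edgeR were lower with CHX. A swap of libraries between these groups cannot be told apart from an effect of CHX: in summed eggshell CPM the lowest day 0 library was 1.62 times the highest CHX library, so no single library lay in the other group, but an exchange of all libraries would give the same ratio, and the eggshell genes are among those that differed. The paper's other measures run the way the labels do, with fewer eggs early in adulthood (Fig. 1h) and less germline stem cell proliferation (Supplementary Fig. 9e) with CHX, but they compare CHX with vehicle and do not settle it. Day 0 libraries that hold a constant small share of RNA like that of day 2 vehicle flies cannot be told apart from low expression in day 0 flies: over 36 genes with under 1% of the vehicle level in CHX flies, the day 0 level was a median of 2.27% of the vehicle level, and the ratio of its 90th to its 10th percentile was 2.56, between the bounds of 2 and 4 set for the test, and an effect of CHX on egg formation, which the design names, stays open as well. Of 100 splits 4, the real one included, gave at least 61 features, a share under 0.05 with no correction for the number of such tests. The highest other gave 2088, far above the real count, which points to a structure of the samples other than the groups. These splits therefore do not exclude chance. The 61 became 38 without day 0 replicate 6 and 37, 40 and 39 without CHX replicates 2, 4 and 6, for which the splits were not drawn again.

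The name series differed within the vehicle group, where 694 features changed between 3 hyphenated and 3 unhyphenated libraries, and no biological explanation was tested, since no label says what the series mark. A batch that moves genes alike in all groups was set against 377 features whose series difference was larger or smaller in vehicle than in day 0 flies. Chance is not excluded for this count, as given below, so it cannot decide about such a batch. A difference in sequencing depth is argued against by mean totals of 25038400 counts in the hyphenated and 25192300 in the unhyphenated vehicle libraries, a ratio of 1.01, with ranges that overlap (23623702 to 26587608 and 21495631 to 27217129). A split of 3 against 3 has 10 forms, too few for a share under 0.05 (694 with a highest other of 826 for vehicle, where 2 of 10 splits were as large, 54 with 0 for day 0 and 33 with 0 for CHX, where 1 of 10 was). When each library was left out, the 54 ranged from 8 (without day 0 replicate 2) to 114 (without day 0 replicate 1) and the 33 from 3 (without CHX replicate 3) to 594 (without CHX replicate 1).

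The change between day 0 and vehicle flies differed between the name series for 377 features, and that between vehicle and CHX flies for 394, by a test of the difference itself, while that between day 0 and CHX flies differed for 0 by edgeR (136 of 11051 at an unadjusted p under 0.05, fewer than would pass with no difference). For the 377, 2 of 100 splits, the real one included, gave as many (highest other 1260), and for the 394 also 2 of 100 (highest other 411). Over all groups 251 features differed between the series, as many in 3 of 100 splits (highest other 2000). These shares are under 0.05 with no correction for the number of such tests. The highest other counts of 1260 and 2000 are several times the real ones and point to a further structure of the samples. Chance is therefore not called excluded for these counts. All 3 counts depend on single libraries: the 377 became 216, 224 and 233 without day 0 replicates 6, 2 and 3, the 394 became 222, 237 and 232 without CHX replicates 5, 2 and 3 and 1102 without CHX replicate 1, and the 251 became 116, 149, 162 and 156 without day 0 replicates 2, 3, 4 and 6 and 152, 165 and 146 without CHX replicates 3, 4 and 5. The splits were not drawn again without these libraries. Among the genes named, the log2 fold change from day 0 to vehicle was larger in the unhyphenated series by 4.50 for GstE1, 2.64 for BomS3 and 1.68 for GstD1, and the difference of unhyphenated minus hyphenated was -3.16 for apolpp, -2.81 for Jon99Fi and -0.94 for vas. From vehicle to CHX this difference was 2.76 for apolpp.

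A library far from the others of its group was found in 16 of 189 groups of 6 values, where chance gives about 1 in 20, and 10 of the 16 were in day 0 replicate 6. That library had 67.5 CPM of Cp15 (others 30.8 to 40.6), 40.3 of Cp36 (21.3 to 26.7), 15.3 of Cp16 (7.79 to 10.3), 3.85 of CG15570 (1.21 to 2.05), 3.43 of CG13114 (2.00 to 2.44), 24.1 of CycB3 (14.4 to 17.5), 25.2 of CycE (15.8 to 18.4), 15.2 of Orc1 (9.74 to 10.8), 63.2 of Hsp26 (38.4 to 47.2) and 4.94 of Ilp8 (2.99 to 3.72). Day 0 replicate 4 had 594 CPM of Cat (others 512 to 532) and 16.1 of GstE1 (10.3 to 12.3). CHX replicate 1 had 16742 CPM of Act88F (13316 to 14323) and 202 of CG13043 (88.7 to 129). Vehicle replicate 1 had 352 CPM of Col4a1 (89.2 to 188), and vehicle replicate 6 had 143 of BomS3 (24.3 to 67.7).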

How the results depend on the processing

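Of 126 fold changes of named genes, 110 kept their direction under all alternatives run and 96 of these also their side of the threshold when the condition on size is set aside. The total numbers of changed features, called lists, list members and returned features for vehicle against day 0 and for CHX against vehicle stayed within 1.5 times except under that condition, and the 3 other scalings, the filter of 1 count and the model without a name series term moved no total by more. Directions depended on the scaling: list members were 233 up and 251 down for vehicle against day 0, with 324 and 168 for library sizes only and 157 and 279 for upper quartile factors, and 256 up and 201 down for CHX against vehicle, with 169 and 328 and with 283 and 155. Single lists moved by more, as given beside them. The cause was not tested for any value that follows, unless the setting is stated to test fewer libraries or genes. With the further condition of a log2 fold change over 1, the counts were 5692 for vehicle against day 0, 5872 for CHX against vehicle, 38 for CHX against day 0, 296, 302 and 10 for list members in these comparisons, 54 between name series, 352 within vehicle and 5538 for the return.

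CHX against day 0, with 61 features, gave 125 by DESeq2, 21 by limma-voom, 25 with at least 10 counts in every library, which tests fewer genes, 26 and 18 in the hyphenated and unhyphenated series and 40 with libraries of the same number summed, which leave fewer libraries. Its 11 lists became 7 in the hyphenated series, and its 17 list members 31 by DESeq2, 8 by limma-voom, 7 with at least 10 counts, 27 with only the 2 groups compared and 5 in the unhyphenated series. Between name series DESeq2 gave 545 and limma-voom 388 features. Within day 0 DESeq2 gave 202, limma-voom 106 and the filter of 10 counts 33, and within CHX they gave 164, 50 and 15. The differences of effects between series were 654 and 687 by DESeq2.

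Leaving out each library in turn gave 9050 to 9259 features for vehicle against day 0, 9090 to 9290 for CHX against vehicle, and 37 (without CHX replicate 2) to 82 (without vehicle replicate 3) for CHX against day 0, with 38 without day 0 replicate 6 and 40 and 39 without CHX replicates 4 and 6. Lists called stayed at 10 to 10 for the first comparisons and were 7 (without CHX replicate 1) to 13 for CHX against day 0. List members were 461 to 488, 435 to 478 and 11 (without CHX replicate 2) to 24. The return was 8775 to 8985. Between name series the range was 116 (without day 0 replicate 2) to 290, with 149, 162 and 156 without day 0 replicates 3, 4 and 6 and 152, 165 and 146 without CHX replicates 3, 4 and 5. Within day 0 it was 8 (without day 0 replicate 2) to 114 (without replicate 1), with 14, 25, 33 and 10 without replicates 3 to 6. Within vehicle it was 484 to 793. Within CHX it was 3 (without CHX replicate 3) to 594 (without CHX replicate 1), with 6, 8, 6 and 8 without CHX replicates 2, 4, 5 and 6, 59, 52 and 13 without day 0 replicates 1 to 3 and 17, 16 and 18 without vehicle replicates 2, 4 and 5. The difference of the age effect between series was 216 (without day 0 replicate 6) to 532, with 224 and 233 without day 0 replicates 2 and 3, and that of the CHX effect 222 (without CHX replicate 5) to 1102 (without CHX replicate 1), with 237 and 232 without CHX replicates 2 and 3.

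Reversed values are log2 fold changes. For vehicle against day 0, library sizes only gave 0.21 for Sod1, 0.066 for Cat, 0.20 for S6k and 0.34 for chico, and the unhyphenated series -0.034 for Yp2, -1.42 for apolpp and 0.019 for chico. GstE1 had -1.31 in the hyphenated series, and apolpp, which did not pass the test, -0.0046 (without vehicle replicate 1) to 0.77 when each library was left out. GstD1, which did not pass the test either, had -0.018 with RLE factors, -0.019 by DESeq2, -0.21 with upper quartile factors, -0.071 by limma-voom, -0.074 with at least 10 counts, -0.11 with the 2 groups alone, -0.88 in the hyphenated series and -0.14 to 0.23 when each library was left out. For CHX against vehicle, library sizes only gave -0.073 for Cat, -0.22 for S6k, -0.16 for Sod1 and -0.48 for chico, and the unhyphenated series 0.084 for Yp2, 0.94 for apolpp and -0.22 for chico, which had -0.017 to 0.14 when each library was left out. For CHX against day 0, Mhc and ninaE, which did not pass the test, had -0.022 in the unhyphenated series for Mhc, and for ninaE -0.024 with library sizes only, -0.021 in the hyphenated series and -0.0075 to 0.072 when each library was left out.

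With the replicate number as a block, 9095, 9138 and 54 features changed in the 3 comparisons, and it moved no count of calls by more than 1.5 times. Libraries of the same replicate number in different groups had correlations of deviations with a median of -0.19 (-0.48 to 0.40, 4 of 18 over 0.1), and 1 of 18 libraries correlated best with its own number. Libraries of the same replicate number are always of the same name series. The group and series means that were removed do not take up a series difference that varies between groups. These correlations therefore cannot settle whether libraries were paired by number. Depth limits the genes at 0 to 3 counts in a group, for which ratios are bounds or have wide counting intervals.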

Differences from the paper's values

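The paper gives day 10 for the later flies of its RNAseq, and the labels of the libraries give day 2. The paper's methods give 12 samples per group for each sex for qRT-PCR and RNAseq, the paper's legend of Fig. 6c gives 8 per group, and 6 libraries per group were analyzed. None of the alternatives set before the data were examined bears on these differences, because they change the processing and not the samples.

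The paper's statements on genes that rise or fall in response to paraquat concern samples not analyzed here, so no direction was set against them.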

Other observations

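Digestive serine proteases, bacterial recognition genes, fatty acid synthesis genes, alpha-glucosidases and juvenile hormone genes are not described beside the paper's text, and none of these lists was called by camera between day 0 and vehicle flies (adjusted p from 0.44 to 0.78) or between vehicle and CHX flies (0.39 to 0.76), so the counts describe single members, in libraries where 82.9% and 83.4% of all features changed. From day 0 to vehicle, 14 of 28 digestive serine protease genes rose and 4 fell, with Jon99Fi at 4.25, though its rise differed between the name series. Of 12 genes of peptidoglycan recognition proteins and lysozymes, which sense and cleave bacterial cell walls, 10 fell and 1 rose, with a median log2 fold change of -1.04, and with library sizes only 5 fell and 1 rose. Of 10 fatty acid synthesis genes 7 fell and 1 rose, and with library sizes only 2 fell and 2 rose. Of 11 alpha-glucosidases 6 fell and none rose, and with library sizes only 4 fell and 2 rose. Of 13 genes of juvenile hormone synthesis, breakdown and response 3 rose and 6 fell, with Jhe, the esterase that breaks the hormone down, at -4.73, and with library sizes only 6 rose and 3 fell. From vehicle to CHX 13 digestive protease genes fell and 5 rose, and 10 of the recognition protein and lysozyme genes rose and 1 fell (6 and 1 with library sizes only). There 8 fatty acid synthesis genes rose and 1 fell, against 2 and 2 with library sizes only, and 7 alpha-glucosidases rose and none fell, against 4 and 2. Of the juvenile hormone genes 6 rose and 3 fell, and with library sizes only 3 rose and 6 fell. With TMM these counts were the same when adjusted over the list alone.

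Within the vehicle group, part of the glutathione S-transferase, nutrient response and heat shock genes were higher in unhyphenated than in hyphenated libraries. Part of the digestive serine protease genes were lower. The labels do not explain this, and 1 split of 3 against 3 vehicle libraries that mixes the series gave 826 changed features, where the series gave 694. GstE1 had 4.35 ± 0.851 CPM (SD, n = 3) in the hyphenated and 119 ± 25.3 CPM (SD, n = 3) in the unhyphenated libraries, a log2 fold change of 4.77 (standard error 0.21, adjusted p = 3.85e-10 from edgeR). GstD1 had 170 ± 67.7 and 636 ± 104 CPM (SD, n = 3 each). Of 34 glutathione S-transferases 14 were higher and none lower (14 and 2 when adjusted over the list alone), of 16 genes of the integrated stress response and nutrient supply 8 were higher (9 when adjusted over the list alone) and none lower, among them Thor (1.13), ImpL2 (1.54) and InR (0.85), and of 11 heat shock genes 6 were higher and none lower, with Hsp68 at 2.63. Of 28 digestive serine proteases 9 were lower (14 when adjusted over the list alone) and none higher, with Ser8 at -3.51. By camera the adjusted p was 1.41e-20 for the stress response and nutrient list, which also held with an estimated correlation (adjusted p = 9.69e-05), and 3.20e-17, 9.69e-06 and 7.64e-12 for the glutathione S-transferase, heat shock and protease lists (adjusted p = 0.10, 0.10 and 0.13 with an estimated correlation). Lists were not counted in splits of the vehicle libraries, so the p-values at the preset correlation were not set against chance here. Ser8 was chosen after its values were seen, as were Thor, ImpL2 and InR.

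The transcript changes were set beside the paper's protein changes in Supplementary Data 1, which holds the proteins called by the paper. Those proteins were measured in detergent-soluble extracts of whole female flies. These samples are separate from the libraries, whose labels give no sex. From day 0 to vehicle, 53 of 81 matched genes (65.4%, exact 95% interval 54.0% to 75.7%) had the same sign for RNA and for the paper's protein value, and across genes, which are not independent replicates, Spearman's rho was 0.52 (permutation p = 1e-05, the smallest that 1e+05 permutations give). In the hyphenated and unhyphenated series this was 54 of 82 and 51 of 81 genes. Of 39 genes with a protein the paper reports as higher, 17 had a higher transcript, and of 42 with a lower protein 36 had a lower transcript. The yolk protein Yp1 had 8.41 for the paper's protein and 1.25 for RNA, Yp2 5.61 and 0.60, and Fbp1 -10.30 and -13.84, while Strn-Mlck, a muscle protein, had 1.01 and -4.77. Other proteins were named after their values were seen. Of muscle, up had -1.20 for the paper's protein and -4.76 for RNA, Mp20 -0.98 and -2.78, and Msp300 -1.86 and -0.87. The calcium-transporting ATPase SERCA had opposite signs, with 1.195 and -3.37. The paper reports proteins of ATP generation and of lipid and carbohydrate metabolism as higher. Among these, transcripts fell for the ATP synthase subunits ATPsynD (0.99 and -2.36) and ATPsynO (1.34 and -2.36). They also fell for the phosphofructokinase Pfk (1.38 and -2.32) and the fatty acid synthase FASN3 (7.08 and -1.4955). The cause was not tested. From vehicle to CHX, 20 of 24 genes (83.3%, exact 95% interval 62.6% to 95.3%) had the same sign, with rho 0.76 (permutation p = 4e-05), and 18 of 24 in the unhyphenated series. Yp1 had -4.07 for the paper's protein and -1.01 for RNA, Hsp27 -2.92 and -4.13, and the clotting protein fon -4.45 and 1.47.

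All 17 male accessory gland genes were below the filter, with 1.20 summed CPM or less on average in each group. Of 23 testis genes 5 were tested, of which 2 fell and none rose from day 0 to vehicle, and their list was not called by camera (adjusted p = 0.89). Summed testis CPM were 12.3 ± 10.6 (SD, n = 6) at day 0, where replicate 1 had 33.9 and the others at most 9.17, 5.20 ± 0.974 (SD, n = 6) with vehicle and 7.70 ± 0.844 (SD, n = 6) with CHX. Sex is not given in the labels and none was assigned.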
